# NAD^+^ Enhanced Mesenchymal Stromal Cells Effect on Muscle Atrophy by Improving SIRT1‐Mediated Mitochondrial Function via NAMPT

**DOI:** 10.1002/jcsm.70142

**Published:** 2025-12-12

**Authors:** Jia Song, Yuting Sun, Nan Zang, Xue Liu, Jiamu Chen, Kewei Wang, Longqing Xia, Jun Chen, Ruxing Zhao, Fuqiang Liu, Xinguo Hou, Li Chen, Jun Cheng, Wenjian Zhang

**Keywords:** mitochondrial function, muscle atrophy, NAD^+^‐MSCs, NAMPT, SIRT1/PGC‐1α

## Abstract

**Background:**

Sarcopenia contributes to all‐cause mortality in the elderly; however, there is no specific treatment. Mesenchymal stromal cells (MSCs) ameliorate age‐related muscle loss and dysfunction and are potential therapeutic candidates for sarcopenia. However, their activity is easily affected by the surrounding environment and they are prone to replicative senescence during in vitro culture. Therefore, a drug that delays aging and enhances its function is required. Here, we investigated whether nicotinamide adenine dinucleotide (NAD^+^) pretreatment enhances the therapeutic efficacy of MSCs on skeletal muscle atrophy and its underlying mechanism in a D‐galactose (D‐gal)–induced mouse model.

**Methods:**

The administration of D‐gal to mice induces a range of age‐associated characteristics and is commonly used in research on age‐related muscle atrophy. Therefore, in this study, C57BL/6 J mice and C2C12‐differentiated myotubes exposed to D‐gal were used to explore the effects of MSCs/NAD^+^‐MSCs on muscle atrophy. MSCs/NAD^+^‐MSCs were injected into the skeletal muscles of the hind limbs every 7 days for six cycles. Treadmill running and grip strength tests were used to evaluate muscle strength. Muscle weight and fibre cross‐sectional area (CSA) were used to measure muscle mass. Multiomics analysis of quadriceps and NAD^+^‐pretreated MSCs (NAD^+^‐MSCs), Western blotting of muscle atrophy signalling, including Atrogin 1 and MuRF1, the mitochondrial complex, fatty acid oxidation indicators and Seahorse analysis were performed to explore the underlying mechanisms.

**Results:**

MSCs increased grip strength (*p* = 0.0005), running endurance (*p* = 0.0006) and muscle mass (*p* = 0.0165 for tibialis anterior [TA] muscle, *p* = 0.0049 for soleus [SO] muscle) in D‐gal–treated mice, with elevated muscle fibre CSA (*p* < 0.0001) and reduced Atrogin 1 (*p* = 0.0242) and MuRF1 expression (*p* = 0.0009). NAD^+^ pretreatment increased the effect of MSCs on muscle atrophy (*p* = 0.0009 for grip strength, *p* = 0.0169 for running endurance, *p* = 0.0506 for TA muscle weight, *p* = 0.0238 for SO muscle weight, *p* = 0.0014 for muscle fibre CSA, *p* = 0.0005 for Atrogin 1 expression and *p* = 0.0223 for MuRF1 expression). MSCs/NAD^+^‐MSCs activated the SIRT1/PGC‐1α signalling, enhanced mitochondrial function and fatty acid oxidation in D‐gal–induced mice and C2C12 myotubes. SIRT1 knockdown weakened the beneficial effects of MSCs/NAD^+^‐MSCs on muscle atrophy. RNA‐seq of MSCs**/**NAD^+^‐MSCs and proteomic analysis of their supernatants revealed that NAD^+^ enhanced the therapeutic effect of MSCs by promoting NAMPT secretion.

**Conclusions:**

NAD^+^ enhances the therapeutic effect of MSCs on D‐gal–induced muscle atrophy by promoting NAMPT secretion, which acts on the SIRT1 signaling pathway, and improves mitochondrial function and fatty acid oxidation in skeletal muscles. This study provides new insights and a theoretical basis for clinical treatment of sarcopenia.

## 1 Introduction

Sarcopenia is a syndrome associated with aging and characterised by reduced muscle mass, decreased strength and/or physical dysfunction. The prevalence of sarcopenia in people over 60 years of age in China reaches up to 14.7% [1]. Sarcopenia leads to impaired balance and endurance and increases the risk of frailty, falls, osteoporosis and fractures [2, 3], which contribute to all‐cause mortality in the elderly [4]. However, there are no specific treatments for it [5]. Therefore, it is important to explore the underlying mechanisms and effective strategies for treating sarcopenia. D‐galactose (D‐gal)–induced model is a systemic and homogeneous aging model with the acceleration of senescence [Data S1]. The administration of D‐gal to animals induces a range of aging‐associated characteristics, including shortened lifespan, increased oxidative stress, mitochondrial DNA mutation and mitochondrial dysfunction, which may be correlated with skeletal muscle atrophy in aging. This model is commonly used in research on senile diseases, such as aging‐associated muscle atrophy and anti‐aging measures for sarcopenia [6, Data S2 and S3].

Mitochondria are the main sites of fatty acid oxidation, a crucial process in lipid catabolism and energy production, and are critical for maintaining normal skeletal muscle function [7]. In the aging state, type I fibres dependent on the oxidative phosphorylation of mitochondria remain unchanged, whereas the number and size of type II fibres dependent on glycolysis in skeletal muscle gradually decrease. The skeletal muscle changes from mainly dependent on glycolytic to oxidative metabolism during aging, contributing to an increased demand for functional mitochondria [8, 9]. Meanwhile, impaired mitochondrial function and abnormal mitochondrial accumulation during aging further interfere with fatty acid β‐oxidation, leading to lipid accumulation in muscle and affecting muscle regeneration [10]. The skeletal muscles of patients with sarcopenia undergo substantial metabolic changes, and differential genes and metabolites are enriched in fatty acid metabolism and the tricarboxylic acid cycle [11]. Reducing lipid accumulation in the muscles can effectively alleviate muscle atrophy [12]. As a nicotinamide adenine dinucleotide (NAD^+^)–dependent histone deacetylase, sirtuin 1 (SIRT1) plays an important role in mitochondrial function and aging, and its activation can effectively reduce sarcopenia [13]. SIRT1 can promote mitochondrial biosynthesis through peroxisome proliferator–activated receptor gamma coactivator‐1α (PGC‐1α) and play a key role in peroxisome proliferator–activated receptor alpha (PPAR‐α)–mediated fatty acid oxidation, linking energy metabolism and aging in skeletal muscle [14].

Mesenchymal stromal cells (MSCs) can ameliorate age‐related muscle loss and dysfunction and have become potential therapeutic candidates for sarcopenia [6, 15, Data S4]. MSC intervention is effective in many diseases through the modulation of mitochondrial function, including diabetic endothelial dysfunction and myocardial infarction, in which SIRT1 and other factors related to mitochondrial function play important roles [16, 17]. Our previous study showed that MSC‐derived exosomes alleviate diabetes‐induced muscle atrophy by improving SIRT1‐mediated mitochondrial function [18]. However, MSC activity is not only easily affected by the surrounding environment but is also prone to replicative senescence during in vitro culture, which limits their clinical application [19]. NAD^+^ is a crucial coenzyme in redox reactions and plays a vital role in various biological processes, including metabolism and aging [20]. NAD^+^ plays a positive role in delaying MSC senescence, promoting osteogenic differentiation of MSCs and enhancing their anti‐inflammatory functions [21, 22, Data S5]. However, further investigation is warranted to determine whether NAD^+^ pretreatment can enhance the therapeutic efficacy of MSCs and elucidate the underlying mechanisms in sarcopenia.

Therefore, in this study, we first established a D‐gal–induced mouse model to assess the protective effects of MSCs/NAD^+^‐MSCs derived from umbilical Wharton's jelly against muscle atrophy. Next, in combination with the results of multi‐omics sequencing analysis, we conducted in vitro studies using C2C12‐differentiated myotubes to further explore the specific underlying mechanisms. Our findings may provide new insights and a theoretical basis for the clinical treatment of muscle atrophy.

## 2 Materials and Methods

### 2.1 Human MSC Isolation, Characterisation and RNAi

MSCs were harvested from the fresh umbilical cords of healthy newborns with informed parental consent, as previously reported [23]. MSCs were cultured in α‐MEM medium (Gibco, NY, USA) supplemented with 10% foetal bovine serum (FBS; Gibco), along with 100 U/mL penicillin and 100 μg/mL streptomycin (Gibco). The third to fifth passages of the cells were used for flow cytometry, induction of differentiation, administration and co‐culture using the Transwell system. NAD^+^‐MSCs were obtained by NAD^+^ stimulation (150 μmol/L) of MSCs for 48 h.

To explore the underlying mechanism of NAD^+^ action, MSCs were transfected with small interfering RNA (siRNA) targeting nicotinamide phosphoribosyltransferase (NAMPT) prior to NAD^+^ exposure using Lipofectamine 2000 transfection reagent (Invitrogen, CA, USA) following the manufacturer's instructions. MSCs were seeded in six‐well plates and then shifted to Opti‐MEM I–reduced serum medium (Gibco) containing NAMPT siRNA (125 nM) for 6 h. Next, the α‐MEM medium was introduced and MSCs were subjected to NAD^+^ treatment for 48 h. The siRNA oligonucleotides were synthesised by GenePharma Co. Ltd. (Shanghai, China). The sequences for the negative control (NC) siRNA were outlined as follows: sense 5′‐UUCUCCGAACGUGUCACGUTT‐3′ and antisense 5′‐ACGUGACACGUUCGGAGAATT‐3′. The sequences for NAMPT siRNA were as follows: sense 5′‐GCAGAACACAGUACCAUAATT‐3′ and antisense 5′‐UUAUGGUACUGUGUUCUGCTT‐3′.

### 2.2 Cell Culture and RNAi

Human embryonic lung fibroblasts (HELFs) were acquired from the China Cell Culture Center (Shanghai, China) and maintained in high‐glucose Dulbecco's modified eagle's medium (DMEM, Gibco), enriched with 10% FBS, 100 U/mL penicillin and 100 μg/mL streptomycin at 37°C in a 5% CO_2_ incubator. Mouse C2C12 myoblasts were purchased from China Infrastructure of Cell Line Resource (Beijing, China) and cultured in high‐glucose DMEM supplemented with 10% FBS and antibiotics. Upon reaching 80%–90% confluence, a differentiation medium comprising DMEM and 2% heat‐inactivated horse serum was introduced for 4 days. Fully differentiated myotubes were subsequently stimulated with D‐gal (20 mg/mL; MCE, Shanghai, China) for 48 h, followed by treatment with MSCs, HELFs and NAD^+^‐MSCs via a Transwell system (Corning, NY, USA) for 24 h.

To validate the role of SIRT1 in MSCs, C2C12 myoblasts were transfected with short hairpin RNA (shRNA, GenePharma Co. Ltd.) using a lentivirus (LV) according to the manufacturer's protocols. The transfected cells were fully differentiated for 4 days and exposed to MSCs/NAD^+^‐MSCs for 24 h. The shRNA oligonucleotides were synthesised by GenePharma Co. Ltd. The sequences for NC shRNA were 5′‐TTCTCCGAACGTGTCACGT‐3′, while the sequences for SIRT1 shRNA were 5′‐TTAACAACCTCTTGATCCC‐3′.

### 2.3 Animal Procedure

Six‐week‐old male C57BL/6 J mice were obtained from Jiangsu Huachuang Sino PharmaTech Co. Ltd. (Suzhou, China) and maintained on a standard diet. The mice were housed in an environment with a controlled 12 h light/dark cycle at 22°C–25°C with 55% ± 5% humidity. Following a 1‐week period of accommodative feeding, mice received daily subcutaneous injections of D‐gal at a dose of 100 mg/kg for 12 weeks. MSCs or NAD^+^‐MSCs (1 × 10^6^ cells/mouse) in PBS were injected into the quadriceps (QUAD), tibialis anterior (TA) and gastrocnemius (GAS) muscles of the hind limbs every 7 days for six cycles. The controls received an injection of PBS at the same volume, devoid of MSCs.

### 2.4 In Vivo Muscle Performance Analysis

One week after the last injection of MSCs/NAD^+^‐MSCs, the exhaustive running distance of mice was evaluated on a treadmill (Xinrun Information Technology Co. Ltd., Shanghai, China). Prior to testing, the mice underwent a two‐day acclimation period. Exercise endurance was assessed by measuring the distance they could run until exhaustion was reached. Initially, the mice underwent a 10‐min running session at a speed of 8 m/min. Subsequently, the treadmill's speed was escalated by 0.2 m/min. Exhaustion was determined when the hind limbs of the mice remained on the electric grid for more than 10 consecutive seconds. The grip strength was measured using an electronic dynamometer (Shanghai Xinrun Information Technology Co. Ltd.). The mice were trained to hold onto a horizontal grid linked to the dynamometer using all four limbs and pulled back horizontally with a steady force. The force exerted on the grid each time a mouse lost its grip was recorded. This assessment was conducted three times for each mouse and the obtained measured values underwent an averaging process.

### 2.5 Tissue Processing

Following 1 week of in vivo muscle performance evaluation, the mice were euthanised using CO_2_. Blood samples were collected and plasma was extracted to measure lipid levels. Subsequently, the bilateral muscles, including QUAD, TA, GAS and soleus (SO), were dissected. The TA and SO muscle weights were normalised to the body weight. One of the fresh QUAD muscle samples was used for RNA‐seq, untargeted metabolomics and ATP content assay, while the other was snap‐frozen in liquid nitrogen and stored at −80°C for protein extraction and oil red O staining. TA muscles were preserved in 4% paraformaldehyde for subsequent histology staining, including haematoxylin–eosin (H&E), sirius red and Masson staining.

### 2.6 Histology Staining

The fixed TA muscles were encased in paraffin and sectioned to a thickness of 5 μm at the maximum cross‐section. After deparaffinisation, sections were subjected to standard H&E staining, sirius red staining and Masson staining. The frozen QUAD muscles were sliced to a 7‐μm thickness at the maximum cross‐section and used for oil red O staining following standard procedures. Images were captured using a microscope (BX53; Olympus, Japan) and quantified using Image‐Pro Plus software. Intramuscular lipid content was represented as the ratio of oil red O–positive area to muscle fibre area.

### 2.7 RNA‐Seq and Real‐Time Quantitative PCR Analysis

Total RNA was isolated from QUAD muscles and MSCs using TRIzol reagent (Invitrogen), following the manufacturer's instructions. Subsequent library preparation and sequencing were performed by Beijing Tsingke Biotechnology Co. Ltd. DESeq2 (v1.26.0) was used to perform differential expression analyses. Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was conducted using the GOseq R package, which relies on the Wallenius non‐central hypergeometric distribution. KOBAS software was employed to assess the statistical enrichment of DEGs within KEGG pathways.

Then, 1 μg of RNA was converted into cDNA through reverse transcription using the Prime Script RT Reagent Kit (Cat. No. RR047A; Takara, Japan). Primers were chemically synthesised by Tsingke Biotechnology Co. Ltd. and the sequences of them were as follows: *Mus‐Gapdh*, sense 5′‐AAGGGCTCATGACCACAGTC‐3′ and antisense 5′‐CAGGGATGATGTTCTGGGCA‐3′; *Mus‐p16*, sense 5′‐GCTCAACTACGGTGCAGATTC‐3′ and antisense 5′‐GCACGATGTCTTGATGTCCC‐3′; *Mus‐p21*, sense 5′‐CCTGGTGATGTCCGACCTG‐3′ and antisense 5′‐CCATGAGCGCATCGCAATC‐3′; *Homo‐Gapdh*, sense 5′‐ACAACTTTGGTATCGTGGAAGG‐3′ and antisense 5′ ‐GCCATCACGCCACAGTTTC‐3′; *Homo‐p16*, sense 5′‐GATCCAGGTGGGTAGAAGGTC‐3′ and antisense 5′‐CCCCTGCAAACTTCGTCCT‐3′; *Homo‐p21*, sense 5′‐CGATGGAACTTCGACTTTGTCA‐3′ and antisense 5′‐GCACAAGGGTACAAGACAGTG‐3′; *Homo‐IL‐1β*, sense 5′ ‐ATGATGGCTTATTACAGTGGCAA‐3′ and antisense 5′‐GTCGGAGATTCGTAGCTGGA‐3′ and *Homo‐IL‐6*, sense 5′‐ACTCACCTCTTCAGAACGAATTG‐3′ and antisense 5′‐CCATCTTTGGAAGGTTCAGGTTG‐3′. Real‐time PCR analysis was conducted utilising the SYBR Green PCR kit (Cat. No. RR420A; Takara). Variations in gene expression were evaluated by employing the comparative CT (2^−ΔΔCt^) approach, and the results were quantified through normalisation against *Gapdh*, which served as the reference control.

### 2.8 Untargeted Metabolomics

Untargeted metabolomics of the QUAD muscles was performed at Beijing Tsingke Biotechnology Co. Ltd. The dataset comprising peak numbers, sample identifiers and normalised peak areas was integrated into the SIMCA16.0.2 software (Sartorius Stedim Data Analytics AB, Umea, Sweden) for comprehensive multivariate statistical analysis. A supervised method known as orthogonal projections to latent structure‐discriminant analysis (OPLS‐DA) was used to facilitate the visual assessment of group segregation and identification of significantly altered metabolites. Additionally, the variable importance in the projection (VIP) scores from the primary principal components of the OPLS‐DA model was extracted. Metabolites exhibiting VIP > 1 and *p* < 0.05 (Student's t‐test) were classified as significantly altered metabolites.

### 2.9 Preparation of MSC Supernatant and Proteomics

Upon reaching 80%–90% confluency, the MSCs were subjected to serum‐free medium, followed by a 24‐h incubation period. Subsequently, the supernatant was harvested and concentrated 20‐fold using 3‐kDa molecular weight cutoff ultrafiltration membranes (Millipore), which was subsequently utilised for proteomic analysis.

Proteomics was conducted using the Vanquish Neo UHPLC system for sample separation. Data‐independent acquisition (DIA) was performed using the Vanquish Neo system (Thermo Fisher Scientific) for chromatographic separation. Raw MS data were analysed using DIA‐NN (v1.8.1) with a library‐free method. A spectral library was generated using the uniprotkb_proteome_UP000005640_human_82 493_20240528.fasta database (82 493 sequences), leveraging advanced neural network algorithms for deep learning. To build a spectral library from DIA data, the Match Between Runs feature was applied, which was subsequently utilised for reanalysis. The false discovery rate of the search outcomes was adjusted to < 1% at both the protein and precursor ion levels. Only the remaining valid identifications were employed for subsequent quantitative analysis.

### 2.10 Isolation of Extracelluar Vesicles

Upon reaching 80%–90% confluence, the MSCs/NAD^+^‐MSCs were cultured in serum‐free medium for 24 h, and the cell supernatants were collected. The cell supernatants were centrifuged at 10,000 × *g* for 1 h and filtered through a 0.22‐μm filter to remove cellular debris. Subsequently, the medium was ultracentrifuged at 100,000 × *g* for 70 min at 4°C to obtain extracelluar vesicles (EVs) used for protein extraction.

### 2.11 Western Blotting

QUAD muscle, C2C12 myotubes, MSCs and EVs were subjected to lysis with a radioimmunoprecipitation assay (RIPA) buffer (P0013B; Beyotime, Shanghai, China). The extracted proteins were subsequently separated and transferred onto polyvinylidene difluoride (PVDF) membranes (IPVH00010 0.45 μm; Millipore, MA, USA). Subsequent to blocking with a 5% skim milk solution at room temperature for 1 h, the membranes underwent overnight incubation with specific primary antibodies at 4°C. After incubation with horseradish peroxidase (HRP)–conjugated secondary antibodies for 1 h at room temperature, protein detection was carried out via enhanced chemiluminescence (ECL) analysis. Band quantitation was performed using the ImageJ software, with normalisation to GAPDH as an internal control.

The following primary antibodies were used: Atrogin 1 (1:5000; Cat. No. 67172‐1‐Ig; Proteintech, IL, USA), MuRF1 (1:1000; Cat. No. 55456‐1‐AP; Proteintech), GAPDH (1:5000; Cat. No. AB0037; Abways, Shanghai, China), SIRT1 (1:1000; Cat. No. 13161‐1‐AP; Proteintech), PGC‐1α (1:1000; Cat. No. ab191838; Abcam, MA, USA), PPAR‐α (1:1000; Cat. No. ab126285; Abcam), acyl‐coenzyme A dehydrogenase medium‐chain (ACADM; 1:1000; Cat. No. A1873; ABclonal, Wuhan, China), acyl‐coenzyme A dehydrogenase long chain (ACADL; 1:1000; Cat. No. A1266; ABclonal), NADH dehydrogenase (ubiquinone) 1 beta subcomplex 8 (NDUFB8; 1:1000; Cat. No. 14794‐1‐AP; Proteintech), succinate dehydrogenase complex subunit B (SDHB; 1:5000; Cat. No. 10620‐1‐AP; Proteintech), ubiquinol‐cytochrome c reductase core protein II (UQCRC2; 1:1000; Cat. No. 14742‐1‐AP; Proteintech), cytochrome c oxidase II (MTCO2; 1:1000; Cat. No. 55070‐1‐AP; Proteintech), ATP synthase, H^+^ transport, mitochondrial F1 complex, alpha subunit 1 (ATP5A1; 1:2000; Cat. No. 14676‐1‐AP; Proteintech), heat shock protein 90 (HSP90; 1:1000; Cat. No. A5027; ABclonal) and NAMPT (1:2000; Cat. No. A0256; ABclonal), CD63 (1:5000; Cat. No. 67605‐1‐Ig; Proteintech).

### 2.12 Transmission Electron Microscopy

The TA muscles were dissected and promptly immersed in a fixative solution containing 1% phosphate‐buffered osmium tetroxide and 2.5% glutaraldehyde. Following the embedding process, the muscles were sectioned and stained with uranyl acetate and lead citrate. Subsequently, transmission electron microscope (JEM‐1200EX II, JEOL, Tokyo, Japan) was employed to capture electron photomicrographs illustrating the ultrastructural details of the TA muscle.

### 2.13 ATP Content Assay

Fresh QUAD muscles were used to detect ATP content using the ATP Content Assay Kit (Cat. No. BC0300; Solarbio, Beijing, China) following the manufacturer's instructions. The ATP content of the muscles was normalised to muscle weight.

### 2.14 NAD^+^ Content Assay

MSCs/NAD^+^‐MSCs were used to detect intracellular NAD^+^ content and NAD^+^/NADH ratio using the NAD^+^/NADH Assay Kit with WST‐8 (Cat. No. S0175; Beyotime, Shanghai, China) according to the manufacturer's instructions.

### 2.15 Seahorse Analysis

The assessment of oxygen consumption rate (OCR) was conducted utilising the Mito Stress Test Kit (Cat. No. 103015‐100; Agilent Technologies, CA, USA) following the manufacturer's instructions. C2C12 myoblasts were seeded at a density of 1 × 10^4^ cells/well into an XF96 cell culture microplate and allowed to fully differentiate. Subsequently, the cultured cells were placed in XF assay medium formulated with Seahorse XF DMEM (pH 7.4), containing 1 mM pyruvate, 10 mM glucose and 2 mM pyruvate glutamine, and treated as indicated. The oligomycin, carbonyl cyanide‐4‐(trifluoromethoxy) phenylhydrazone (FCCP) and antimycin A/rotenone concentrations were 1.5, 1.5 and 0.5 μM, respectively. The OCR was evaluated using a Seahorse XF96 Analyser (Agilent Technologies).

### 2.16 Statistical Analysis

All data were expressed in the form of mean ± SEM Differences between groups were analysed using unpaired Student's *t*‐test or one‐way analysis of variance (ANOVA), followed by Tukey's test. These statistical analyses were performed using GraphPad Prism 8 software. *p* < 0.05 was deemed statistically significant.

## 3 Results

### 3.1 NAD^+^ Pretreatment Enhances the Therapeutic Effect of MSCs on D‐Gal–Induced Muscle Atrophy

In this study, we explored the effects of MSCs/NAD^+^‐MSCs on D‐gal–induced skeletal muscle atrophy (Figure S1A). Flow cytometric analysis revealed that the MSCs exhibited positive results for CD105 and CD73 (> 95%) and negative results for CD34 and HLA‐DR (< 2%) (Figure S1B). MSCs have the potential for multi‐directional differentiation in adipogenesis and osteogenesis, as characterised by oil red O and Alizarin red S staining, respectively (Figure S1C,D). NAD^+^ intervention did not change the surface marker characteristics or adipogenic and osteogenic differentiation abilities of MSCs (Figure S1B–D). However, NAD^+^ reduced the mRNA levels of *p16*, *p21*, *IL‐1β* and *IL‐6* in MSCs, which indicated alleviation of MSC aging (Figure S1E).

The grip strength and exhaustive running distance tests indicated a decline in muscle strength in the D‐gal + PBS group compared with that in the control + PBS group, which was elevated by MSC injection and further enhanced by NAD^+^‐MSC intervention (Figure 1A). MSCs did not influence body weight (Figure S2A) but increased TA and SO muscle mass, which was even more pronounced in the D‐gal + NAD^+^‐MSCs group (Figures 1B and S2B,C). H&E staining showed lower levels of muscle fibre CSA in the TA muscles of D‐gal + PBS mice compared with that in control + PBS mice, which were all increased by MSC treatment and further elevated by NAD^+^‐MSCs (Figure 1C). Furthermore, MSCs suppressed muscle atrophy‐associated upregulation of the E3‐ubiquitin ligases, Atrogin 1 and MuRF1, which were lower in the D‐gal + NAD^+^‐MSCs group (Figure 1D). Additionally, muscle fibrosis in D‐gal–induced mice was also decreased by MSCs and further ameliorated by NAD^+^‐MSCs (Figure S2D). Meanwhile, in C2C12 myotubes, MSC intervention downregulated D‐gal–induced Atrogin 1/MuRF1 expression and increased the myotube diameter (Figures 1E,F and S2E). NAD^+^ pretreatment further enhanced the effect of MSCs on the muscle atrophy protein Atrogin 1/MuRF1 and myotube diameter (Figures 1E,F and S2F). These results indicate that MSCs improve D‐gal–induced muscle atrophy and NAD^+^ pretreatment can further enhance the therapeutic effect of MSCs.

**FIGURE 1:**
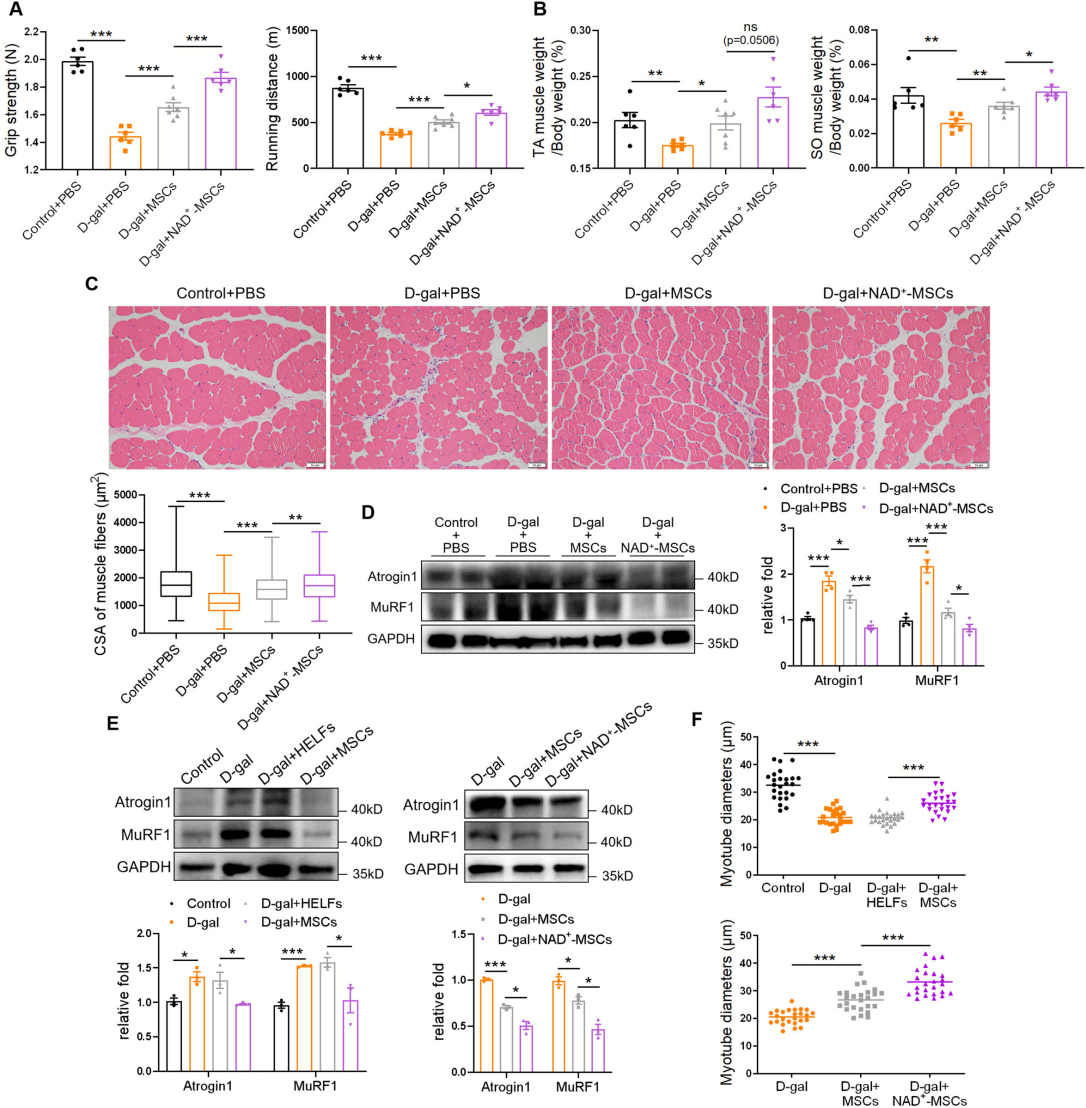
NAD^+^ pretreatment enhances the improvement effect of mesenchymal stromal cells (MSCs) on D‐gal induced muscle atrophy. (A) Grip strength and exhaustive running distance (*n* = 6–7 mice). (B) Percentage of tibialis anterior (TA) muscle weight and soleus (SO) muscle weight in body weight (*n* = 6–7 mice). (C) Haematoxylin–eosin (H&E) staining of TA muscles (scale bar, 50 μm) and cross‐sectional area (CSA) of muscle fibres (*n* = 5–6 mice, 425–575 muscle fibres for each group). (D) Western blot analysis of Atrogin 1 and MuRF1 in QUAD muscles (*n* = 4 mice). (E) Western blot analysis of Atrogin 1 and MuRF1 in C2C12 myotubes treated with D‐gal, MSCs and NAD^+^‐MSCs (*n* = 3). (F) Diameters of C2C12 myotubes treated with D‐gal, MSCs and NAD^+^‐MSCs. Quantification of bands was performed using ImageJ software. Data are presented as mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001).

### 3.2 MSCs/NAD^+^‐MSCs Rescue Muscle Atrophy–Associated Impairment of the SIRT1/PGC‐1α Signalling and Mitochondrial Function

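RNA from the QUAD muscle of 4 D-gal + PBS mice and 4 D-gal + MSCs mice was sequenced, with 1 library per mouse. D-gal, a sugar given to induce features of ageing, was injected daily at 100 mg/kg for 12 weeks. MSCs are mesenchymal stromal cells, taken here from the umbilical cord. They were given into the hind limb muscles at 1000000 cells per mouse, 6 times at intervals of 7 days, and D-gal + PBS mice received PBS without cells. The authors aligned the reads to the mouse genome build GRCm39 with HISAT2 and made a table of raw counts per gene, which was the starting point here. The table held 12171 genes and all of them were tested. Total counts ranged from 34912348 to 39356399 in D-gal + PBS mice and from 32772221 to 40057968 in D-gal + MSCs mice.
Counts were scaled by TMM factors, which correct for library composition, and the groups were compared with edgeR's quasi-likelihood test. Log2 fold changes are D-gal + MSCs over D-gal + PBS. P-values were adjusted over all genes by the Benjamini-Hochberg method. The study's thresholds, as drawn in Figure S3A, are an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5. A set of 46 gene lists covering pathways, protein complexes and cell type markers was fixed before the data were examined, as were the tests of the lists described in this paragraph. Some lists retrace pathways that the paper reports from the same 8 libraries. For those lists a pass is not independent of the paper's result. The lists were tested with camera, which asks whether the genes of a list moved further in a direction than the other genes. Camera was run with a preset correlation of 0.01 between the genes of a list, and again with the correlation estimated from the 8 libraries. Of the 43 lists with enough measured members, 34 passed an adjusted p under 0.05 with the preset correlation. With the estimated correlation 0 passed in camera on the edgeR fit, where 2 lists had an unadjusted p under 0.05, interferon response genes and the OXPHOS genes of mitochondrial DNA. Fry, a rotation test of each list by itself, also passed 0 lists, and 8 had an unadjusted p under 0.05.
Gene levels are counts scaled to the library (CPM). A list's score in a mouse is the mean log2 CPM of its genes relative to the mean of the 8 mice. Scores were compared by a two-sided exact permutation test, for which the smallest p with 4 mice per group is 0.0286. These p-values are unadjusted unless stated, and the smallest after adjustment over the lists was 0.246.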

To investigate the mechanism underlying MSC‐mediated alleviation of muscle atrophy, we conducted RNA‐seq analysis of the QUAD muscle from D‐gal–exposed mice injected with PBS or MSCs. We identified 960 DEGs; 525 genes were upregulated in MSCs versus PBS, and 435 genes were downregulated (Figure S3A). 

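In edgeR 7 genes shared the smallest adjusted p, 0.0512, which did not pass 0.05. Myh1, the type IIx myosin heavy chain, had 2920 ± 773 CPM (SD, n = 4) in D-gal + MSCs mice and 996 ± 203 CPM (SD, n = 4) in D-gal + PBS mice. The log2 fold change of Myh1 was 1.55 (standard error 0.22, adjusted p = 0.0512 from edgeR). Mybpc1, a myosin-binding protein, had a log2 fold change of 1.36 (standard error 0.21). Cd274, an interferon-induced immune checkpoint ligand, had a value of 1.48 (standard error 0.21), and Nr1i3, a nuclear receptor of low abundance here, 4.37 (standard error 0.57). On the lower side were Col6a6, a collagen VI chain, at -1.33 (standard error 0.19), Tob2 at -1.05 (standard error 0.15) and Enox2 at -1.39 (standard error 0.21). In each of these 7 genes all D-gal + MSCs mice lay on the same side of all D-gal + PBS mice. They were picked by their p in the same libraries, so this adds no support. Over all genes 6.28% had no overlap between the groups, where 2.86% is expected by chance.
At the study's thresholds 831 genes differed in edgeR, 458 higher and 373 lower in D-gal + MSCs mice. At an adjusted p under 0.05, edgeR called 0 genes, limma-voom 0 and DESeq2 300, and 1308 genes had an unadjusted p under 0.05 in edgeR. Of the 300 genes, 171 were higher and 129 lower, and DESeq2 called 136 without D-gal + PBS replicate 2 and 172 without D-gal + MSCs replicate 4. In edgeR the 0 became 14 without D-gal + PBS replicate 1, 13 without D-gal + MSCs replicate 3 and 1 without D-gal + PBS replicate 3 or D-gal + MSCs replicate 4. It became 7 with median-of-ratios factors and 7 with library totals alone. With the replicate number as a block it became 78, though the numbers are not known to pair the mice. Scaling by library totals alone moved the median log2 fold change of all genes to -0.19. At the study's thresholds it gave 201 higher and 761 lower genes, a share of higher genes of 20.9% in place of 55.1%. Leaving out D-gal + PBS replicate 2 and D-gal + MSCs replicate 4, a choice made after seeing the data, left 535 genes, 310 higher and 225 lower.
Genes with the largest changes were to be named among those with an adjusted p under 0.05 and no overlap between the groups. This took 0 genes in edgeR, where 1308 had an unadjusted p under 0.05. After the values had been seen, the rule was therefore applied to the calls of DESeq2, where 132 higher and 100 lower genes met it. DESeq2 called 300 genes for the real groups. It called 299 when D-gal + PBS replicates 1 and 4 and D-gal + MSCs replicates 3 and 4 were set against the other mice. The number of its calls therefore does not set the real groups apart. The largest increases were in Nr1i3, the type IIA myosin Myh2 (2.50, standard error 0.64), Alb, the chemokine Cxcl10 (2.31, standard error 0.67), Myom3, Lmod2, Wnt5b, Apol6, Ldhb and Rrad. The largest decreases were in the mitochondrial carrier Slc25a25 (-3.10, standard error 0.68), Cd209g, the nuclear receptor Nr4a3 (-2.09, standard error 0.49), Ppm1n, the heat shock protein Dnajb1 (-1.80, standard error 0.42), Cd209f, Phgdh, Arrdc2, the transcription factor Klf2 (-1.63, standard error 0.29) and Mmp9. Without D-gal + PBS replicate 4 the log2 fold change of Cxcl10 was 3.47 and the log2 fold change of Dnajb1 was -1.19.

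**Figure D1:**
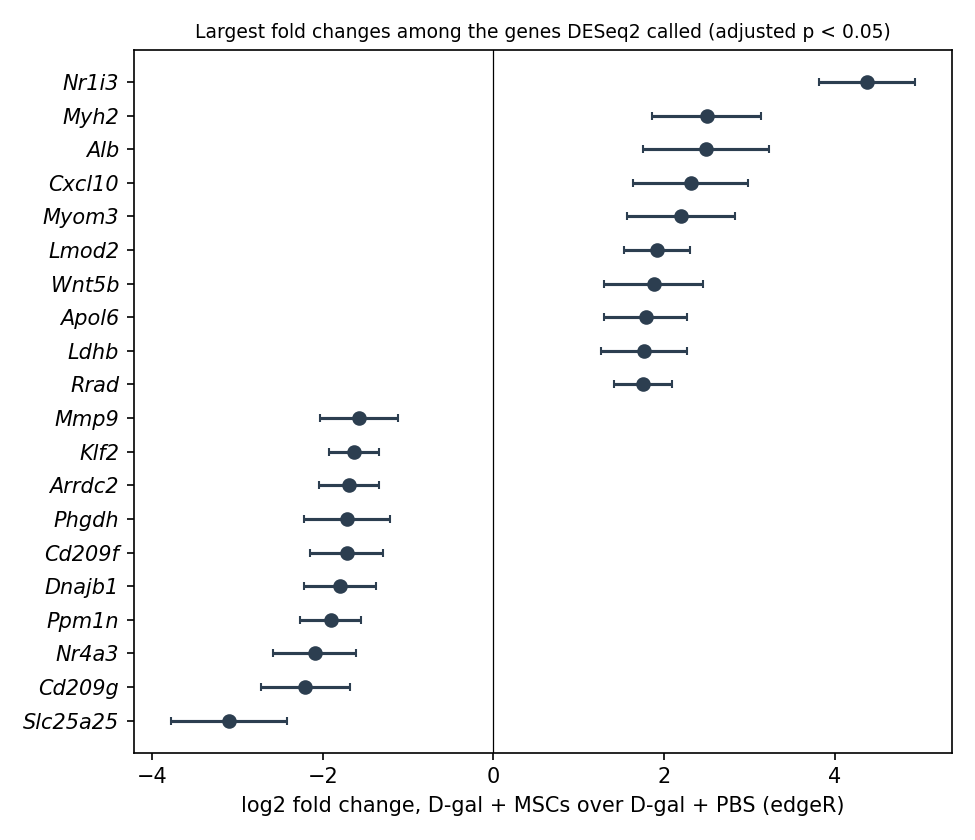
Log2 fold changes (D-gal + MSCs over D-gal + PBS, edgeR) of the 10 genes with the largest increase and the 10 with the largest decrease among genes that DESeq2 called and whose groups did not overlap. Points are estimates and bars are 1 standard error to either side, from 4 mice per group. The values run from -3.10 for Slc25a25 to 4.37 for Nr1i3.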

GO analysis suggested that the DEGs upregulated during biological processes were enriched in fatty acid catabolic processes and the respiratory electron transport chain (Figure 2A). 

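All 13 protein-coding genes of mitochondrial DNA, which encode subunits of the respiratory chain and of ATP synthase, were higher in D-gal + MSCs mice at the study's thresholds. Their median log2 fold change was 1.08. mt-Nd4l had 1419 ± 530 CPM (SD, n = 4) in D-gal + MSCs mice and 513 ± 53.6 CPM (SD, n = 4) in D-gal + PBS mice. Its log2 fold change was 1.47 (standard error 0.24, adjusted p = 0.0756 from edgeR). mt-Nd5 and mt-Nd4 had values of 1.30 (standard error 0.25) and 1.21 (standard error 0.25). Over all genes 0 of the 13 passed in edgeR and 11 in DESeq2, and 13 passed when adjusted over the list alone. The list rose by camera (adjusted p = 9.03e-26; adjusted p = 0.285 with an estimated correlation). These genes took 28.4% ± 5.91 (SD, n = 4) of all counts in D-gal + MSCs mice and 16.8% ± 2.00 (SD, n = 4) in D-gal + PBS mice, with no overlap (exact permutation test, p = 0.0286). Without D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 the median of the list was 0.71. These mice had the lowest D-gal + PBS score (-0.85) and the highest D-gal + MSCs score (1.20) of this list. The same holds for the lists of fatty acid oxidation and of complexes I to V below. Leaving both out therefore narrows these differences by construction.
Of 36 genes of fatty acid oxidation, 14 were higher at the study's thresholds, 0 were lower and 22 did not pass, with a median log2 fold change of 0.46. Acadl, the long-chain acyl-CoA dehydrogenase, had 349 ± 183 CPM (SD, n = 4) in D-gal + MSCs mice and 175 ± 29.7 CPM (SD, n = 4) in D-gal + PBS mice. Acadl had a log2 fold change of 1.00 (standard error 0.31, adjusted p = 0.282 from edgeR). Acsl1, which activates long-chain fatty acids, had a value of 0.87 (standard error 0.24). Acadvl and Acadm, the very-long-chain and medium-chain dehydrogenases, had values of 0.80 (standard error 0.25) and 0.64 (standard error 0.27). In edgeR 0 members passed, over all genes or adjusted over the list alone, and in DESeq2 3 passed over all genes, Acsl1, Acadvl and Acadl. The list rose by camera (adjusted p = 5.48e-09; adjusted p = 0.364 with an estimated correlation). It was over-represented among the higher genes at the study's thresholds (one-sided Fisher's exact test, adjusted p = 3.58e-10). That test treats genes as independent, and the list's score had p = 0.0857 in the exact permutation test. Without D-gal + MSCs replicate 4 its median was 0.20, the log2 fold change of Acadl was 0.58, the log2 fold change of Acadvl was 0.48 and the log2 fold change of Acadm was 0.29. With D-gal + PBS replicate 2 left out as well, the median was 0.15 (camera, adjusted p = 0.00192). Under scaling by library totals alone, with all mice kept, the median was 0.25.
Nuclear genes of the respiratory complexes had smaller differences. Of 80 such genes of complexes I to V, 78 had a positive log2 fold change, with a median of 0.28. At the study's thresholds 2 were higher, Sdhb of complex II (0.62, standard error 0.26) and Uqcrq of complex III (0.65, standard error 0.27). In edgeR 0 of the 80 passed, over all genes or adjusted over the list alone. The lists rose by camera, with adjusted p = 1.27e-04 for complex I, 0.0105 for II, 0.00219 for III, 0.00559 for IV and 0.00348 for V. With an estimated correlation they had adjusted p = 0.565, 0.404, 0.427, 0.536 and 0.536, in the same order. The joint score of the 80 genes had p = 0.343 in the exact permutation test. The median of complex I was 0.25, and 0.17 without D-gal + PBS replicate 2 and 0.39 without D-gal + PBS replicate 4. Under scaling by library totals alone the medians of complexes I to V were 0.05, 0.16, 0.18, 0.11 and 0.10, in place of 0.25, 0.36, 0.39, 0.31 and 0.31, and camera still passed for each. Without D-gal + MSCs replicate 4 the complexes did not pass, with adjusted p = 0.218 and a median of 0.05 for complex I and adjusted p = 0.122, 0.0849, 0.257 and 0.291 for II to V. In that setting the log2 fold change of Sdhb was 0.31 and the log2 fold change of Uqcrq was 0.38. Complexes II, IV and V did not pass without D-gal + PBS replicate 2 (adjusted p = 0.0550, 0.0705 and 0.0602), nor IV and V without D-gal + MSCs replicate 3 (adjusted p = 0.140 and 0.0510), nor IV without D-gal + PBS replicate 3 (adjusted p = 0.0508). With D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 both left out, the direction by camera turned for complexes I, IV and V (adjusted p = 0.563, 0.997 and 0.886). As these mice had the lowest D-gal + PBS and the highest D-gal + MSCs scores, this setting could only narrow the differences.
Fatty acid oxidation genes were highest in D-gal + MSCs replicates 3 and 4. Their scores were 0.22 and 0.65, those of replicates 1 and 2 were -0.08 and -0.08, and D-gal + PBS mice had -0.33 to -0.04. Genes of slow and oxidative fibres, such as Mb, which encodes myoglobin, were also highest in those mice. Their scores were 1.51 and 3.13 in replicates 3 and 4, -0.01 and -0.97 in replicates 1 and 2, and -2.42 to 0.52 in D-gal + PBS mice.

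**Figure D2:**
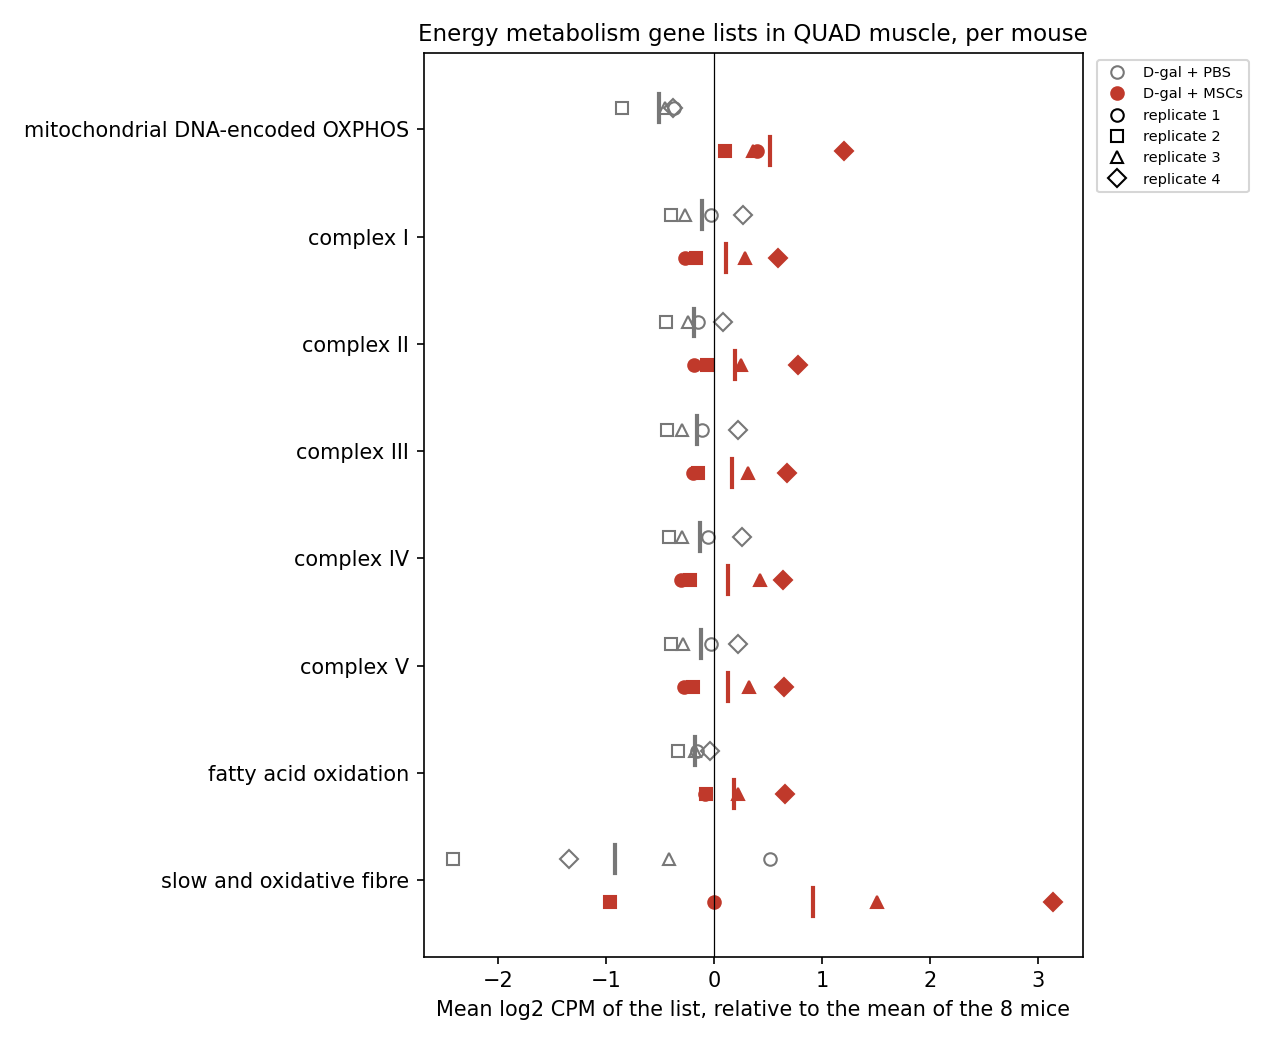
Scores of gene lists of energy metabolism and of slow and oxidative fibres in each mouse (mean log2 CPM of the list relative to the mean of the 8 mice). Each symbol is 1 mouse, its shape gives the replicate number, and vertical bars are group means. The scores of mitochondrial DNA-encoded genes run from 0.10 to 1.20 in D-gal + MSCs mice, above all D-gal + PBS mice (-0.85 to -0.37), and the groups overlap for complexes I to V.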

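Targets of PPAR, nuclear receptors that switch on lipid use, rose as a list in D-gal + MSCs mice, and genes that bring fatty acids into muscle or store them had log2 fold changes of both signs. Of 23 PPAR targets, 12 were higher at the study's thresholds, 0 were lower and 11 did not pass, with a median log2 fold change of 0.64. Of these targets, 8 also belong to the fatty acid oxidation list and 5 to the uptake and storage list. Lpl, the lipase that frees fatty acids from circulating lipoproteins, had 661 ± 350 CPM (SD, n = 4) in D-gal + MSCs mice and 258 ± 23.2 CPM (SD, n = 4) in D-gal + PBS mice. Its log2 fold change was 1.36 (standard error 0.31), with adjusted p = 0.153 from edgeR and 4.18e-04 from DESeq2. Plin5, a lipid droplet protein, had a value of 1.45 (standard error 0.41), Fabp3, the fatty acid-binding protein of muscle, 1.56 (standard error 0.53), and Ehhadh, a peroxisomal oxidation enzyme, 0.56 (standard error 0.16). Over all genes 0 PPAR targets passed in edgeR, and 5, Lpl, Acsl1, Ehhadh, Plin5 and Acadl, were higher when adjusted over the list alone. Acsl1 and Acadl are also fatty acid oxidation genes. The PPAR list rose by camera (adjusted p = 2.17e-09; adjusted p = 0.348 with an estimated correlation). Its score had p = 0.0571 in the exact permutation test. Of 22 genes of fatty acid uptake and storage, 7 were higher, 0 were lower and 15 did not pass, and 1, Lpl, was higher when adjusted over the list alone. That list also rose by camera (adjusted p = 0.00177; adjusted p = 0.364 with an estimated correlation), although its median turned negative (-0.05) under scaling by library totals alone. Its score had p = 0.229 in the exact permutation test. Of its genes 14 had a positive log2 fold change, with a median of 0.17, and 0.08 without D-gal + MSCs replicate 4, 0.36 without replicate 1, 0.27 without replicate 2 and 0.29 without D-gal + PBS replicate 2. Without D-gal + MSCs replicate 4 the median of the PPAR targets was 0.39, and under scaling by library totals alone it was 0.41.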

KEGG pathway analysis revealed that the upregulated DEGs were enriched in fatty acid degradation, fatty acid metabolism, oxidative phosphorylation and PPAR signalling (Figure 2B). Cluster of orthologous groups of proteins (COG) function classification showed that the upregulated DEGs were mainly related to energy production and lipid metabolism (Figure S3B). 

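Lists of the TCA cycle, branched-chain amino acid degradation and peroxisomes also rose by camera in D-gal + MSCs mice, while few of their genes passed the study's thresholds. They are not separate from the lists above. The TCA cycle list shares 4 genes with complex II. Fatty acid oxidation shares 3 genes with the amino acid list and 4 with the peroxisome list. Of 24 genes of the TCA cycle, 23 had a positive log2 fold change, with a median of 0.35. At the study's thresholds 4 were higher, Mdh1, Dlst, Idh2 and Sdhb, and 0 were lower. Mdh1, a malate dehydrogenase, had a log2 fold change of 0.70 (standard error 0.24, adjusted p = 0.319 from edgeR). Idh2, the mitochondrial isocitrate dehydrogenase that makes NADPH, had a value of 1.25 (standard error 0.45). All 24 genes of branched-chain amino acid degradation had a positive log2 fold change, with a median of 0.26, and 3, Dbt, Oxct1 and Ppm1k, were higher at the study's thresholds. Dbt, a subunit of the branched-chain keto acid dehydrogenase, had 33.8 ± 5.91 CPM (SD, n = 4) in D-gal + MSCs mice and 20.5 ± 3.69 CPM (SD, n = 4) in D-gal + PBS mice. Dbt's log2 fold change was 0.72 (standard error 0.17, adjusted p = 0.150 from edgeR). Oxct1, the enzyme of ketone body use, had a value of 0.70 (standard error 0.19). Over all genes 0 of either list passed in edgeR, and Dbt and Oxct1 were higher when adjusted over the list alone. Of 32 peroxisome genes, 3 were higher, Ehhadh, Cat and Phyh, the last named after its value was seen. The TCA cycle, branched-chain amino acid degradation and peroxisome lists rose by camera, with adjusted p = 7.46e-08, 1.88e-07 and 0.00586, although the peroxisome median turned negative (-0.09) under library totals. With an estimated correlation they had adjusted p = 0.404, 0.364 and 0.427. Their scores had p = 0.0857, 0.0286 and 0.0857 in the exact permutation test. None was over-represented among the higher genes (one-sided Fisher's exact test, adjusted p = 0.0621, 0.244 and 0.405). Without D-gal + MSCs replicate 4 the medians of the TCA cycle and branched-chain amino acid lists were 0.16 and 0.15, the log2 fold change of Mdh1 was 0.45, the log2 fold change of Idh2 was 0.66 and the peroxisome list did not pass (adjusted p = 0.160). Under scaling by library totals alone the TCA cycle and branched-chain amino acid medians were 0.14 and 0.05.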

Meanwhile, the downregulated DEGs were mainly associated with muscle fibrosis, including complement coagulation cascades, MAPK, PI3K‐AKT and TGF‐β signalling (Figure S3C–E). Furthermore, we performed untargeted metabolomics of the QUAD muscle and found that lipid‐associated metabolites accounted for approximately one‐third of all metabolites (Figure S3F). 

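Lists of complement, matrix and immediate early genes fell by camera in D-gal + MSCs mice at the preset correlation, while most of their genes did not pass the study's thresholds. Of 36 genes of complement and coagulation, 10 were lower at the study's thresholds, 1 (Masp1) was higher and 25 did not pass, with a median log2 fold change of -0.57. C3, the central complement protein, had 29.5 ± 9.01 CPM (SD, n = 4) in D-gal + MSCs mice and 71.6 ± 20.4 CPM (SD, n = 4) in D-gal + PBS mice. Its log2 fold change was -1.28 (standard error 0.26), with adjusted p = 0.123 from edgeR and 2.00e-04 from DESeq2. C4b had a value of -1.13 (standard error 0.33) and Plau, the urokinase that activates plasminogen, -0.59 (standard error 0.13). Of 58 collagen and extracellular matrix genes, 10 were lower, 3 (Spp1, Col8a1 and Mgp) were higher and 45 did not pass, with a median of -0.32. Among the lower ones were Efemp1 (-0.82, standard error 0.22), Tnxb (-0.69, standard error 0.21) and Col6a3 (-0.60, standard error 0.20). Both lists fell by camera, with adjusted p = 6.82e-08 for complement and coagulation and 1.88e-07 for matrix. With an estimated correlation they had adjusted p = 0.348 and 0.427, and their scores had p = 0.0571 and 0.400 in the exact permutation test. Without D-gal + PBS replicate 2 the complement and coagulation median was -0.30, and the matrix median was -0.64 without D-gal + MSCs replicate 3 and -0.18 without replicate 4.
Of 37 immediate early and MAPK genes, which respond within minutes to growth factor and stress signals, 12 were lower, 1 (Gadd45b) was higher and 24 did not pass, and 11 had a positive log2 fold change. The transcription factors Klf4 (-1.45, standard error 0.27) and Fosl2 (-0.89, standard error 0.20) were lower in every D-gal + MSCs mouse than in any D-gal + PBS mouse, as was Klf2. Nr4a2, another transcription factor, had a value of -1.80 (standard error 0.42). The list fell by camera (adjusted p = 3.57e-06; adjusted p = 0.348 with an estimated correlation). Its score had p = 0.143 in the exact permutation test. Its median log2 fold change was -0.17, and -0.51 without D-gal + MSCs replicate 3 and -0.27 without D-gal + PBS replicate 1. Of 41 TGF-β signalling genes, 7 were lower, 1 (Bmp6) was higher and 33 did not pass. Bmp2 (-1.02, standard error 0.24) and its target Id1 (-1.11, standard error 0.30) act in the BMP branch of the pathway, and Dcn (-0.67, standard error 0.24) encodes decorin, which binds TGF-β. The list fell by camera (adjusted p = 0.00578; adjusted p = 0.364 with an estimated correlation). Its score had p = 0.114 in the exact permutation test. Its median was -0.15, and -0.08 without D-gal + PBS replicate 2, and it did not pass without D-gal + MSCs replicate 4 (median -0.07, adjusted p = 0.0920). Masp1, Gadd45b, Bmp6, Spp1, Col8a1 and Mgp were named after their values were seen.
Of 48 genes of PI3K-AKT and insulin signalling, 3 were higher, 3 were lower and 42 did not pass. The higher ones were Vegfa, the endothelial growth factor (0.75, standard error 0.15), Fgf1 (0.85, standard error 0.25) and Itga1. The lower ones were Pdgfb (-0.57, standard error 0.19), Irs2 and Ddit4. Itga1 was named after its value was seen. The list did not pass camera (adjusted p = 0.687), with a median log2 fold change of -0.02 while the direction of the test was up. Adjusted over the list alone, 2 complement and coagulation genes (C3 and Plau), 1 matrix gene (Col6a6), 11 immediate early and MAPK genes and 0 TGF-β genes were lower. By the same adjustment Gadd45b and Vegfa were higher. Over all genes 0 members of these lists passed in edgeR.
Lists of markers of fibroblasts and macrophages also fell by camera at the preset correlation, while most of the markers did not pass the study's thresholds. Of 20 markers of fibroblasts and fibro-adipogenic progenitors, 9 of which are also in the matrix list, 7 were lower, 1 (Mgp) was higher and 12 did not pass, with a median of -0.56. Smoc2 (-0.77, standard error 0.16), Clec3b (-0.92, standard error 0.24), Dpt (-0.83, standard error 0.22) and Gsn (-0.94, standard error 0.26) were the 4 that passed when adjusted over the list alone. The list fell by camera (adjusted p = 1.26e-08; adjusted p = 0.364 with an estimated correlation). Of 21 macrophage markers, 5 were lower, Lyz1 (-1.13, standard error 0.36), Fcer1g, Mrc1 (-0.68, standard error 0.28), Cd163 and Lyz2, the last named after its value was seen, and 0 were higher, with a median of -0.65. That list fell by camera too (adjusted p = 1.07e-05; adjusted p = 0.404 with an estimated correlation). Without D-gal + MSCs replicate 3 the medians of fibroblast and macrophage markers were -0.90 and -1.01, and without replicate 4 that of fibroblast markers was -0.36. D-gal + MSCs replicate 3 had scores of 0.51 for fibroblast and 0.72 for macrophage markers, within the range of D-gal + PBS mice (-0.17 to 0.61 and -0.15 to 0.74). The scores had p = 0.114 and 0.200 in the exact permutation test.

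**Figure D3:**
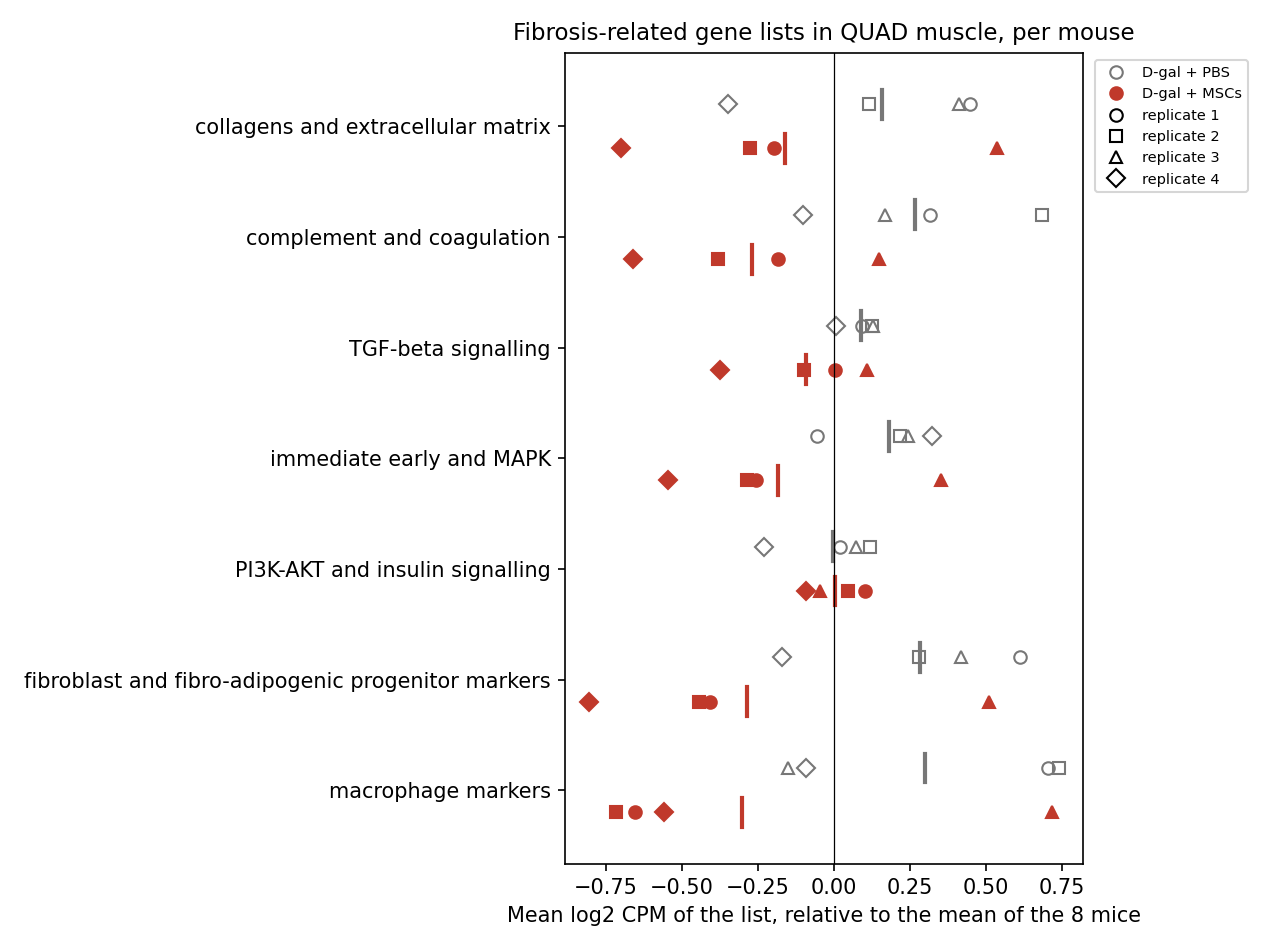
Scores of gene lists of matrix, complement and signalling and of fibroblast and macrophage markers in each mouse (mean log2 CPM of the list relative to the mean of the 8 mice). Each symbol is 1 mouse, its shape gives the replicate number, and vertical bars are group means. The groups overlap in each of the lists plotted, and the matrix score of D-gal + MSCs replicate 3 (0.54) is above those of all D-gal + PBS mice, which run from -0.35 to 0.45.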

Compared with the D‐gal + PBS group, 19 metabolites were increased and 54 metabolites were decreased in the D‐gal + MSCs group (Figure S3G), among which there were significant differences in lipid metabolites (Figure S3H). These results suggest that MSCs mainly regulate mitochondrial function and fatty acid metabolism in muscles.

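By the p of camera at the preset correlation on the edgeR fit, over the 43 lists tested, the OXPHOS genes of mitochondrial DNA ranked at the top, followed in order by interferon response genes, slow and oxidative fibre genes, PPAR targets and fatty acid oxidation genes. Interferon response genes came ahead of the OXPHOS genes of mitochondrial DNA with an estimated correlation, with fry and in camera on limma-voom. They also did so without D-gal + PBS replicate 1 or 2. Of 51 interferon response genes, 23 were higher in D-gal + MSCs mice at the study's thresholds, 1 (Ifi204, named after its value was seen) was lower and 27 did not pass. Their median log2 fold change was 0.62. Gbp5, an interferon-induced guanylate-binding protein, had 14.2 ± 1.90 CPM (SD, n = 4) in D-gal + MSCs mice and 5.89 ± 1.55 CPM (SD, n = 4) in D-gal + PBS mice. Its log2 fold change was 1.27 (standard error 0.20), with adjusted p = 0.0623 from edgeR and 5.55e-06 from DESeq2. Rsad2, an antiviral enzyme, had a value of 1.69 (standard error 0.28), Gbp4 1.31 (standard error 0.23) and Gbp7 1.00 (standard error 0.18). Over all genes 0 interferon response genes passed in edgeR and 18 in DESeq2, and 23 were higher when adjusted over the list alone. The list rose by camera (adjusted p = 1.50e-22; adjusted p = 0.285 with an estimated correlation). Under scaling by library totals alone its median was 0.39. Its score had p = 0.0286 in the exact permutation test, and 0.246 when that test was adjusted over the lists.
By camera, genes of slow and oxidative fibres rose and genes of fast and glycolytic fibres fell. Of 16 slow and oxidative fibre genes, 6 were higher, 0 were lower and 10 did not pass, with a median log2 fold change of 2.18. Mb had a value of 1.64 (standard error 0.51) and Myoz2, a Z-disc protein of slow fibres, 2.43 (standard error 0.86). The list rose by camera (adjusted p = 3.57e-10; adjusted p = 0.348 with an estimated correlation), and its median was 0.96 without D-gal + MSCs replicate 4. Its score had p = 0.171 in the exact permutation test. Of 18 fast and glycolytic fibre genes, 4 were lower, Actn3, the fast-fibre α-actinin (-0.62, standard error 0.18), Ampd1, Mybpc2 and Pvalb, 1 (Myh1) was higher and 13 did not pass, with a median of -0.33. Pvalb was named after its value was seen. The list fell by camera (adjusted p = 3.19e-04; adjusted p = 0.404 with an estimated correlation). Its score had p = 0.114 in the exact permutation test. When adjusted over the list alone, 0 slow fibre genes passed, Myh1 was higher and Actn3 was lower. From the enriched terms of the RNA and from metabolite levels, which were not analysed here, the paper proposes that MSCs act mainly on mitochondrial function and on fatty acid metabolism in muscle.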

**FIGURE 2:**
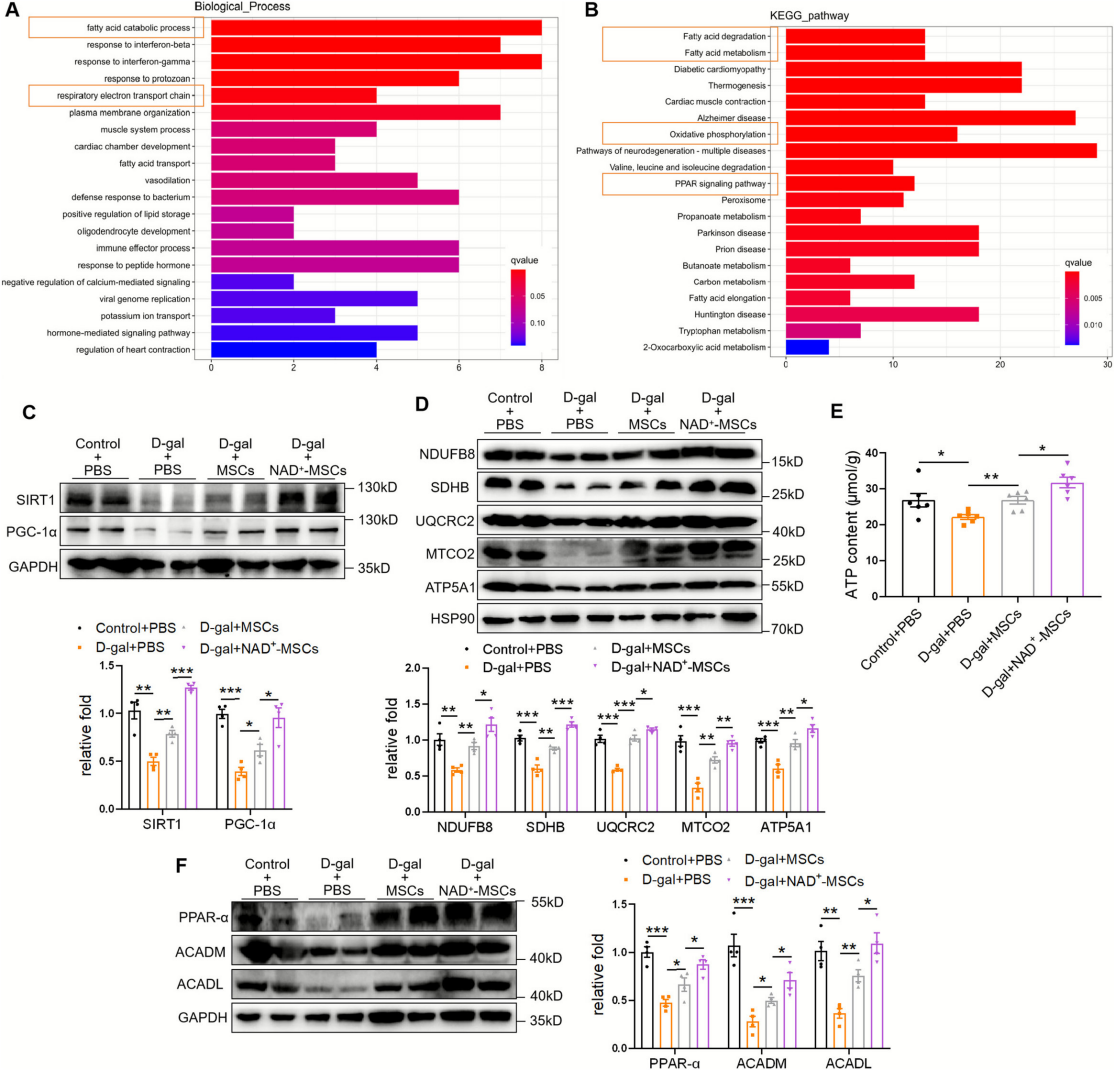
Mesenchymal stromal cells (MSCs)/NAD^+^‐MSCs rescue muscle atrophy‐associated impairment of the SIRT1/PGC‐1α signalling and mitochondrial function. (A) GO analysis of upregulated differentially expressed genes (DEGs) in biological process identified by RNA‐seq of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment (*n* = 4 mice). (B) KEGG analysis of the upregulated DEGs. (C) Western blot analysis of SIRT1 and PGC‐1α in QUAD muscles (*n* = 4 mice). (D) Western blot analysis of mitochondrial complex NDUFB8, SDHB, UQCRC2, MTCO2 and ATP5A1 in QUAD muscles of D‐gal mice (*n* = 4 mice). (E) ATP content of QUAD muscles (*n* = 6 mice). (F) Western blot analysis of PPAR‐α, ACADM and ACADL in QUAD muscles (*n* = 4 mice). Quantification of bands was performed using ImageJ software. Data are presented as mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001).

SIRT1 plays a vital role in aging, mitochondrial function regulation and fatty acid oxidation [14]. Therefore, we verified the SIRT1 pathway and related indicators of mitochondrial function and fatty acid oxidation in vivo. Lower SIRT1 and downstream PGC‐1α levels were detected in the muscles of D‐gal + PBS mice than those in control + PBS mice, whereas MSC injection upregulated SIRT1/PGC‐1α levels (Figure 2C). Meanwhile, MSC intervention improved the mitochondrial structure of muscle tissue, including alleviation of swollen mitochondria and destroyed mitochondrial cristae (Figure S4A), promoted the expression of mitochondrial complexes NDUFB8, SDHB, UQCRC2, MTCO2 and ATP5A1 (Figure 2D) and increased ATP content (Figure 2E). These indicators were further improved in the NAD^+^‐MSCs group (Figure 2C–E, S4A). Moreover, MSCs decreased circulating triglyceride and low‐density lipoprotein levels and increased high**‐**density lipoprotein levels, while not influencing total cholesterol levels (Figure S4B). Additionally, MSC intervention reduced lipid deposition in muscle (Figure S4C) and promoted the expression of PPAR‐α, ACADM and ACADL, which are related to fatty acid oxidation (Figure 2F). NAD^+^‐MSCs further improved plasma lipid levels and fatty acid oxidation in muscles (Figures 2F and S4B,C). In conclusion, MSCs/NAD^+^‐MSCs upregulated muscle SIRT1 expression and improved mitochondrial function and fatty acid oxidation. These results demonstrate that MSCs activate SIRT1/PGC‐1α signalling pathways, alleviate mitochondrial dysfunction and promote fatty acid oxidation in skeletal muscles, which are enhanced by NAD^+^ pretreatment.

### 3.3 MSCs/NAD^+^‐MSCs Regulate SIRT1/PGC‐1α Signaling and Mitochondrial Function in C2C12 Myotubes

To comprehensively explore the direct cell‐autonomous effects of MSCs on mitochondrial function in muscles, an in vitro C2C12‐differentiated myotube‐based model was utilised. HELFs were used as controls. MSCs increased SIRT1/PGC‐1α levels (Figure 3A) and elevated the expression of mitochondrial complexes, including NDUFB8, SDHB and MTCO2 (Figure 3C), which were further elevated by NAD^+^‐MSCs (Figure 3B,D). Moreover, MSCs/NAD^+^‐MSCs promoted the expression of PPAR‐α, ACADM and ACADL (Figure 3E,F). These results corroborate the direct cell‐autonomous effects of MSCs on myotubes and suggest that MSCs/NAD^+^‐MSCs regulate SIRT1/PGC‐1α signaling and mitochondrial function in vitro.

**FIGURE 3:**
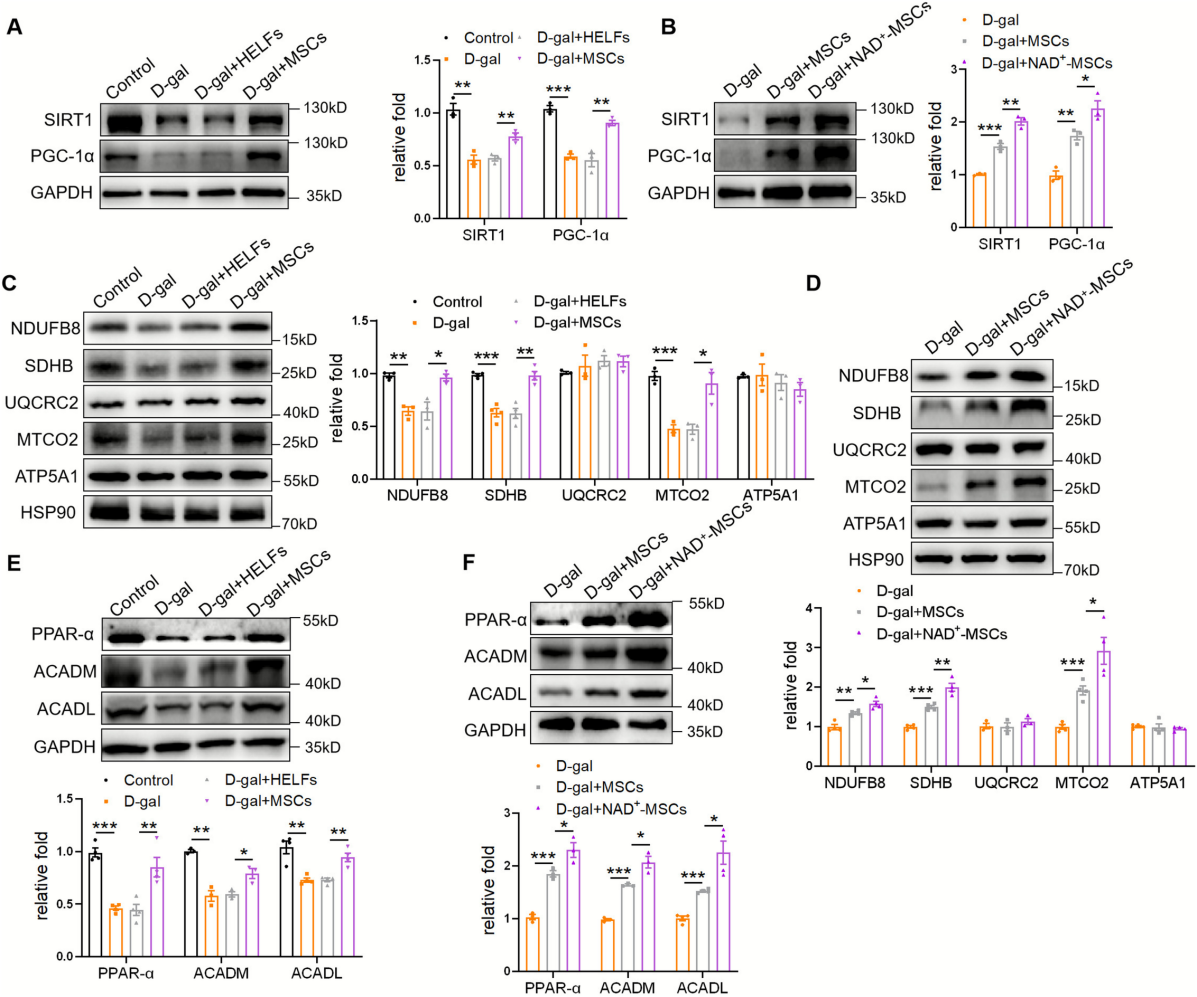
Mesenchymal stromal cells (MSCs)/NAD^+^‐MSCs regulate SIRT1/PGC‐1α signaling and mitochondrial function in C2C12 myotubes. (A) Western blot analysis of SIRT1 and PGC‐1α in C2C12 myotubes treated with D‐gal and MSCs (*n* = 3). (B) Western blot analysis of SIRT1 and PGC‐1α in C2C12 myotubes treated with MSCs and NAD^+^‐MSCs (*n* = 3). (C) Western blot analysis of mitochondrial complex NDUFB8, SDHB, UQCRC2, MTCO2 and ATP5A1 in C2C12 myotubes treated with D‐gal and MSCs (*n* = 3–4). (D) Western blot analysis of mitochondrial complex in C2C12 myotubes treated with MSCs and NAD^+^‐MSCs (*n* = 3–4). (E) Western blot analysis of PPAR‐α, ACADM and ACADL in C2C12 myotubes treated with D‐gal and MSCs (*n* = 3–4). (F) Western blot analysis of PPAR‐α, ACADM and ACADL in C2C12 myotubes treated with MSCs and NAD^+^‐MSCs (*n* = 3–4). Quantification of bands was performed using ImageJ software. Data are presented as mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001).

### 3.4 SIRT1 Mediates the Beneficial Effects of MSCs/NAD^+^‐MSCs in Myotubes

To ascertain the necessity of SIRT1 in mediating the therapeutic effects of MSCs/NAD^+^‐MSCs, C2C12 myotubes were pretreated with LV‐shRNA targeting SIRT1. Western blotting showed that MSC/NAD^+^‐MSC–mediated upregulation of SIRT1/PGC‐1α signalling and mitochondrial complexes was partially weakened by sh‐SIRT1 (Figure 4A,B). Simultaneously, seahorse analysis showed that SIRT1 knockdown diminished the effects of MSCs/NAD^+^‐MSCs on oxidative phosphorylation (OXPHOS), including increased basal respiration, maximal respiration and spare respiratory capacity (Figure 4C) in myotubes. Meanwhile, MSC/NAD^+^‐MSC–mediated upregulation of PPAR‐α, ACADM and ACADL was impaired by sh‐SIRT1 (Figure 4D). Consequently, sh‐SIRT1 weakened the MSC/NAD^+^‐MSC–dependent decrease in Atrogin 1/MuRF1 levels (Figure 4E) and increase in myotube diameters (Figures 4F and S4D). These results indicate that SIRT1 mediates the beneficial effects of MSCs/NAD^+^‐MSCs in myotubes.

**FIGURE 4:**
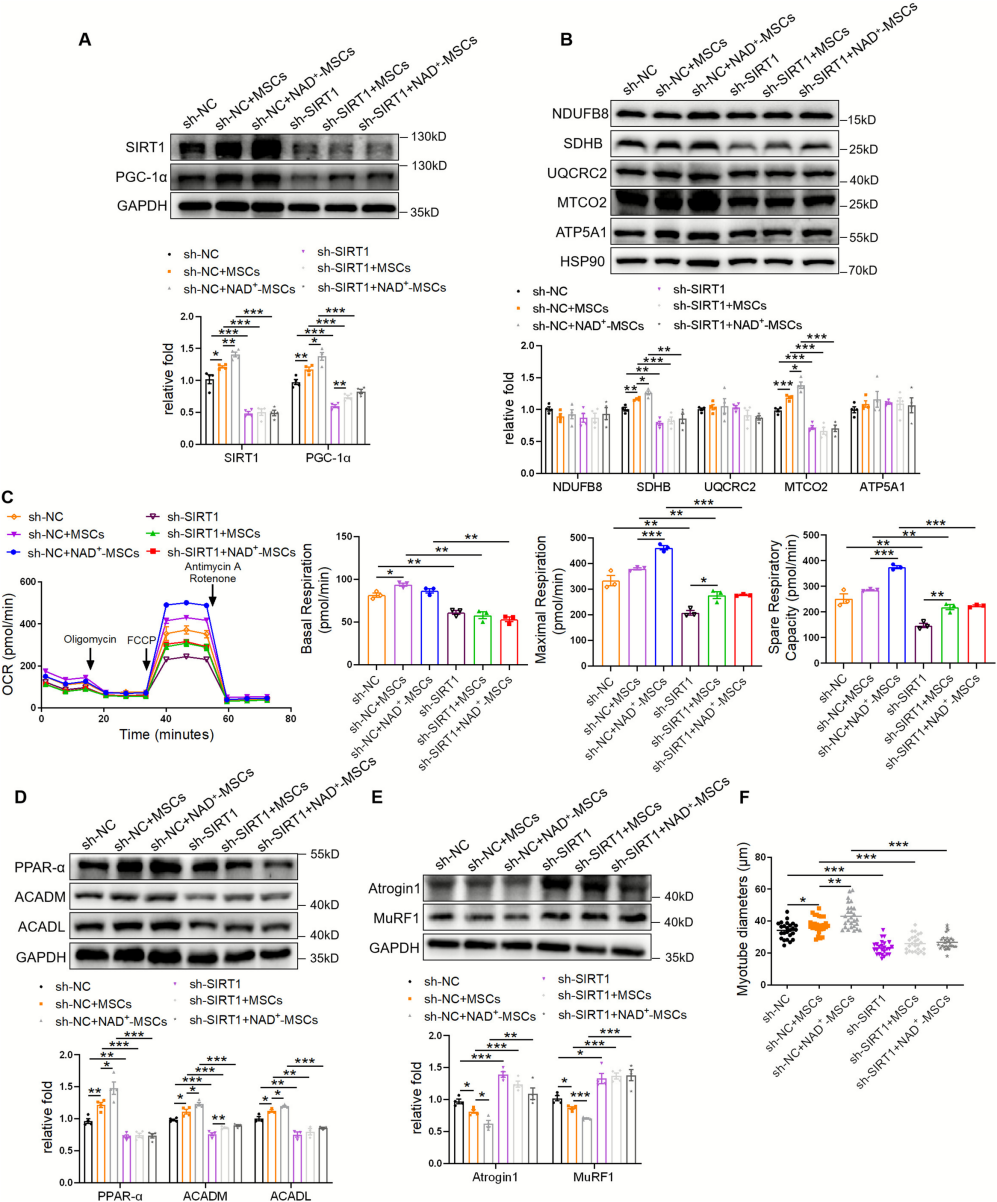
SIRT1 mediates the beneficial effects of MSCs/NAD^+^‐MSCs in myotubes. (A) Western blot analysis of SIRT1 and PGC‐1α in C2C12 myotubes transfected with *SIRT1* shRNA and treated with MSCs/NAD^+^‐MSCs (*n* = 4). (B) Western blot analysis of mitochondrial complex NDUFB8, SDHB, UQCRC2, MTCO2 and ATP5A1 (*n* = 4). (C) Seahorse analysis of OXPHOS in C2C12 myotubes transfected with *SIRT1* shRNA and treated with MSCs/NAD^+^‐MSCs, including basal respiration, maximal respiration and spare respiratory capacity (*n* = 3). (D) Western blot analysis of PPAR‐α, ACADM and ACADL (*n* = 3–4). (E) Western blot analysis of Atrogin 1 and MuRF1 (*n* = 4). (F) Diameters of C2C12 myotubes. Quantification of bands was performed using ImageJ software. Data are presented as mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001).

### 3.5 NAD^+^ Pretreatment Promotes NAMPT Secretion by MSCs

To investigate the mechanism by which NAD^+^ enhances the therapeutic effect of MSCs, we first detected intracellular NAD^+^ levels in MSCs following NAD^+^ treatment. The results showed that NAD^+^ treatment increased intracellular NAD^+^ content and NAD^+^/NADH ratio in MSCs (Figure S5A), which suggested that NAD^+^ supplementation altered cellular NAD^+^ metabolism. Next, we performed RNA‐seq analysis of MSCs with and without NAD^+^ treatment (Figure 5A). GO enrichment analysis showed that the upregulated DEGs were mainly associated with calcium‐dependent exocytosis (Figure 5B), indicating that NAD^+^ treatment affected the paracrine effects of MSCs. Therefore, we conducted a proteomic analysis of culture supernatants derived from MSCs and NAD^+^‐MSCs. The results showed that cytoplasmic proteins exhibited the most obvious changes (Figure S5B). KEGG enrichment showed that differential proteins were enriched in nicotinate and nicotinamide metabolism (Figure 5C), and the level of NAMPT was significantly increased by NAD^+^ (Figure 5D,E). We further verified that the intracellular NAMPT expression of MSCs was upregulated after NAD^+^ treatment (Figure 5F), which laid the foundation for further mechanistic verification using siR‐NAMPT. Additionally, NAD^+^ treatment also upregulated NAMPT levels in EVs derived from MSCs (Figure 5F) without influencing the total protein content of EVs (Figure S5C), indicating that NAD^+^ increased NAMPT concentration in EVs.

**FIGURE 5:**
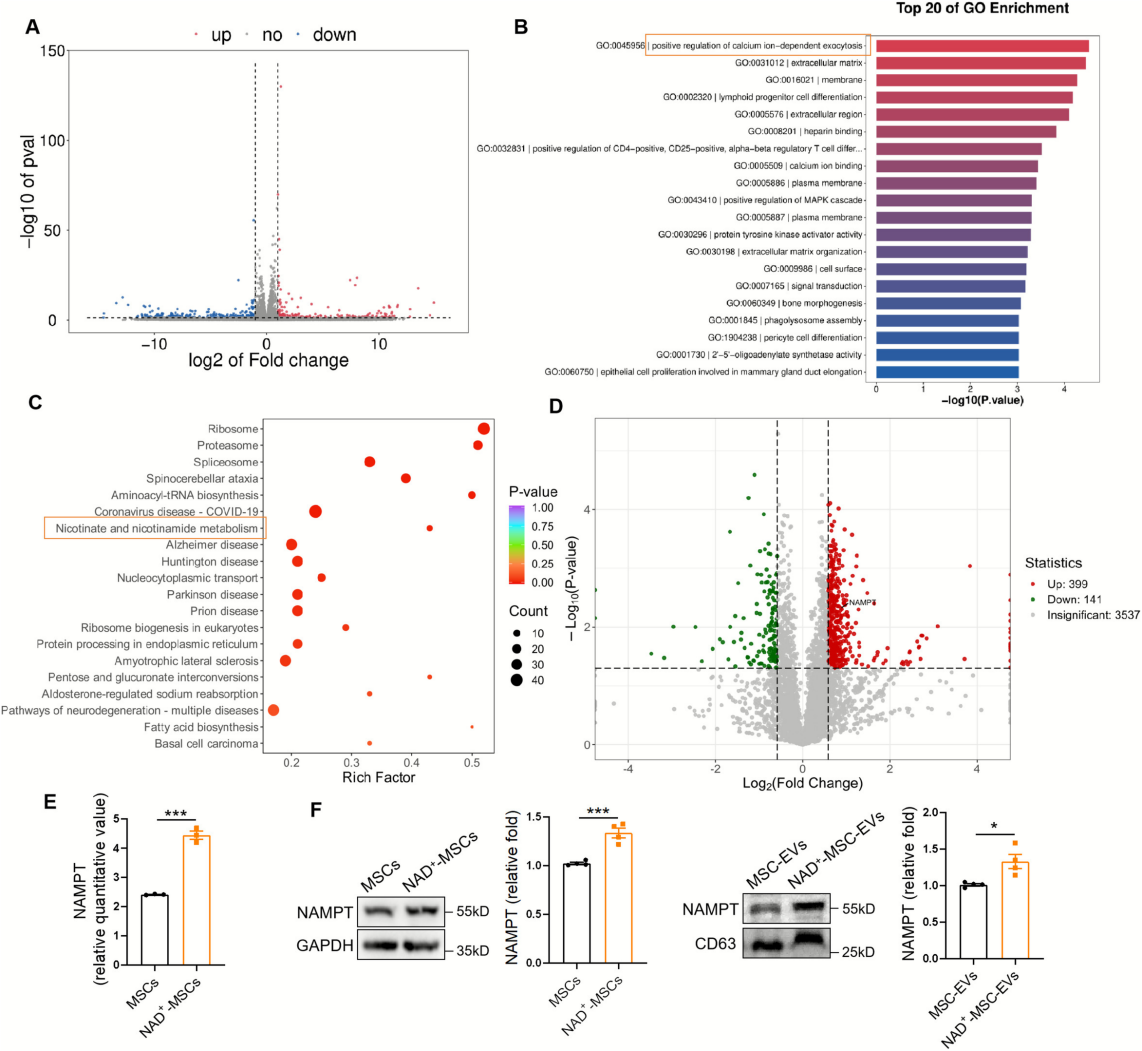
NAD^+^ pretreatment promotes NAMPT secretion by mesenchymal stromal cells (MSCs). (A) The volcano map of differentially expressed genes identified by RNA‐seq analysis of MSCs with or without NAD^+^ treatment (*n* = 3). (B) GO analysis of the enrichment pathway. (C) KEGG analysis of the enrichment pathway identified by supernatant proteomics analysis of MSCs with or without NAD^+^ treatment (*n* = 3). (D) The volcano map of differentially expressed proteins. (E) Relative quantitative value of NAMPT in supernatant of MSCs identified by proteomics (*n* = 3). (F) Western blot analysis of NAMPT in MSCs and MSC‐derived extracellular vesicles (EVs) treated with NAD^+^ (*n* = 4). Quantification of bands was performed using ImageJ software. Data are presented as mean ± SEM (*p < 0.05, ***p < 0.001).

### 3.6 NAD^+^ Enhances the Therapeutic Effect of MSCs on Muscle Atrophy by Promoting NAMPT Secretion

To further determine whether NAD^+^ enhances the efficacy of MSCs through NAMPT, we treated MSCs/NAD^+^‐MSC with NAMPT‐targeted siRNA and co‐cultured them with D‐gal–stimulated myotubes. Western blotting showed that siR‐NAMPT effectively reduced the expression of NAMPT in MSCs, and NAD^+^‐mediated upregulation of NAMPT was eliminated by siR‐NAMPT (Figure S5D). After NAMPT knockdown, the improvement effects of MSCs/NAD^+^‐MSCs on SIRT1/PGC‐1α signalling, mitochondrial complex expression, oxidative phosphorylation and fatty acid oxidation were significantly reduced (Figure 6A–D). Consequently, siR‐NAMPT diminished the MSC/NAD^+^‐MSC–dependent decrease in Atrogin 1/MuRF1 levels (Figure 6E) and the increase in myotube diameter (Figures 6F and S5E). These results suggested that NAD^+^ enhanced the therapeutic effect of MSCs on D‐gal–induced muscle atrophy by promoting NAMPT secretion.

**FIGURE 6:**
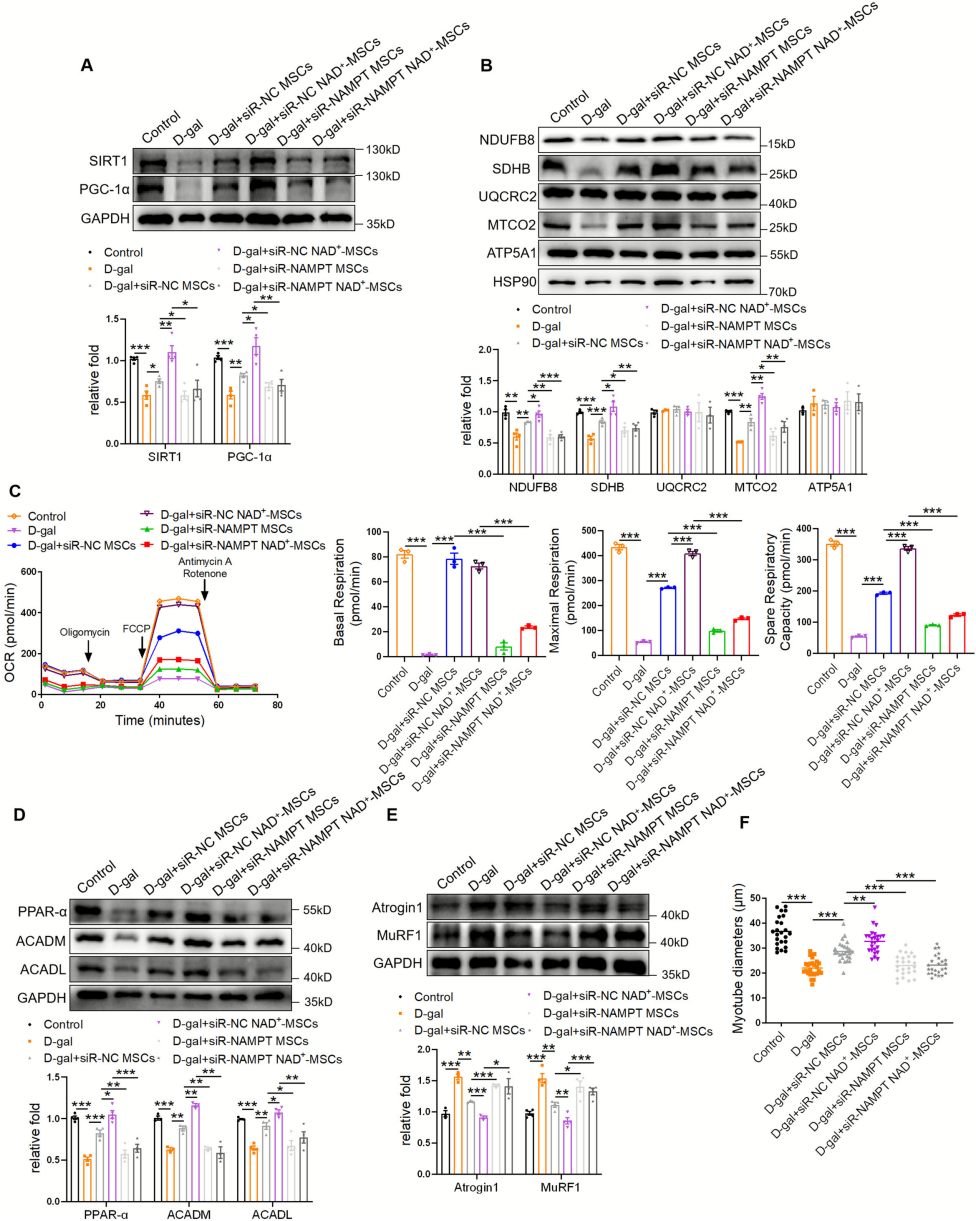
NAD^+^ enhances the therapeutic effect of mesenchymal stromal cells (MSCs) on muscle atrophy by promoting NAMPT secretion. (A) Western blot analysis of SIRT1 and PGC‐1α in C2C12 myotubes treated with D‐gal and siR‐NAMPT MSCs/NAD^+^‐MSCs (*n* = 4). (B) Western blot analysis of mitochondrial complex NDUFB8, SDHB, UQCRC2, MTCO2 and ATP5A1 (*n* = 3–4). (C) Seahorse analysis of OXPHOS in C2C12 myotubes, including basal respiration, maximal respiration and spare respiratory capacity (*n* = 3). (D) Western blot analysis of PPAR‐α, ACADM and ACADL (*n* = 3–4). (E) Western blot analysis of Atrogin 1 and MuRF1 (*n* = 3–4). (F) Diameters of C2C12 myotubes. Quantification of bands was performed using ImageJ software. Data are presented as mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001).

## 4 Discussion

Our study elucidated that NAD^+^ enhances the therapeutic effect of MSCs on D‐gal–induced muscle atrophy by promoting NAMPT secretion, which acts on the SIRT1 signalling pathway, and promotes mitochondrial function and fatty acid oxidation in skeletal muscles (Figure 7). These results provide new insights and a theoretical basis for the clinical treatment of sarcopenia.

**FIGURE 7:**
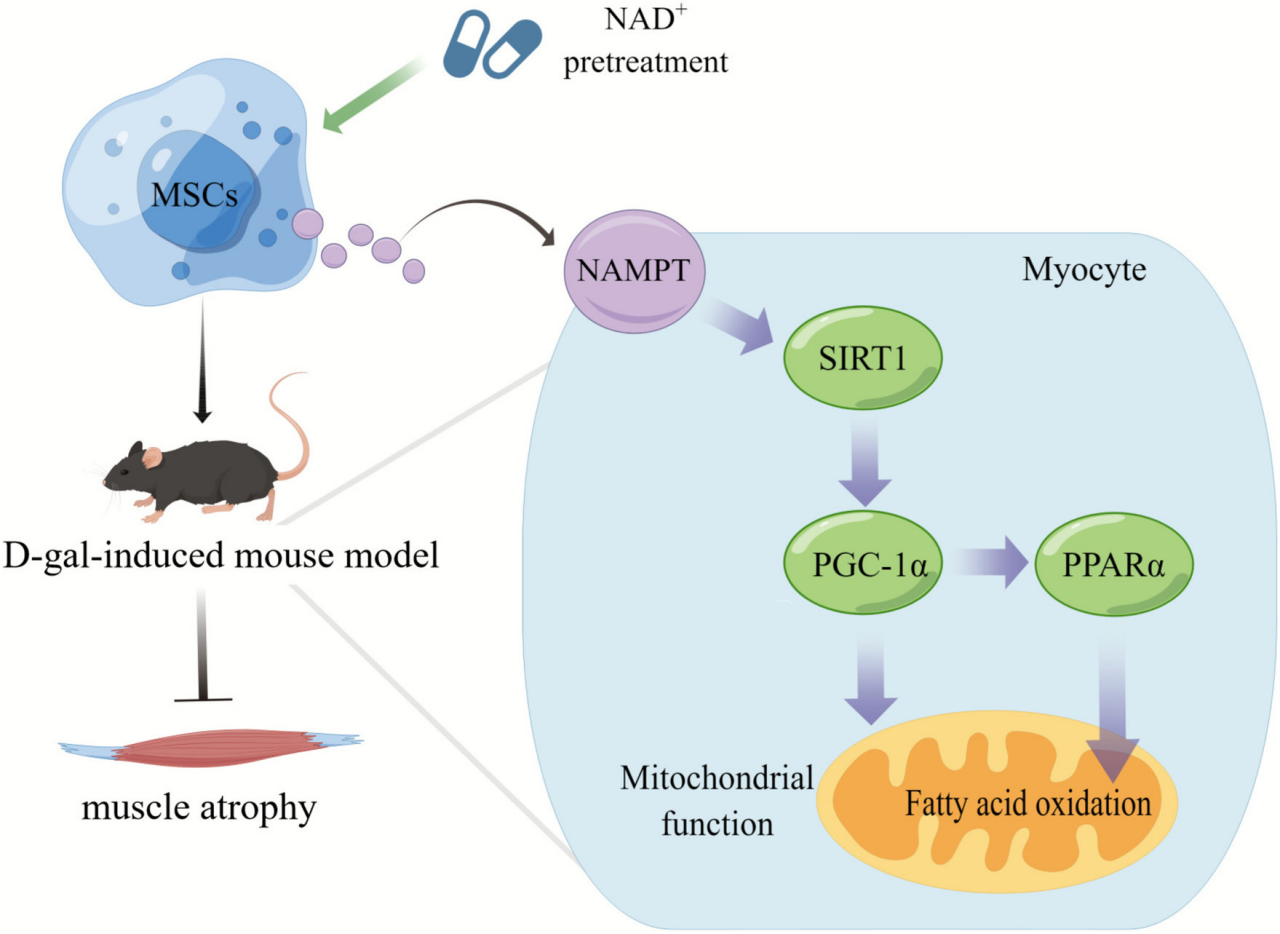
Schematic diagram of this study. NAD^+^ enhances the therapeutic effect of MSCs on D‐gal–induced muscle atrophy by promoting NAMPT secretion, which acts on the SIRT1 signalling pathway, and promotes mitochondrial function and fatty acid oxidation in skeletal muscles.

Sarcopenia reduces life quality and increases mortality in the elderly, but there are currently no specific strategies [4, 5]. MSCs are potential therapeutic candidates for sarcopenia [6, 15, Data S4]. Wang et al. demonstrated that clinical‐grade human umbilical cord–derived MSCs restore skeletal muscle strength and performance in two mouse models (SAMP8 mice and D‐gal–induced aging mice) by increasing the expression of extracellular matrix proteins, activating satellite cells and enhancing autophagy [6]. Takegaki et al. found that MSC injection promoted the expression of satellite cell–related genes and muscle protein synthesis and activated mTORC1 signalling [Data S4]. However, the clinical applications of MSCs are substantially limited because of their susceptibility to the surrounding environment and tendency to undergo replicative senescence during in vitro culture [19]. Therefore, it is imperative to explore ways to delay MSC aging and enhance their function. NAD^+^ is an important coenzyme involved in redox reactions [24]. NAD^+^ and its reduced form, NADH, are vital redox‐associated metabolites that mainly promote the oxidative metabolism of cells, generate energy through glycolysis and mitochondrial respiration and support cell survival and growth [20]. NAD^+^ metabolism is the basis for MSCs to exert their immune regulatory functions and plays a positive role in delaying the aging of MSCs, promoting osteogenesis and the anti‐inflammatory function of MSCs [21, 22, Data S5].

As previously mentioned, the aging model induced by D‐gal represents a comprehensive and uniform approach to accelerating the aging process systemically [Data S1]. When administered to animals, D‐gal triggers a variety of aging‐related traits, such as a reduced lifespan, heightened oxidative stress, mitochondrial DNA mutations and impaired mitochondrial function. These factors are potentially linked to the development of skeletal muscle atrophy observed during the aging process. This model is advantageous due to its simplicity, short modelling time and good repeatability [6]. Therefore, the D‐gal–induced mouse model is widely employed in studies focusing on age‐related diseases, including muscle atrophy associated with aging and anti‐aging strategies for sarcopenia [Data S2 and S3]. In the current study, we evaluated the efficacy of MSCs and NAD^+^‐pretreated MSCs (NAD^+^‐MSCs) in D‐gal–exposed mice and found that MSCs improved D‐gal–induced muscle atrophy, and NAD^+^ pretreatment further enhanced the therapeutic effect of MSCs. This provides a new method and sufficient theoretical basis for MSC empowerment to further enhance the therapeutic effect and has strong clinical significance and translational value.

To further elucidate the specific mechanisms by which NAD^+^ enhances MSC therapeutic efficacy, we first detected intracellular NAD^+^ levels and the NAD^+^/NADH ratio, which indicated that NAD^+^ supplementation altered cellular NAD^+^ metabolism. RNA‐seq of MSCs after NAD^+^ intervention showed that the upregulated DEGs were mainly associated with calcium‐dependent exocytosis, suggesting that NAD^+^ promotes the paracrine effects of MSCs. Therefore, we collected culture supernatants derived from MSCs and NAD^+^‐MSCs and conducted a proteomic analysis. The differentially expressed proteins were enriched in nicotinate and nicotinamide metabolism, among which the level of NAMPT was significantly increased by NAD^+^. NAMPT serves as the rate‐determining enzyme within the principal NAD^+^ biosynthetic cascade [25]. It exists in two distinct forms: the intracellular form, termed iNAMPT, and the extracellular form, known as eNAMPT. iNAMPT exists in the cytoplasm, nucleus and mitochondria and is mainly involved in the biosynthesis of NAD^+^. eNAMPT is involved in the NAD biosynthesis regulation and has cytokinoid functions, such as regulating cell proliferation, differentiation, migration and gene expression [26, 27]. Circulating eNAMPT levels significantly exhibited a significant age‐related decline in mice and humans [28, Data S6]. EVs containing eNAMPT promote systemic NAD^+^ biosynthesis and alleviate age‐associated functional decline in some specific target tissues, delay the age‐associated mortality rate and extend lifespan in mice [28]. To explore whether NAMPT secretion was mediated by EVs, we also extracted EVs from culture supernatants of MSCs/NAD^+^‐MSCs and found that NAD^+^ treatment upregulated NAMPT protein levels in EVs. In all, NAD^+^ supplementation promoted intracellular NAD^+^ metabolism of MSCs and increased EVs‐mediated NAMPT secretion. Subsequently, we used NAMPT‐targeted siRNA to treat MSCs/NAD^+^‐MSCs and co‐cultured them with D‐gal–stimulated myotubes. NAMPT knockdown diminished the MSC/NAD^+^‐MSC–dependent decrease in Atrogin 1/MuRF1 levels and the increase in myotube diameter, indicating that NAD^+^ enhances the therapeutic effect of MSCs on muscle atrophy by promoting NAMPT secretion.

Mitochondria represent the principal loci of lipid oxidation, an essential process in lipid catabolism and ATP synthesis, which is vital for preserving skeletal muscle homeostasis [7]. Under physiological conditions, a balance is maintained in the skeletal muscles between type I muscle fibres, which use fatty acids as metabolic substrates, and type II muscle fibres, which rely on glucose as a metabolic substrate [29]. However, in the aging state, type I fibres, which depend on mitochondrial oxidative phosphorylation, remain unchanged, while the number and size of type II skeletal muscle fibres, which rely on glycolysis, gradually decrease. This leads to a shift in skeletal muscle metabolism, primarily from glycolytic to oxidative pathways, with an increased demand for functional mitochondria [8, 9]. Mitochondrial dysfunction is a major hallmark of aging [30] and significantly contributes to the age‐related decline of skeletal muscle [31, 32, Data S7]. Diminished activity across all respiratory complexes within the mitochondria directly leads to reduced muscle mass, decreased muscle strength and impaired walking speed [31, 33]. This remodelling of muscle fibres and the mitochondrial dysfunction caused by aging further interfere with fatty acid β‐oxidation, leading to lipid accumulation in muscles and impairing muscle regeneration [10]. Transcriptomics and metabolomics have shown that skeletal muscles of patients with sarcopenia exhibit significant metabolic changes, including fatty acid metabolism and the tricarboxylic acid cycle [11]. To investigate the mechanism underlying MSC‐mediated alleviation of muscle atrophy, we performed RNA‐seq and untargeted metabolomics of QUAD muscles from D‐gal–exposed mice with PBS or MSC injections. These results suggest that the DEGs were mainly enriched in oxidative phosphorylation and fatty acid metabolism. After validation in vivo and in vitro, we confirmed that MSCs elevated the expression of mitochondrial respiratory complexes and fatty acid oxidation indicators, which were further improved by NAD^+^‐MSCs. Our results indicate that mitochondrial function and fatty acid oxidation play crucial roles in the improvement of D‐gal–induced muscle atrophy by MSCs/NAD^+^‐MSCs.

SIRT1 is a promising target for the treatment and prognosis of sarcopenia [13]. Skeletal muscle exhibits pronounced energy metabolic activity, and SIRT1 is sensitive to the cellular redox environment. Therefore, SIRT1 may influence skeletal muscle mitochondrial function and energy metabolism, and its activation shows significant promise for mitigating sarcopenia [14]. PGC‐1α exhibits a strong association with sarcopenia and plays a pivotal role in mitochondrial biogenesis [34], which was reduced in aged skeletal muscle [35]. Within skeletal muscle, the SIRT1/PGC‐1α signalling pathway is thought to collaboratively mitigate mitochondrial dysfunction and alleviate sarcopenia [36]. By enhancing mitochondrial biogenesis through PGC‐1α and PPAR‐α–mediated fatty acid oxidation, SIRT1 established a critical link between energy metabolism and age‐related muscle dysfunction [14, 37], in which its activity was regulated by NAMPT [38]. Our previous study reported that MSC‐derived exosomes alleviated diabetes‐related muscle atrophy via SIRT1‐mediated mitochondrial function [18]. In this study, we confirmed that MSCs promoted SIRT1 signalling in skeletal muscles and C2C12 myotubes, which were further elevated in the NAD^+^‐MSC group. SIRT1 knockdown weakened the effects of MSCs/NAD^+^‐MSCs on mitochondrial function, fatty acid oxidation and myotube atrophy. Consequently, SIRT1‐mediated mitochondrial homeostasis and lipid metabolism play key roles in the amelioration of muscle atrophy induced by MSCs/NAD^+^‐MSCs.

However, there were some limitations in our study. First, while the D‐gal–induced mouse model exhibited certain aging‐like features, it did not fully replicate the multifactorial, systemic nature of age‐related decline in skeletal muscle mass and function. In future research, we will continue to explore the effect of NAD^+^‐pretreated MSCs on sarcopenia using a natural aging mouse model. Next, we only used male mice in this study and not female mice. One study has shown that aging has a more severe impact on the skeletal muscle mitochondrial proteome in females compared to males, as males maintained their testosterone levels throughout aging [39]. Therefore, it is highly necessary to continue exploring the therapeutic effect of MSCs/NAD^+^‐MSCs on muscle atrophy in female mice. Furthermore, we still need to assess the therapeutic effect of MSCs/NAD^+^‐MSCs in the clinical application of age‐related muscle atrophy to provide scientific foundations for clinical treatments. In addition, despite focusing on NAD^+^, future studies will investigate other pretreatment strategies to enhance the efficacy of MSCs.

## Funding

This work was supported by Noncommunicable Chronic Diseases–National Science and Technology Major Project (2023ZD0507700, 2023ZD0507702), the National Natural Science Foundation of China (82501893, 82203191), the Natural Science Foundation of Shandong Province (ZR2024QH510), the Major Basic Research Project of the Shandong Provincial Natural Science Foundation (ZR2022ZD15) and the cross‐breed fund of the Second Qilu Hospital of Shandong University (2023JX27).

## Ethics Statement

The authors certify that they complied with the ethical guidelines for authorship and publication in the Journal of Cachexia, Sarcopenia and Muscle [40]. All animal studies were approved by the Animal Ethics Committee of the Qilu Hospital of Shandong University and were performed in accordance with the ethical standards of the 1964 Declaration of Helsinki and its later amendments. The manuscript does not contain any clinical studies or patient data.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** **Flowchart of the animal experiment and identification of MSCs/NAD** ^**+**^ **‐MSCs.** (A) Flowchart of the animal experiment. (B) Flow cytometry analysis of MSCs/NAD^+^‐MSCs markers CD105, CD73, CD34 and HLA‐DR. (C) Oil red O staining for adipogenic differentiation ability of MSCs/NAD^+^‐MSCs (scale bar, 20 μm). (D) Alizarin red S staining for osteogenic differentiation ability of MSCs/NAD^+^‐MSCs (scale bar, 50 μm). (E) RT‐qPCR analysis of p16, p21, IL‐1β and IL‐6 mRNA levels in MSCs/NAD^+^‐MSCs (*n* = 3). Data are presented as mean ± SEM (**p < 0.01, ***p < 0.001).
**Figure S2: NAD** ^**+**^ **pretreatment enhances the improvement effect of mesenchymal stromal cells (MSCs) on D‐gal induced muscle atrophy**. (A) Body weight (*n* = 6–7 mice). (B) Tibialis anterior (TA) muscle weight (*n* = 6–7 mice). (C) Soleus (SO) muscle weight (*n* = 6–7 mice). (D) Sirius red and Masson staining of TA muscles (scale bar, 50 μm). (E) Representative images of C2C12 myotubes treated with D‐gal and MSCs (scale bar, 50 μm). (F) Representative images of C2C12 myotubes treated with MSCs and NAD^+^‐MSCs (scale bar, 50 μm). Data are presented as mean ± SEM. (*p < 0.05, **p < 0.01).
**Figure S3: RNA‐seq and metabolomics analysis of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment.** (A) The volcano map of differentially expressed genes identified by RNA‐seq analysis of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment (*n* = 4 mice). (B) COG function classification of consensus sequence. (C) GO analysis of the down‐regulated DEGs in cellular component. (D, E) KEGG analysis of the down‐regulated DEGs. (F) Super class of metabolites identified by untargeted metabolomics of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment (*n* = 6 mice). (G) The volcano map of differentially expressed metabolites. (H) The chord plot of differentially expressed metabolites.
**Figure S4: Mesenchymal stromal cells (MSCs)/NAD** ^**+**^ **‐MSCs rescue muscle atrophy‐associated impairment of mitochondrial function and lipid deposition through SIRT1**. (A) Transmission electron microscopy (TEM) images of intermyofibrillar (IMF) mitochondria in tibialis anterior (TA) muscles (scale bar, 1.2 μm). (B) Plasma triglyceride (TG), total cholesterol (TC), low‐density lipoprotein (LDL) and high**‐**density lipoprotein (HDL) levels of mice (*n* = 5–6 mice). (C) Oil red O staining of QUAD muscles (scale bar, 50 μm) and quantification of lipid content (*n* = 3 mice). (D) Representative images of C2C12 myotubes transfected with *SIRT1* shRNA and treated with MSCs/NAD^+^‐MSCs (scale bar, 50 μm). Data are presented as mean ± SEM. (*p < 0.05, **p < 0.01).
**Figure S5: NAD** ^**+**^ **enhances the therapeutic effect of mesenchymal stromal cells (MSCs) on muscle atrophy by promoting NAMPT secretion.** (A) Intracellular NAD^+^ content and NAD^+^/NADH ratio of MSCs with or without NAD^+^ treatment (*n* = 3). (B) Subcellular localization of protein component identified by supernatant proteomics analysis of MSCs with or without NAD^+^ treatment (*n* = 3). (C) The total protein content of EVs derived from MSCs with or without NAD^+^ treatment (*n* = 4). (D) Western blot analysis of NAMPT in MSCs transfected with NAMPT siRNA and treated with NAD^+^ (*n* = 3). Quantification of bands was performed using ImageJ software. (E) Representative images of C2C12 myotubes treated with D‐gal and siR‐NAMPT MSCs/NAD^+^‐MSCs (scale bar, 50 μm). Data are presented as mean ± SEM. (*p < 0.05, **p < 0.01, ***p < 0.001).

**Data S1:** Supplementary References.

**Data S2:** Supplementary Information.

## Data Availability

The RNA‐seq data can be available in the Gene Expression Omnibus (GEO) datasets (GSE304351). Other data generated or analysed during this study are included in this published article.

## References

[1] Y. Wang , Y. Zhang , N. E. Lane , et al., “Population‐Based Metagenomics Analysis Reveals Altered Gut Microbiome in Sarcopenia: Data From the Xiangya Sarcopenia Study,” Journal of Cachexia, Sarcopenia and Muscle 13, no. 5 (2022): 2340–2351, 10.1002/jcsm.13037.35851765 PMC9530518

[2] J. Zanker , M. Sim , K. Anderson , et al., “Consensus Guidelines for Sarcopenia Prevention, Diagnosis and Management in Australia and New Zealand,” Journal of Cachexia, Sarcopenia and Muscle 14, no. 1 (2023): 142–156, 10.1002/jcsm.13115.36349684 PMC9891980

[3] S. Zhou , L. Li , S. Li , H. Si , L. Wu , and B. Shen , “The Negative Impacts of Sarcopenia on Primary Total Knee Arthroplasty Under the Enhanced Recovery After Surgery Protocol,” Orthopaedic Surgery 16, no. 5 (2024): 1160–1167, 10.1111/os.14053.38556481 PMC11062878

[4] E. Benz , A. Pinel , C. Guillet , et al., “Sarcopenia and Sarcopenic Obesity and Mortality Among Older People,” JAMA Network Open 7, no. 3 (2024): e243604, 10.1001/jamanetworkopen.2024.3604.38526491 PMC10964118

[5] A. A. Sayer , R. Cooper , H. Arai , et al., “Sarcopenia,” Nature Reviews. Disease Primers 10, no. 1 (2024): 68, 10.1038/s41572-024-00550-w.39300120

[6] C. Wang , B. Zhao , J. Zhai , et al., “Clinical‐Grade Human Umbilical Cord–Derived Mesenchymal Stem Cells Improved Skeletal Muscle Dysfunction in Age‐Associated Sarcopenia Mice,” Cell Death & Disease 14, no. 5 (2023): 321, 10.1038/s41419-023-05843-8.37173309 PMC10182022

[7] D. A. Hood , J. M. Memme , A. N. Oliveira , and M. Triolo , “Maintenance of Skeletal Muscle Mitochondria in Health, Exercise, and Aging,” Annual Review of Physiology 81 (2019): 19–41, 10.1146/annurev-physiol-020518-114310.30216742

[8] D. Sebastián , E. Sorianello , J. Segalés , et al., “Mfn2 Deficiency Links Age‐Related Sarcopenia and Impaired Autophagy to Activation of an Adaptive Mitophagy Pathway,” EMBO Journal 35, no. 15 (2016): 1677–1693, 10.15252/embj.201593084.27334614 PMC4969577

[9] A. R. Palla , M. Ravichandran , Y. X. Wang , et al., “Inhibition of Prostaglandin‐Degrading Enzyme 15‐PGDH Rejuvenates Aged Muscle Mass and Strength,” Science 371 (2021):eabc8059, 10.1126/science.abc8059.33303683 PMC7938328

[10] J. P. Gumucio , A. H. Qasawa , P. J. Ferrara , et al., “Reduced Mitochondrial Lipid Oxidation Leads to Fat Accumulation in Myosteatosis,” FASEB Journal 33, no. 7 (2019): 7863–7881, 10.1096/fj.201802457RR.30939247 PMC6593892

[11] X. Zuo , R. Zhao , M. Wu , et al., “Multi‐Omic Profiling of Sarcopenia Identifies Disrupted Branched‐Chain Amino Acid Catabolism as a Causal Mechanism and Therapeutic Target,” Nature Aging 5, no. 3 (2025): 419–436, 10.1038/s43587-024-00797-8.39910243

[12] M. J. Han and S. Y. Choung , “ *Codonopsis lanceolata* Ameliorates Sarcopenic Obesity via Recovering PI3K/Akt Pathway and Lipid Metabolism in Skeletal Muscle,” Phytomedicine 96 (2022): 153877, 10.1016/j.phymed.2021.153877.35026519

[13] Z. Zhang , Q. Guo , Z. Yang , et al., “ *Bifidobacterium adolescentis* –Derived Nicotinic Acid Improves Host Skeletal Muscle Mitochondrial Function to Ameliorate Sarcopenia,” Cell Reports 44, no. 2 (2025): 115265, 10.1016/j.celrep.2025.115265.39908139

[14] L. Yang , D. Liu , S. Jiang , et al., “SIRT1 Signaling Pathways in Sarcopenia: Novel Mechanisms and Potential Therapeutic Targets,” Biomedicine & Pharmacotherapy 177 (2024): 116917, 10.1016/j.biopha.2024.116917.38908209

[15] Y. Kono , “Preparation of Magnetized Mesenchymal Stem Cells Using Magnetic Liposomes to Enhance Their Retention in Targeted Tissue—Evaluation of Retention and Anti‐Inflammatory Efficiency in Skeletal Muscle,” Yakugaku Zasshi: Journal of the Pharmaceutical Society of Japan 142, no. 11 (2022): 1145–1151, 10.1248/yakushi.22-00132.36328443

[16] X. Liu , X. Li , W. Zhu , et al., “Exosomes From Mesenchymal Stem Cells Overexpressing MIF Enhance Myocardial Repair,” Journal of Cellular Physiology 235, no. 11 (2020): 8010–8022, 10.1002/jcp.29456.31960418

[17] Y. Yuan , M. Shi , L. Li , et al., “Mesenchymal Stem Cell–Conditioned Media Ameliorate Diabetic Endothelial Dysfunction by Improving Mitochondrial Bioenergetics via the Sirt1/AMPK/PGC‐1α Pathway,” Clinical Science (London, England) 130, no. 23 (2016): 2181–2198, 10.1042/CS20160235.27613156

[18] J. Song , M. M. Yang , L. Q. Xia , et al., “Aptamer‐Conjugated Exosomes Ameliorate Diabetes‐Induced Muscle Atrophy by Enhancing SIRT1/FoxO1/3a‐Mediated Mitochondrial Function,” Journal of Cachexia, Sarcopenia and Muscle 16, no. 1 (2025): e13717, 10.1002/jcsm.13717.39871746 PMC11773161

[19] P. F. Wong , M. Dharmani , and T. S. Ramasamy , “Senotherapeutics for Mesenchymal Stem Cell Senescence and Rejuvenation,” Drug Discovery Today 28, no. 1 (2023): 103424, 10.1016/j.drudis.2022.103424.36332835

[20] A. J. Covarrubias , R. Perrone , A. Grozio , and E. Verdin , “NAD(+) Metabolism and Its Roles in Cellular Processes During Ageing,” Nature Reviews. Molecular Cell Biology 22, no. 2 (2021): 119–141, 10.1038/s41580-020-00313-x.33353981 PMC7963035

[21] J. Fang , P. Hou , S. Liu , et al., “NAD+ Salvage Governs the Immunosuppressive Capacity of Mesenchymal Stem Cells,” Cellular & Molecular Immunology 20, no. 10 (2023): 1171–1185, 10.1038/s41423-023-01073-2.37580400 PMC10541442

[22] J. Song , J. Li , F. Yang , et al., “Nicotinamide Mononucleotide Promotes Osteogenesis and Reduces Adipogenesis by Regulating Mesenchymal Stromal Cells via the SIRT1 Pathway in Aged Bone Marrow,” Cell Death & Disease 10, no. 5 (2019): 336, 10.1038/s41419-019-1569-2.31000692 PMC6472410

[23] J. Song , J. Liu , C. Cui , et al., “Mesenchymal Stromal Cells Ameliorate Diabetes‐Induced Muscle Atrophy Through Exosomes by Enhancing AMPK/ULK1‐Mediated Autophagy,” Journal of Cachexia, Sarcopenia and Muscle 14, no. 2 (2023): 915–929, 10.1002/jcsm.13177.36708027 PMC10067482

[24] M. E. Migaud , M. Ziegler , and J. A. Baur , “Regulation of and Challenges in Targeting NAD(+) Metabolism,” Nature Reviews. Molecular Cell Biology 25, no. 10 (2024): 822–840, 10.1038/s41580-024-00752-w.39026037 PMC12456757

[25] J. Cheng , J. Zhang , S. He , M. Li , G. Dong , and C. Sheng , “Photoswitchable PROTACs for Reversible and Spatiotemporal Regulation of NAMPT and NAD,” Angewandte Chemie (International Ed. in English) 63, no. 12 (2024): e202315997, 10.1002/anie.202315997.38282119

[26] A. Garten , S. Schuster , M. Penke , T. Gorski , T. de Giorgis , and W. Kiess , “Physiological and Pathophysiological Roles of NAMPT and NAD Metabolism,” Nature Reviews. Endocrinology 11 (2015): 535–546, 10.1038/nrendo.2015.117.26215259

[27] J. R. Revollo , A. Körner , K. F. Mills , et al., “Nampt/PBEF/Visfatin Regulates Insulin Secretion in β Cells as a Systemic NAD Biosynthetic Enzyme,” Cell Metabolism 6 (2007): 363–375, 10.1016/j.cmet.2007.09.003.17983582 PMC2098698

[28] M. Yoshida , A. Satoh , J. B. Lin , et al., “Extracellular Vesicle–Contained eNAMPT Delays Aging and Extends Lifespan in Mice,” Cell Metabolism 30, no. 2 (2019): 329–342.e5, 10.1016/j.cmet.2019.05.015.31204283 PMC6687560

[29] O. Horwath , L. Cornet , H. Strömlind , et al., “Endurance Exercise With Reduced Muscle Glycogen Content Influences Substrate Utilization and Attenuates Acute mTORC1‐ and Autophagic Signaling in Human Type I and Type II Muscle Fibers,” Skeletal Muscle 15, no. 1 (2025): 9, 10.1186/s13395-025-00377-3.40128889 PMC11934587

[30] C. López‐Otín , M. A. Blasco , L. Partridge , M. Serrano , and G. Kroemer , “Hallmarks of Aging: An Expanding Universe,” Cell 186 (2023): 243–278, 10.1016/j.cell.2013.05.039.36599349

[31] E. Migliavacca , S. K. H. Tay , H. P. Patel , et al., “Mitochondrial Oxidative Capacity and NAD^+^ Biosynthesis Are Reduced in Human Sarcopenia Across Ethnicities,” Nature Communications 10 (2019): 5808, 10.1038/s41467-019-13694-1.PMC692522831862890

[32] G. Gherardi , A. Weiser , F. Bermont , et al., “Mitochondrial Calcium Uptake Declines During Aging and Is Directly Activated by Oleuropein to Boost Energy Metabolism and Skeletal Muscle Performance,” Cell Metabolism 37, no. 2 (2025): 477–495.e11, 10.1016/j.cmet.2024.10.021.39603237

[33] A. C. Zane , D. A. Reiter , M. Shardell , et al., “Muscle Strength Mediates the Relationship Between Mitochondrial Energetics and Walking Performance,” Aging Cell 16 (2017): 461–468, 10.1111/acel.12568.28181388 PMC5418194

[34] S. Kong , B. Cai , and Q. Nie , “PGC‐1alpha Affects Skeletal Muscle and Adipose Tissue Development by Regulating Mitochondrial Biogenesis,” Molecular Genetics and Genomics 297, no. 3 (2022): 621–633, 10.1007/s00438-022-01878-2.35290519

[35] A. M. Joseph , P. J. Adhihetty , T. W. Buford , et al., “The Impact of Aging on Mitochondrial Function and Biogenesis Pathways in Skeletal Muscle of Sedentary High‐ and Low‐Functioning Elderly Individuals,” Aging Cell 11, no. 5 (2012): 801–809, 10.1111/j.1474-9726.2012.00844.x.22681576 PMC3444680

[36] L. Tian , W. Cao , R. Yue , et al., “Pretreatment With Tilianin Improves Mitochondrial Energy Metabolism and Oxidative Stress in Rats With Myocardial Ischemia/Reperfusion Injury via AMPK/SIRT1/PGC‐1 Alpha Signaling Pathway,” 139, no. 4 (2019): 352–360, 10.1016/j.jphs.2019.02.008.30910451

[37] E. Q. Toyama , S. Herzig , J. Courchet , et al., “AMP‐Activated Protein Kinase Mediates Mitochondrial Fission in Response to Energy Stress,” Science 351, no. 6270 (2016): 275–281, 10.1126/science.aab4138.26816379 PMC4852862

[38] Y. Jiang , Y. Wang , G. Chen , et al., “Nicotinamide Metabolism Face‐Off Between Macrophages and Fibroblasts Manipulates the Microenvironment in Gastric Cancer,” Cell Metabolism 36, no. 8 (2024): 1806–1822.e11, 10.1016/j.cmet.2024.05.013.38897198

[39] A. Moreira‐Pais , R. Vitorino , C. Sousa‐Mendes , et al., “Mitochondrial Remodeling Underlying Age‐Induced Skeletal Muscle Wasting: Let's Talk About Sex,” Free Radical Biology & Medicine 218 (2024): 68–81, 10.1016/j.freeradbiomed.2024.04.005.38574975

[40] S. von Haehling , A. J. S. Coats , and S. D. Anker , “Ethical Guidelines for Publishing in the *Journal of Cachexia, Sarcopenia and Muscle*: Update 2021,” Journal of Cachexia, Sarcopenia and Muscle 12, no. 6 (2021): 2259–2261, 10.1002/jcsm.12899.34904399 PMC8718061

# Supplementary material for: NAD+ Enhanced Mesenchymal Stromal Cells Effect on Muscle Atrophy by Improving SIRT1‐Mediated Mitochondrial Function via NAMPT
**Source:** J Cachexia Sarcopenia Muscle. 2025 Dec 12;16(6):e70142. doi: 10.1002/jcsm.70142
**Supplement:** Supplementary file 1 — Figure S1: Flowchart of the animal experiment and identification of MSCs/NAD + ‐MSCs. (A) Flowchart of the animal experiment. (B) Flow cytometry analysis of MSCs/NAD+‐MSCs markers CD105, CD73, CD34 and HLA‐DR. (C) Oil red O staining for adipogenic differentiation ability of MSCs/NAD+‐MSCs (scale bar, 20 μm). (D) Alizarin red S staining for osteogenic differentiation ability of MSCs/NAD+‐MSCs (scale bar, 50 μm). (E) RT‐qPCR analysis of p16, p21, IL‐1β and IL‐6 mRNA levels in MSCs/NAD+‐MSCs (n = 3). Data are presented as mean ± SEM (**p < 0.01, ***p < 0.001). Figure S2: NAD + pretreatment enhances the improvement effect of mesenchymal stromal cells (MSCs) on D‐gal induced muscle atrophy. (A) Body weight (n = 6–7 mice). (B) Tibialis anterior (TA) muscle weight (n = 6–7 mice). (C) Soleus (SO) muscle weight (n = 6–7 mice). (D) Sirius red and Masson staining of TA muscles (scale bar, 50 μm). (E) Representative images of C2C12 myotubes treated with D‐gal and MSCs (scale bar, 50 μm). (F) Representative images of C2C12 myotubes treated with MSCs and NAD+‐MSCs (scale bar, 50 μm). Data are presented as mean ± SEM. (*p < 0.05, **p < 0.01). Figure S3: RNA‐seq and metabolomics analysis of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment. (A) The volcano map of differentially expressed genes identified by RNA‐seq analysis of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment (n = 4 mice). (B) COG function classification of consensus sequence. (C) GO analysis of the down‐regulated DEGs in cellular component. (D, E) KEGG analysis of the down‐regulated DEGs. (F) Super class of metabolites identified by untargeted metabolomics of quadriceps (QUAD) muscle from D‐gal mice with PBS or MSC treatment (n = 6 mice). (G) The volcano map of differentially expressed metabolites. (H) The chord plot of differentially expressed metabolites. Figure S4: Mesenchymal stromal cells (MSCs)/NAD + ‐MSCs rescue muscle atrophy‐associated impairment of mitochondrial function

**Supplementary figures**

**
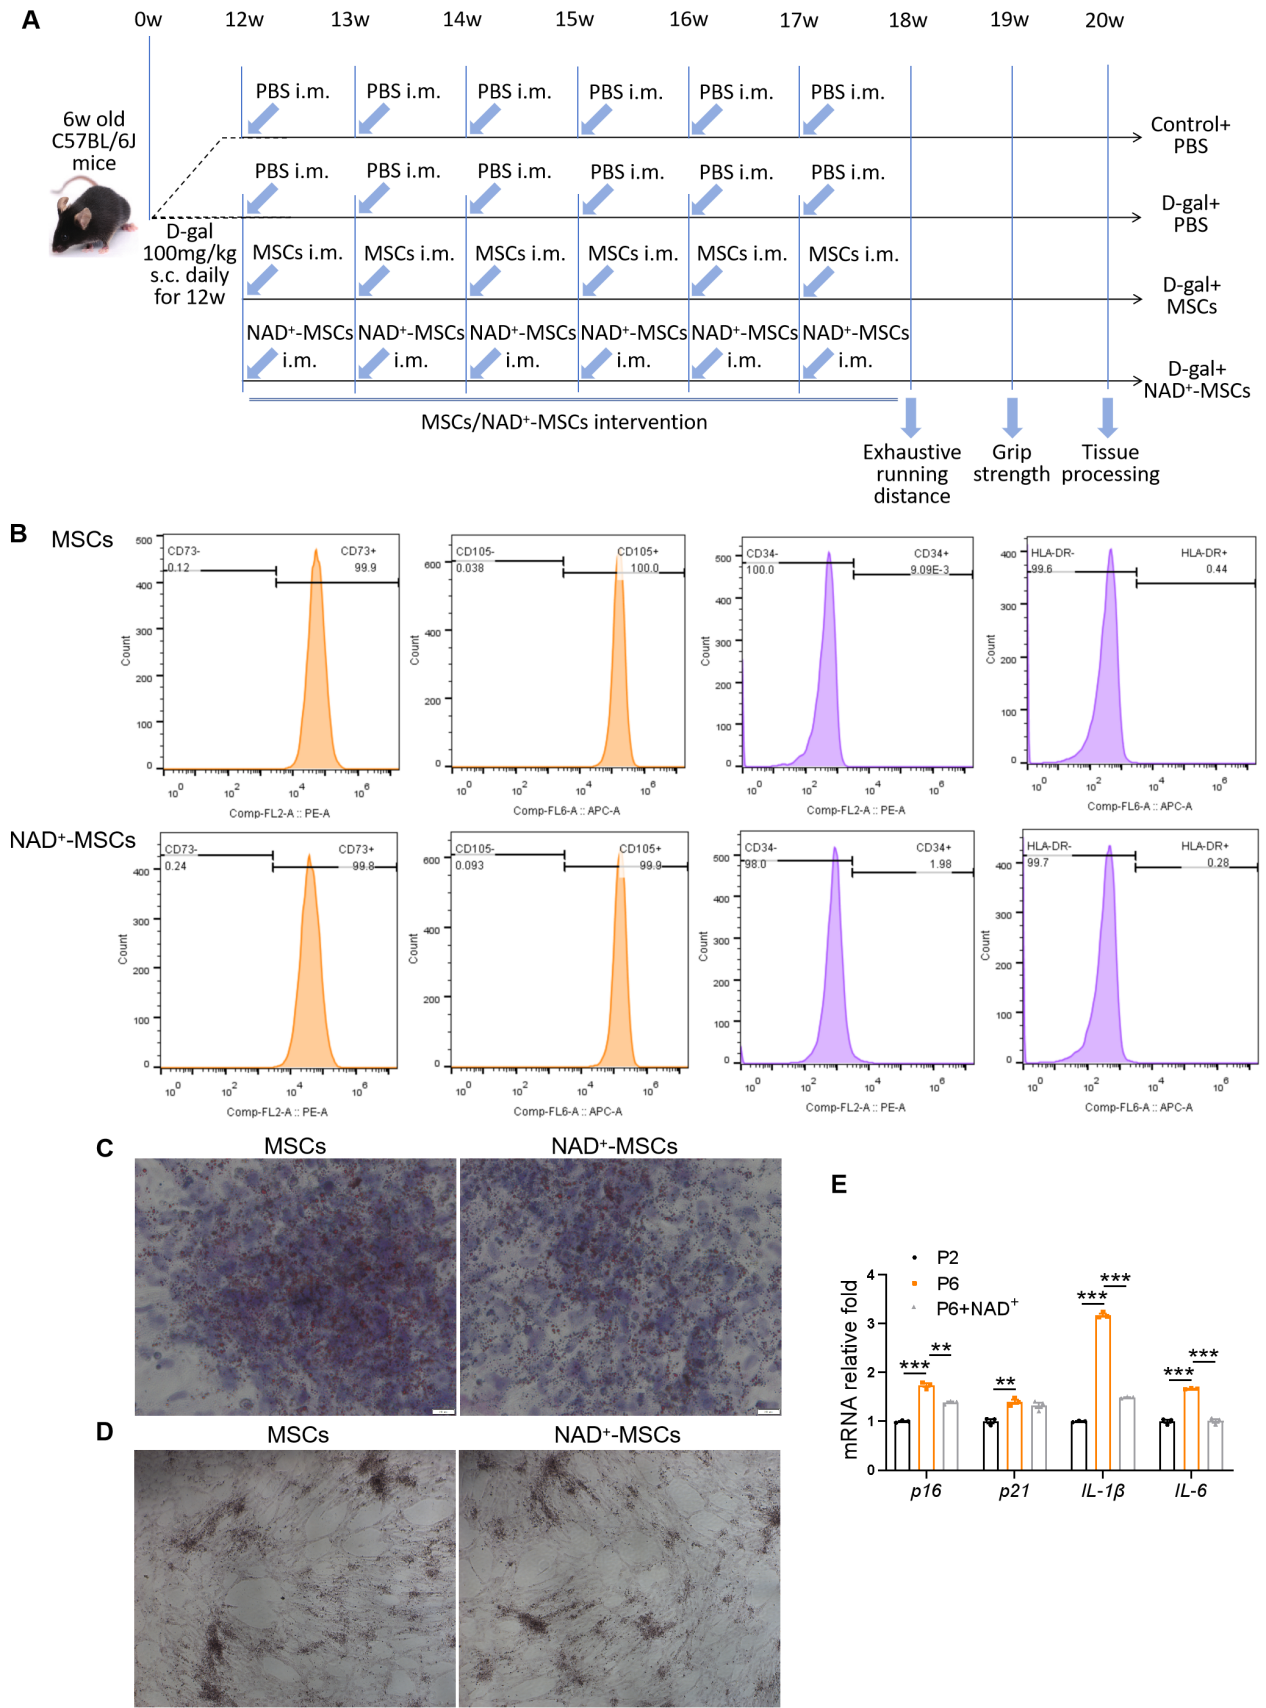
Supplementary Figure 1.** **Flow chart of the animal experiment and identification of MSCs/NAD^+^-MSCs.** (A) Flow chart of the animal experiment. (B) Flow cytometry analysis of MSCs/NAD^+^-MSCs markers CD105, CD73, CD34, and HLA‐DR. (C) Oil Red O staining for adipogenic differentiation ability of MSCs/NAD^+^-MSCs (scale bar, 20 μm). (D) Alizarin Red S staining for osteogenic differentiation ability of MSCs/NAD^+^-MSCs (Scale bar, 50 μm). (E) RT‐qPCR analysis of *p16, p21, IL-1β* and *IL-6* mRNA levels in MSCs/NAD^+^-MSCs (n=3). Data are presented as mean ± SEM. (***P* < 0.01, ****P* < 0.001)

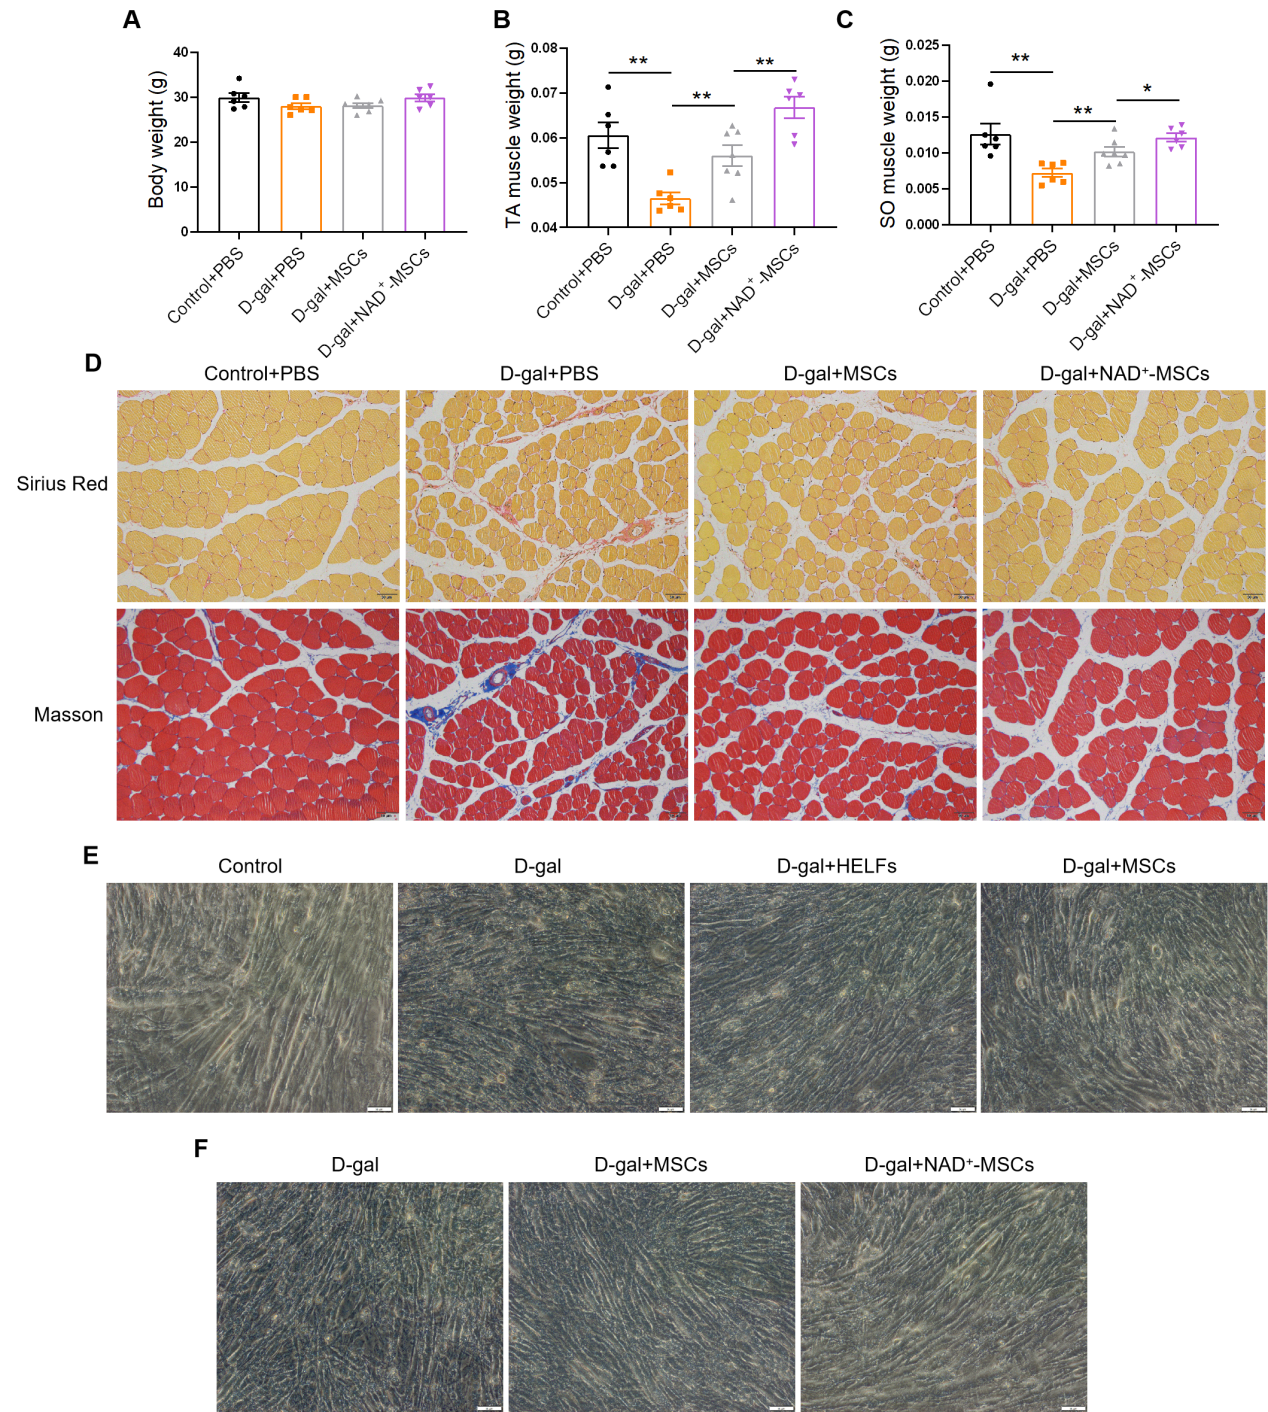
**Supplementary Figure 2. NAD^+^ pretreatment enhances the improvement effect of mesenchymal stromal cells (MSCs) on D-gal induced muscle atrophy**.(A) Body weight (n = 6–7 mice). (B) Tibialis anterior (TA) muscle weight (n = 6–7 mice). (C) Soleus (SO) muscle weight (n = 6–7 mice). (D) Sirius Red and Masson staining of TA muscles (Scale bar, 50 μm). (E) Representative images of C2C12 myotubes treated with D-gal and MSCs (Scale bar, 50 μm). (F) Representative images of C2C12 myotubes treated with MSCs and NAD^+^-MSCs (Scale bar, 50 μm). Data are presented as mean ± SEM. (**P* < 0.05, ***P* < 0.01)

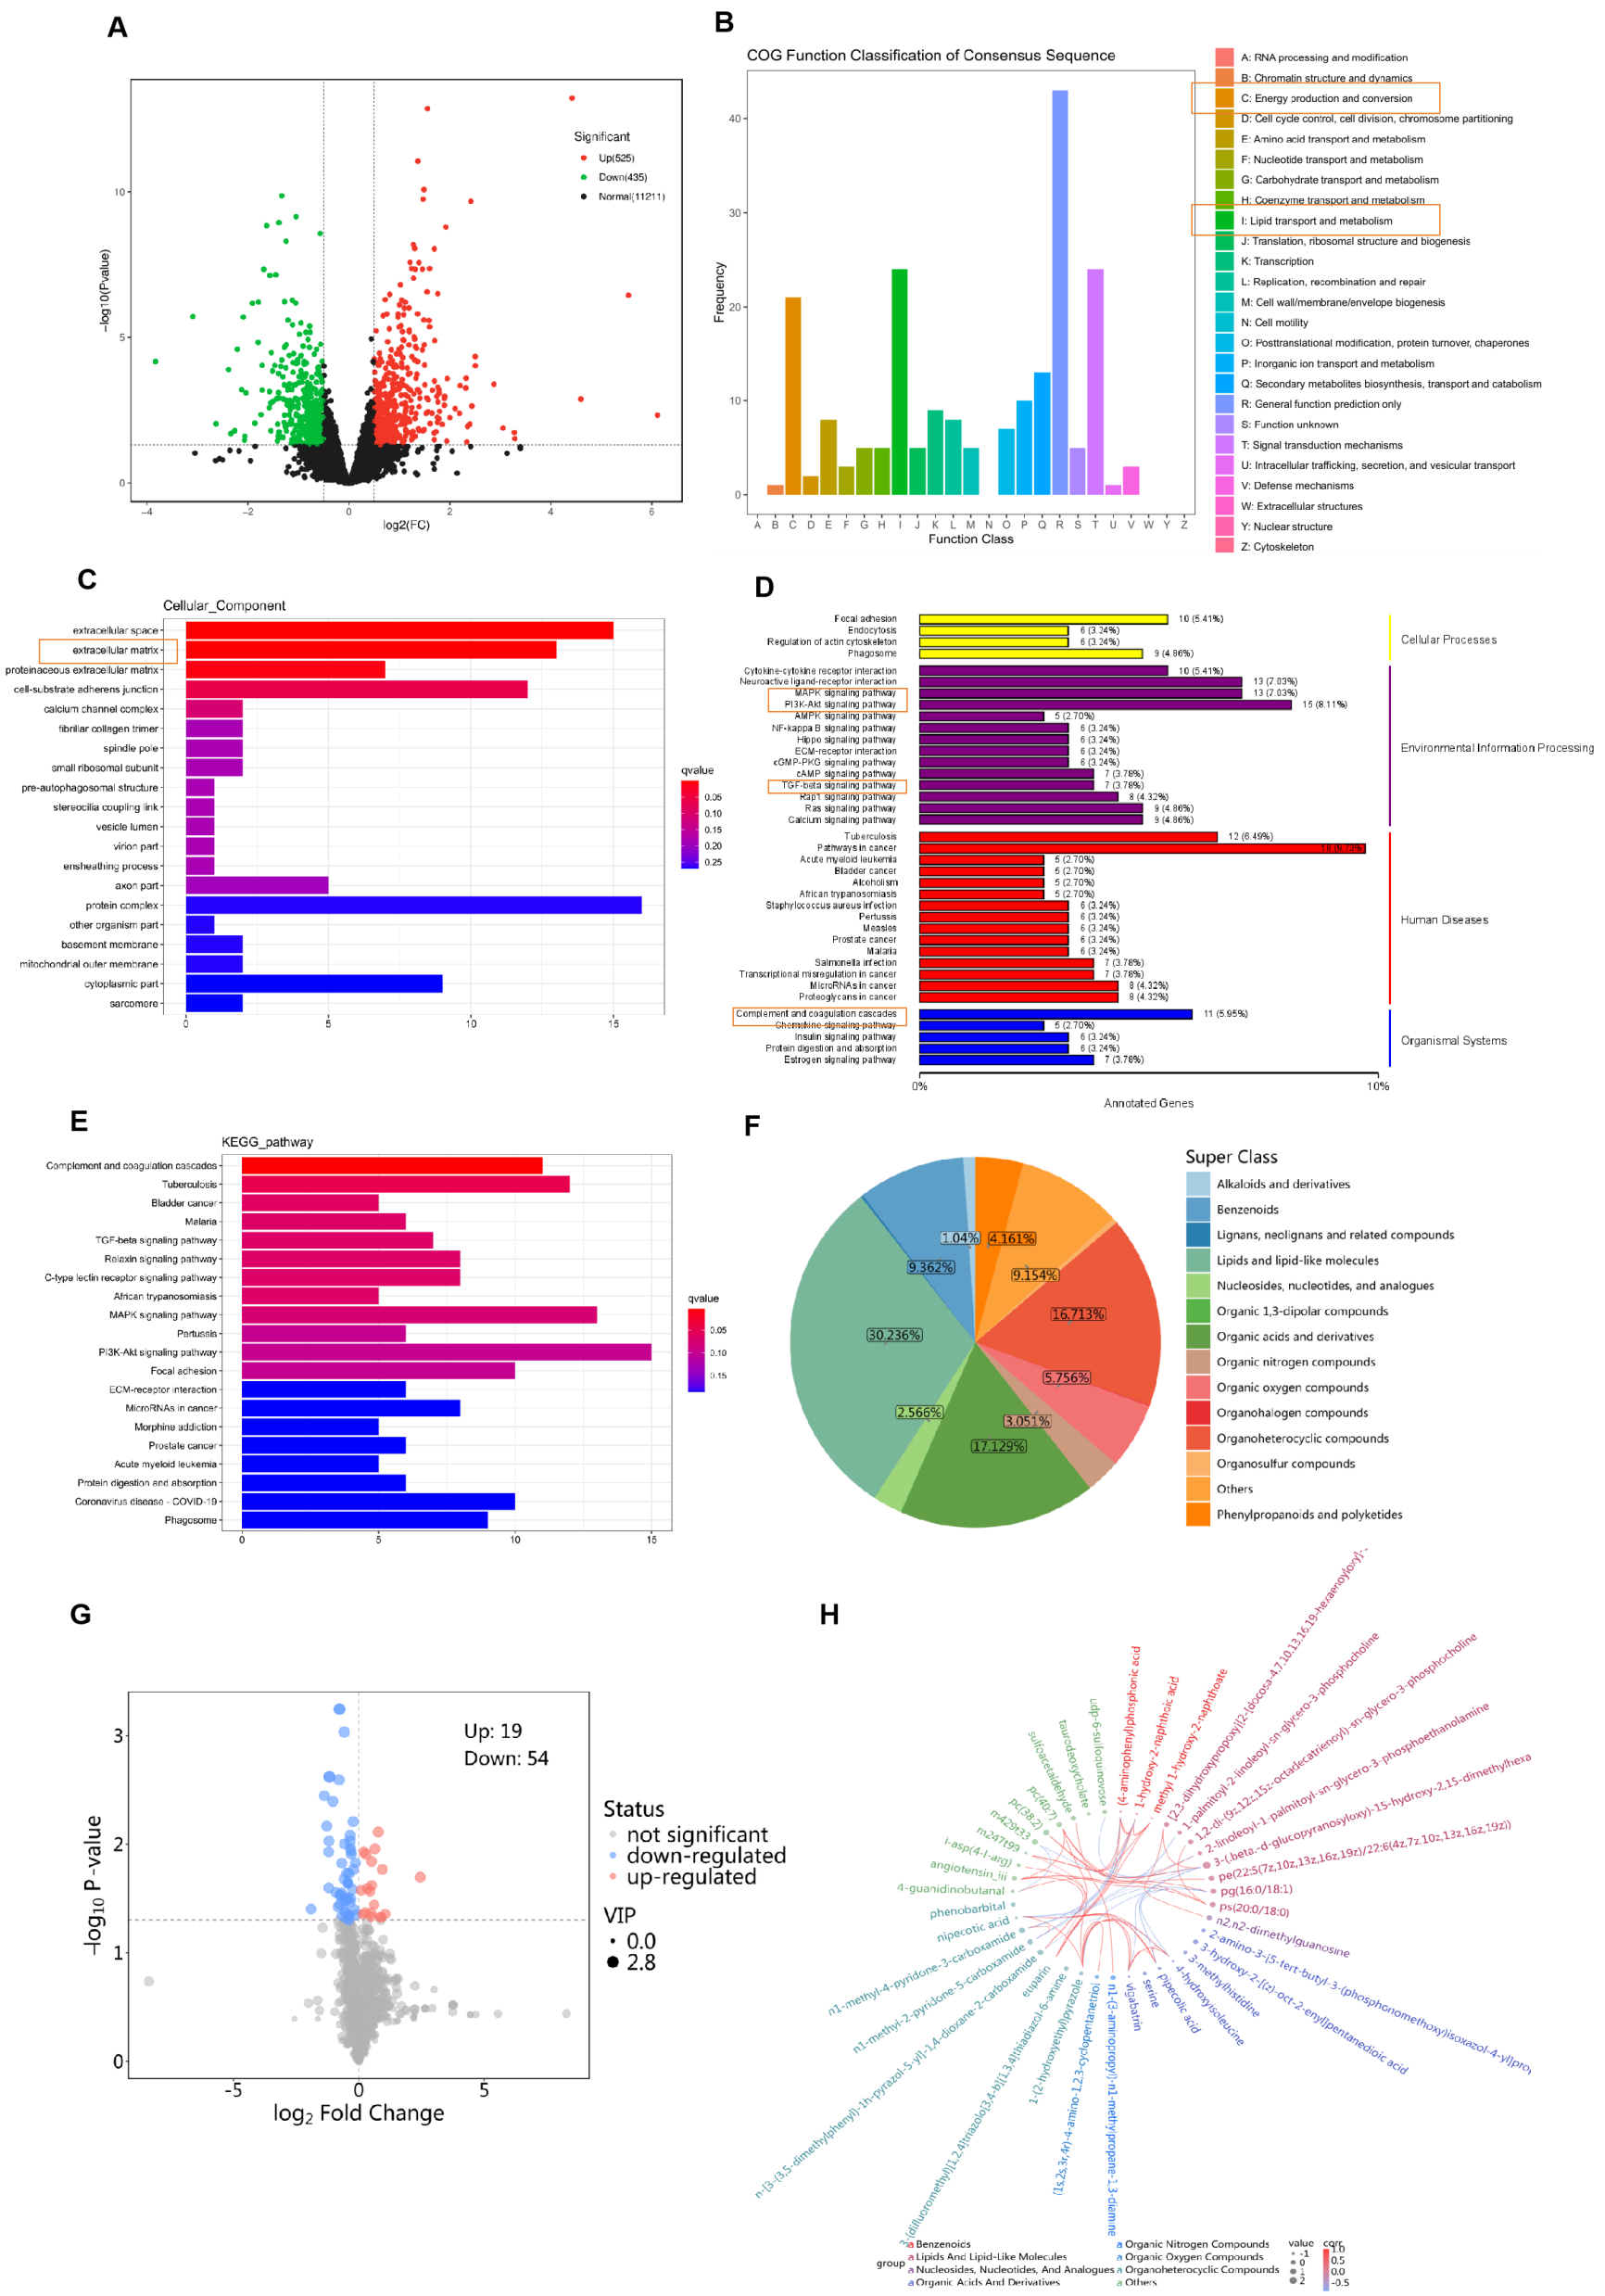

**Supplementary Figure 3. RNA-seq and metabolomics analysis of quadriceps (QUAD) muscle from D-gal mice with PBS or MSCs treatment.** (A) The volcano map of differentially expressed genes identified by RNA-seq analysis of quadriceps (QUAD) muscle from D-gal mice with PBS or MSCs treatment (n = 4 mice). (B) COG function classification of consensus sequence. (C) GO analysis of the down-regulated DEGs in cellular component. (D,E) KEGG analysis of the down-regulated DEGs. (F) Super class of metabolites identified by untargeted metabolomics of quadricep (QUAD) muscle from D-gal mice with PBS or MSCs treatment (n = 6 mice). (G) The volcano map of differentially expressed metabolites. (H) The chord plot of differentially expressed metabolites.

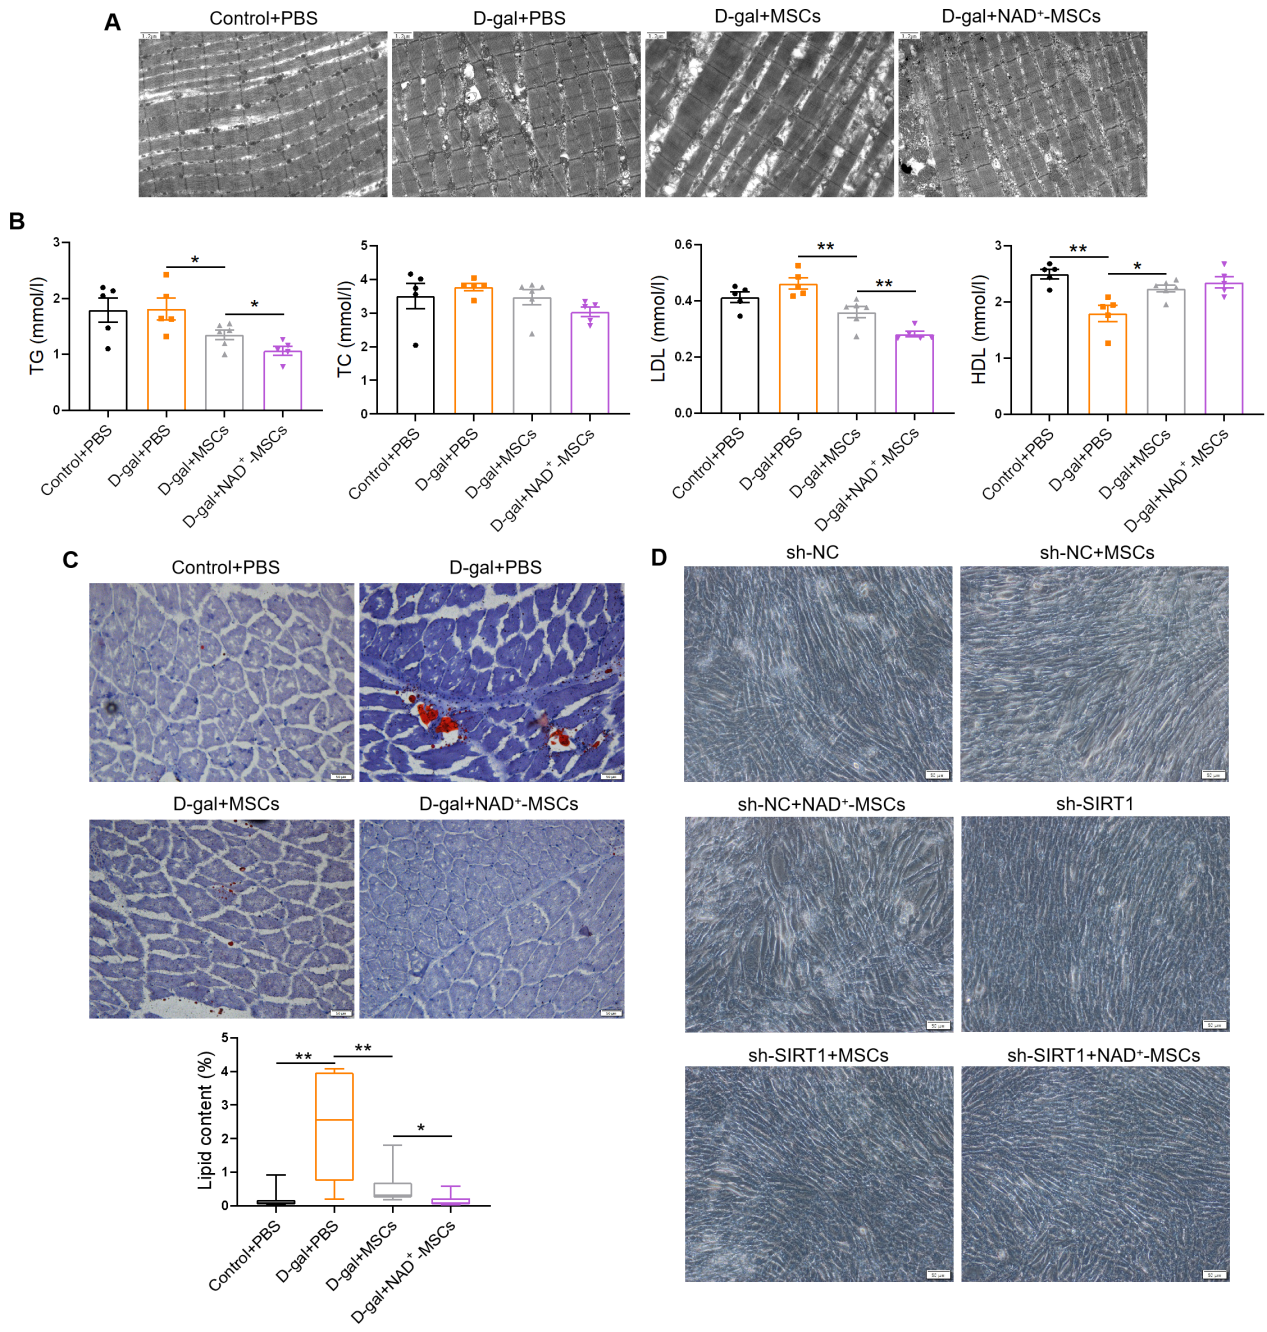
**Supplementary Figure 4. Mesenchymal stromal cells (MSCs)/NAD^+^-MSCs rescue muscle atrophy-associated impairment of mitochondrial function and lipid deposition through SIRT1**. (A) Transmission electron microscopy (TEM) images of intermyofibrillar (IMF) mitochondria in tibialis anterior (TA) muscles (Scale bar, 1.2 μm). (B) Plasma triglyceride (TG), total cholesterol (TC), low-density lipoprotein (LDL) and high**-**density lipoprotein (HDL) levels of mice (n = 5–6 mice). (C) Oil red O staining of QUAD muscles (Scale bar, 50 μm) and quantification of lipid content (n = 3 mice). (D) Representative images of C2C12 myotubes transfected with *SIRT1* shRNA and treated with MSCs/NAD^+^-MSCs (Scale bar, 50 μm). Data are presented as mean ± SEM. (**P* < 0.05, ***P* < 0.01)

**
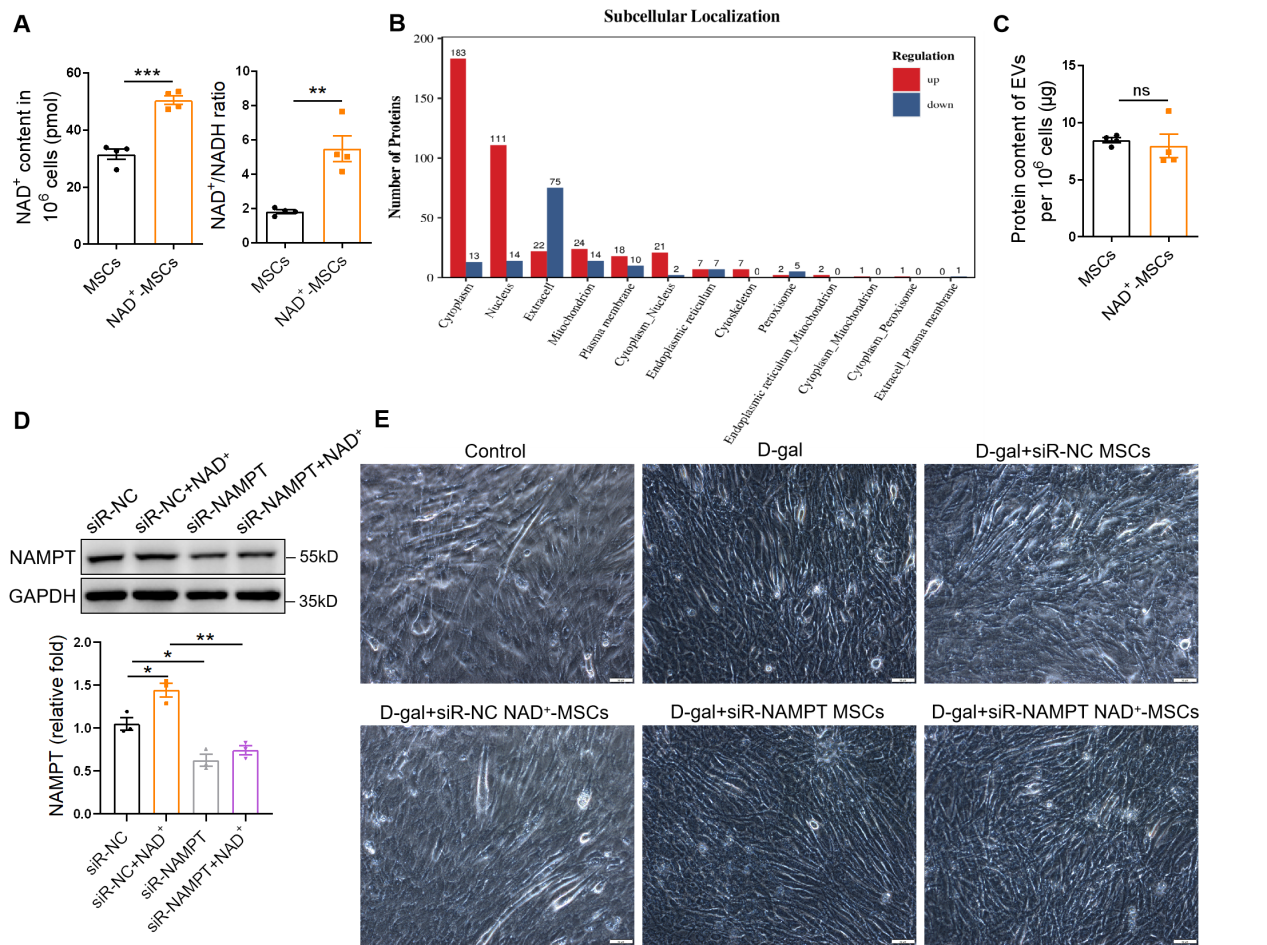
**

**Supplementary Figure 5. NAD^+^ enhances the therapeutic effect of mesenchymal stromal cells (MSCs) on muscle atrophy by promoting NAMPT secretion.** (A) Intracellular NAD^+^ content and NAD^+^/NADH ratio of MSCs with or without NAD^+^ treatment (n = 3). (B) Subcellular localization of protein component identified by supernatant proteomics analysis of MSCs with or without NAD^+^ treatment (n = 3). (C) The total protein content of EVs derived from MSCs with or without NAD^+^ treatment (n = 4). (D) Western blot analysis of NAMPT in MSCs transfected with NAMPT siRNA and treated with NAD^+^ (n=3). Quantification of bands was performed using ImageJ software. (E) Representative images of C2C12 myotubes treated with D-gal and siR-NAMPT MSCs/NAD^+^-MSCs (Scale bar, 50 μm). Data are presented as mean ± SEM. (**P* < 0.05, ***P* < 0.01, ****P* < 0.001)

# Supplementary material for: NAD+ Enhanced Mesenchymal Stromal Cells Effect on Muscle Atrophy by Improving SIRT1‐Mediated Mitochondrial Function via NAMPT
**Source:** J Cachexia Sarcopenia Muscle. 2025 Dec 12;16(6):e70142. doi: 10.1002/jcsm.70142
**Supplement:** Supplementary file 2 — Data S1: Supplementary References.

**Supplementary references:**

[S1][Lim](https://pubmed.ncbi.nlm.nih.gov/?term=Lim+P&cauthor_id=39835720) P, [Woo](https://pubmed.ncbi.nlm.nih.gov/?term=Woo+SW&cauthor_id=39835720) SW, [Han](https://pubmed.ncbi.nlm.nih.gov/?term=Han+J&cauthor_id=39835720) J, [Lee](https://pubmed.ncbi.nlm.nih.gov/?term=Lee+YL&cauthor_id=39835720) YL, [Shim](https://pubmed.ncbi.nlm.nih.gov/?term=Shim+JH&cauthor_id=39835720) JH, [Kim](https://pubmed.ncbi.nlm.nih.gov/?term=Kim+HS&cauthor_id=39835720) HS. Danshensu sodium salt alleviates muscle atrophy via CaMKII-PGC1α-FoxO3a signaling pathway in D-galactose-induced models. FASEB J. 2025 Jan 31;39(2):e70280. DOI: 10.1096/fj.202402158R.

[S2]Jiang X, Ji S, Yuan F, Li T, Cui S, Wang W, et al. Pyruvate dehydrogenase B regulates myogenic differentiation via the FoxP1-Arih2 axis. J Cachexia Sarcopenia Muscle. 2023 Feb;14(1):606-621. DOI: 10.1002/jcsm.13166.

[S3]Wang HH, Zhang Y, Qu TQ, Sang XQ, Li YX, Ren FZ, et al. Nobiletin Improves D-Galactose-Induced Aging Mice Skeletal Muscle Atrophy by Regulating Protein Homeostasis. Nutrients. 2023 Apr 7;15(8):1801. DOI: 10.3390/nu15081801.

[S4]Takegaki J, Sase K, Kono Y, Nakano D, Fujita T, Konishi S, et al. Intramuscular injection of mesenchymal stem cells activates anabolic and catabolic systems in mouse skeletal muscle. Scientific reports. 2021, 11(1): 21224. [DOI: 10.1038/s41598-021-00627-6.](https://doi.org/10.1038/s41598-021-00627-6" \t "https://pubmed.ncbi.nlm.nih.gov/_blank)

[S5]Wang H, Sun Y, Pi C, Yu X, Gao X, Zhang C, et al. Nicotinamide Mononucleotide Supplementation Improves Mitochondrial Dysfunction and Rescues Cellular Senescence by NAD/Sirt3 Pathway in Mesenchymal Stem Cells. Int J Mol Sci. 2022, 23(23):14739. [DOI: 10.3390/ijms232314739.](https://doi.org/10.3390/ijms232314739" \t "https://pubmed.ncbi.nlm.nih.gov/_blank)

[S6]Chong MC, Silva A, James PF, Wu SSX, Howitt J. [Exercise increases the release of NAMPT in extracellular vesicles and alters NAD](https://pubmed.ncbi.nlm.nih.gov/35661560/" \t "https://pubmed.ncbi.nlm.nih.gov/_blank)^[+](https://pubmed.ncbi.nlm.nih.gov/35661560/" \t "https://pubmed.ncbi.nlm.nih.gov/_blank)^[activity in recipient cells.](https://pubmed.ncbi.nlm.nih.gov/35661560/" \t "https://pubmed.ncbi.nlm.nih.gov/_blank) Aging Cell. 2022, 21(7):e13647. DOI: 10.1111/acel.13647.

[S7]Short KR, Bigelow ML, Kahl J, Singh R, Coenen-Schimke J, Raghavakaimal S, et al. Decline in skeletal muscle mitochondrial function with aging in humans. Proc Natl Acad Sci U S A. 2005, 102:5618-5623. [DOI: 10.1073/pnas.0501559102.](https://doi.org/10.1073/pnas.0501559102" \t "https://pubmed.ncbi.nlm.nih.gov/_blank)

# Supplementary material for: NAD+ Enhanced Mesenchymal Stromal Cells Effect on Muscle Atrophy by Improving SIRT1‐Mediated Mitochondrial Function via NAMPT
**Source:** J Cachexia Sarcopenia Muscle. 2025 Dec 12;16(6):e70142. doi: 10.1002/jcsm.70142

Figure 1

Figure 1D

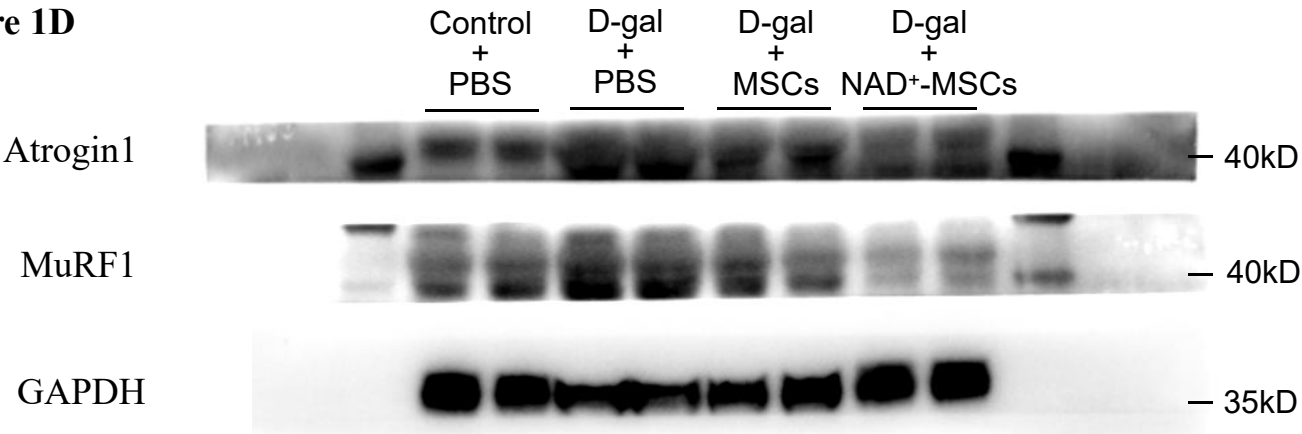

Figure 1E

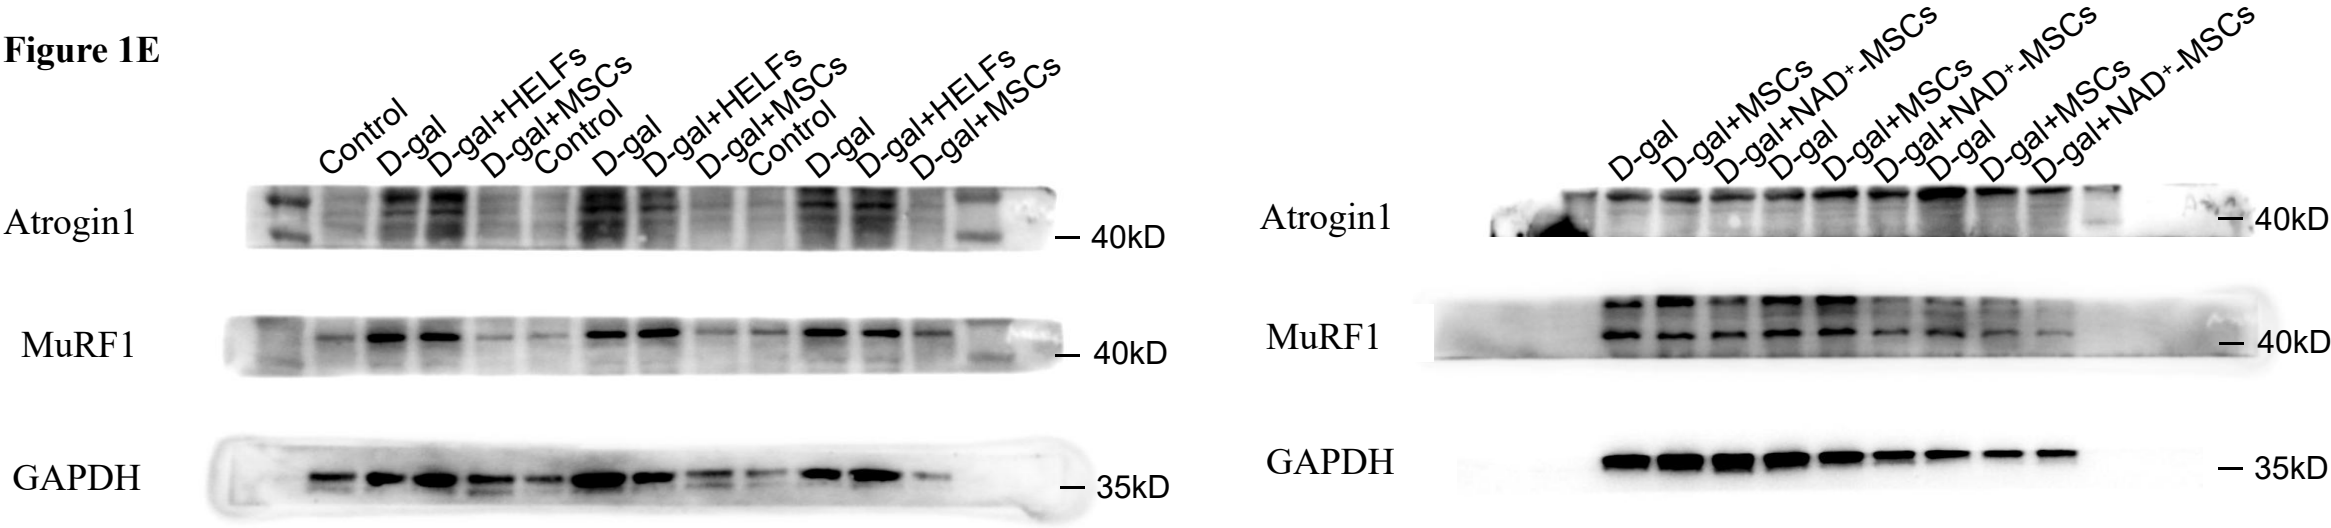

Figure 2

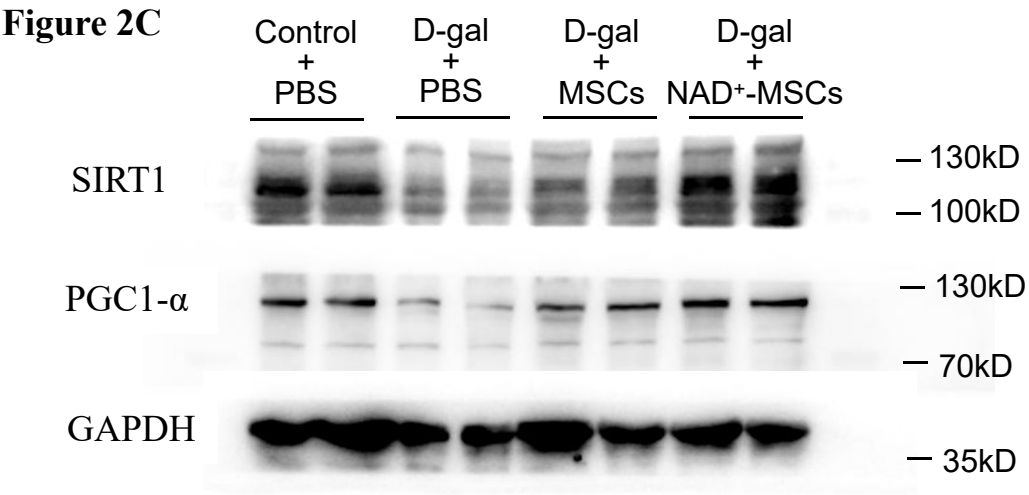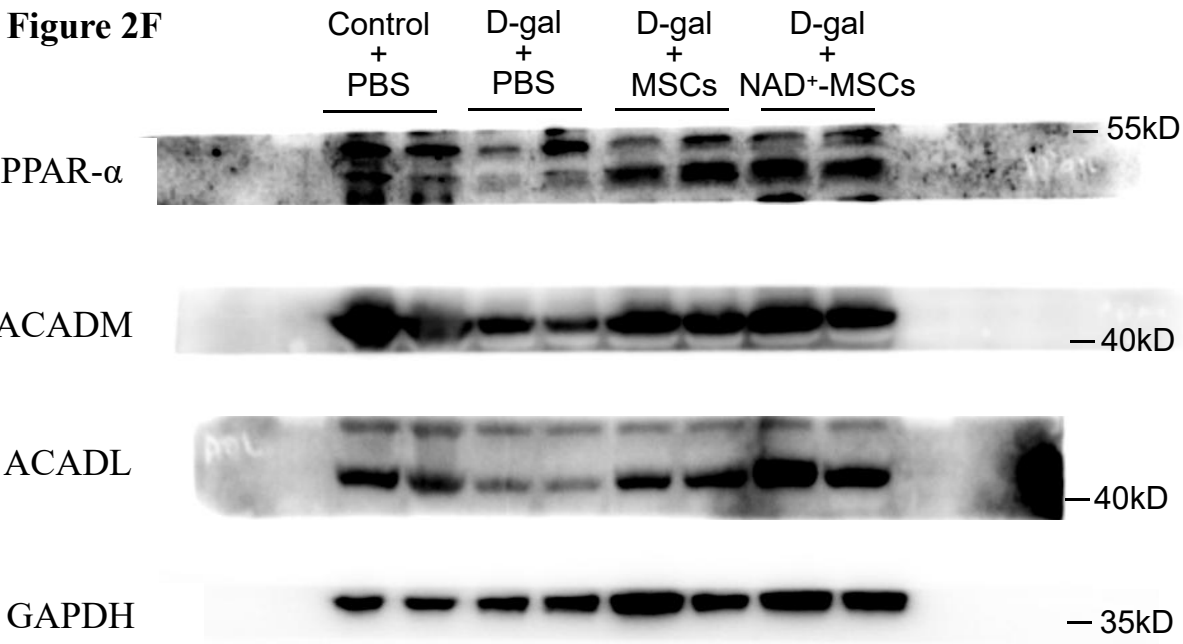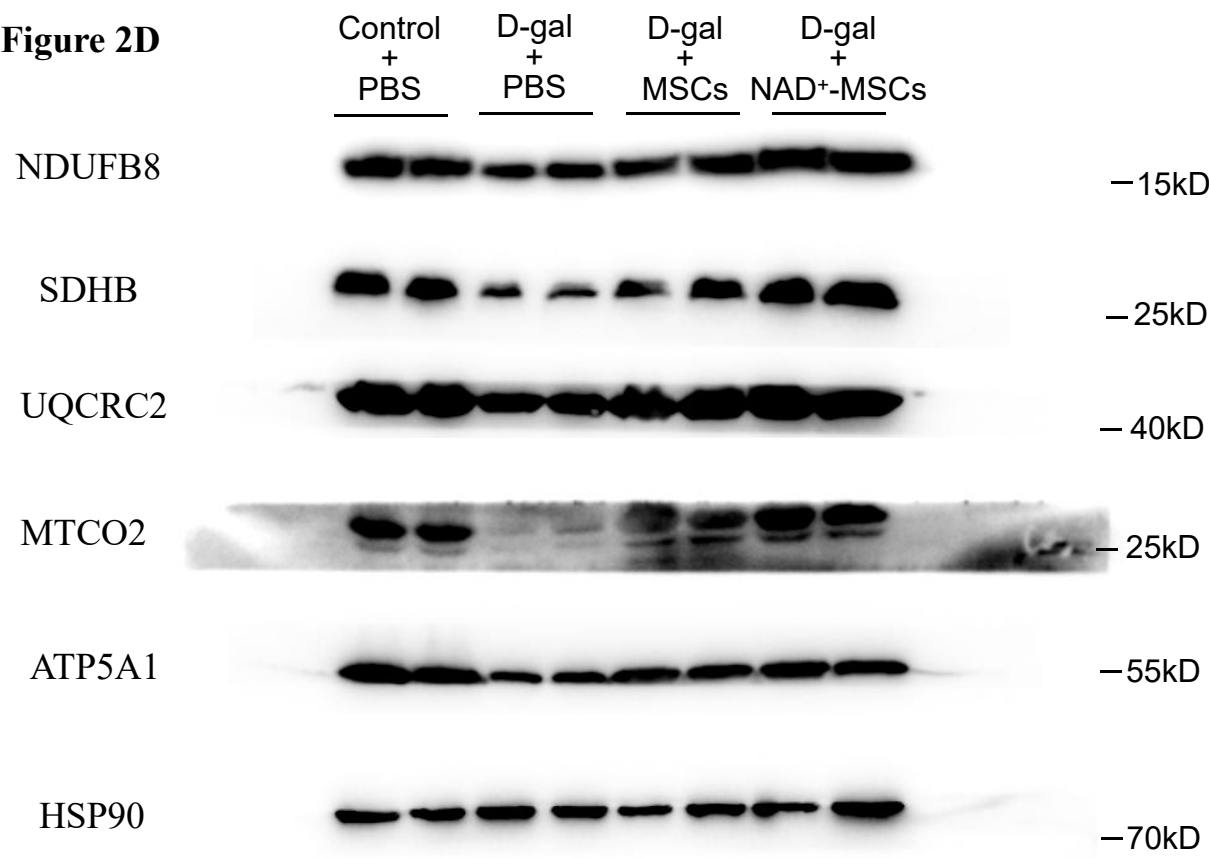

Figure 3

Figure 3A

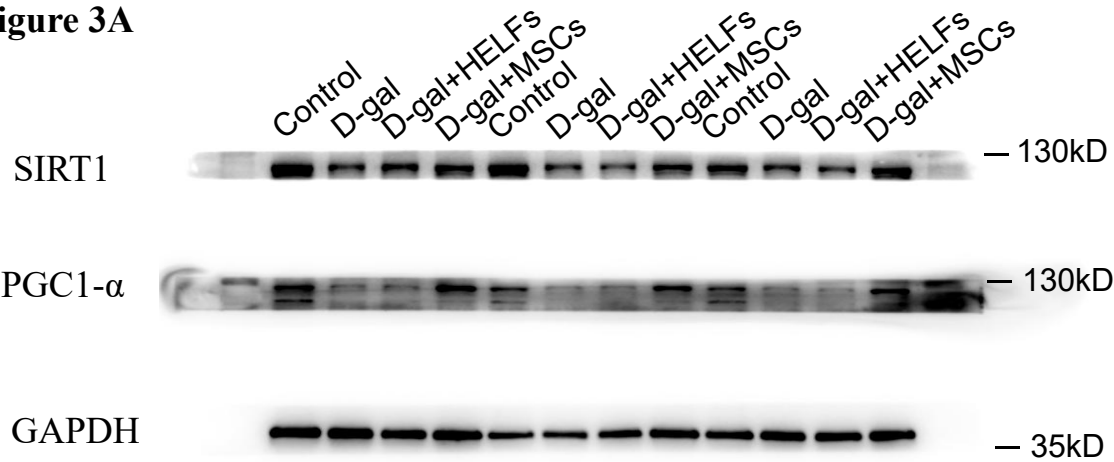

Figure 3B

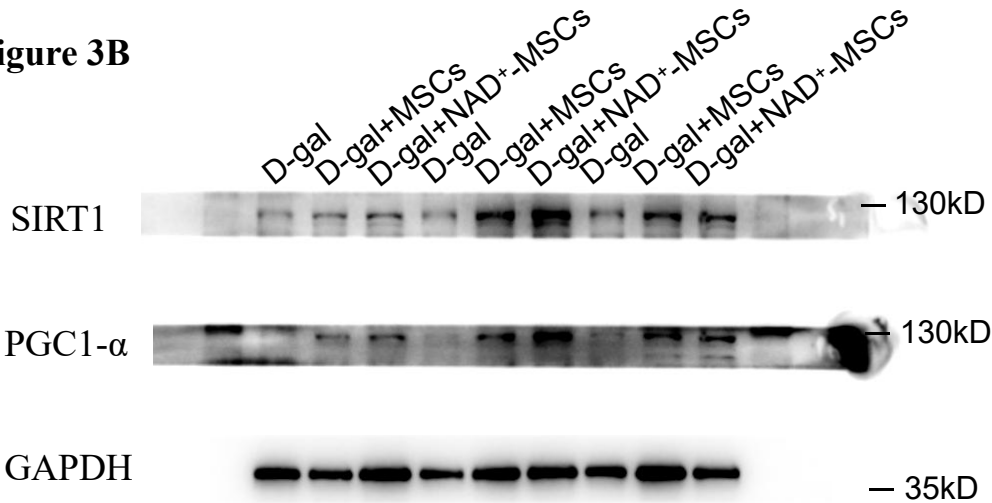

Figure 3C

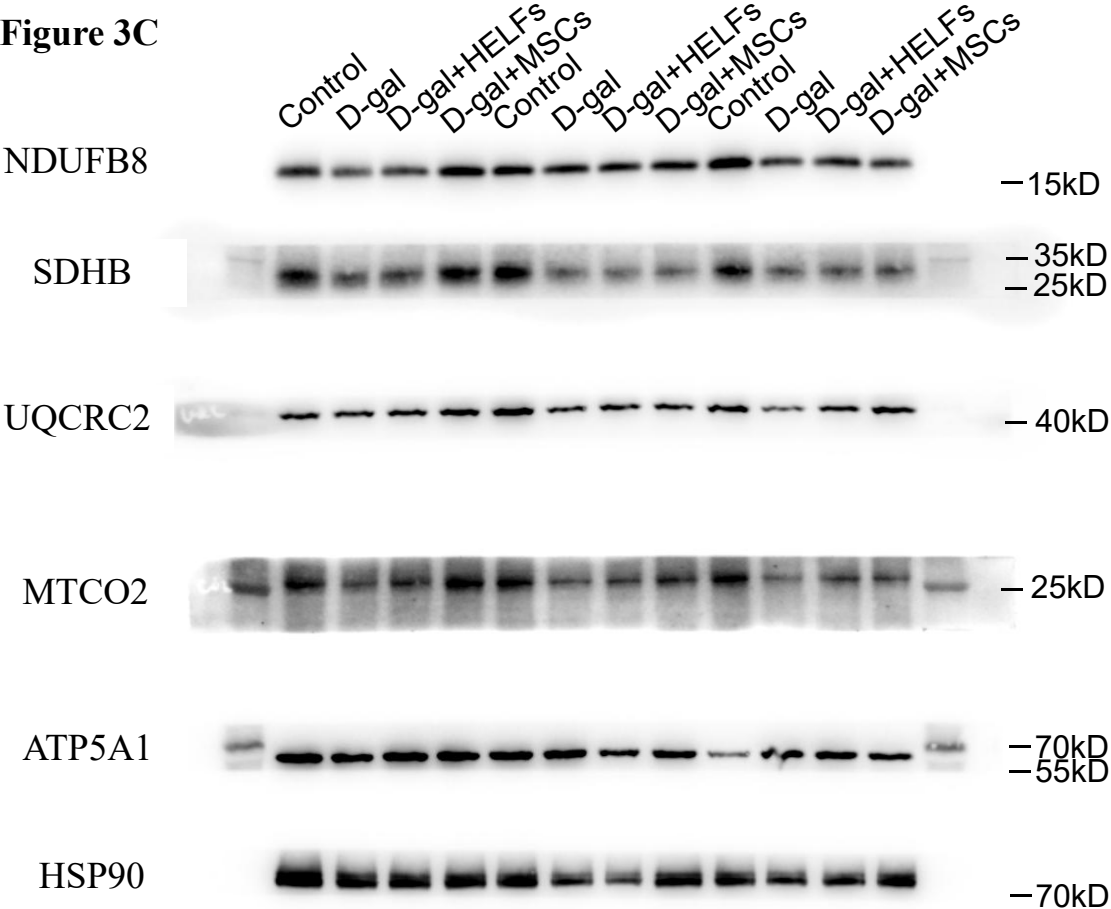

Figure 3

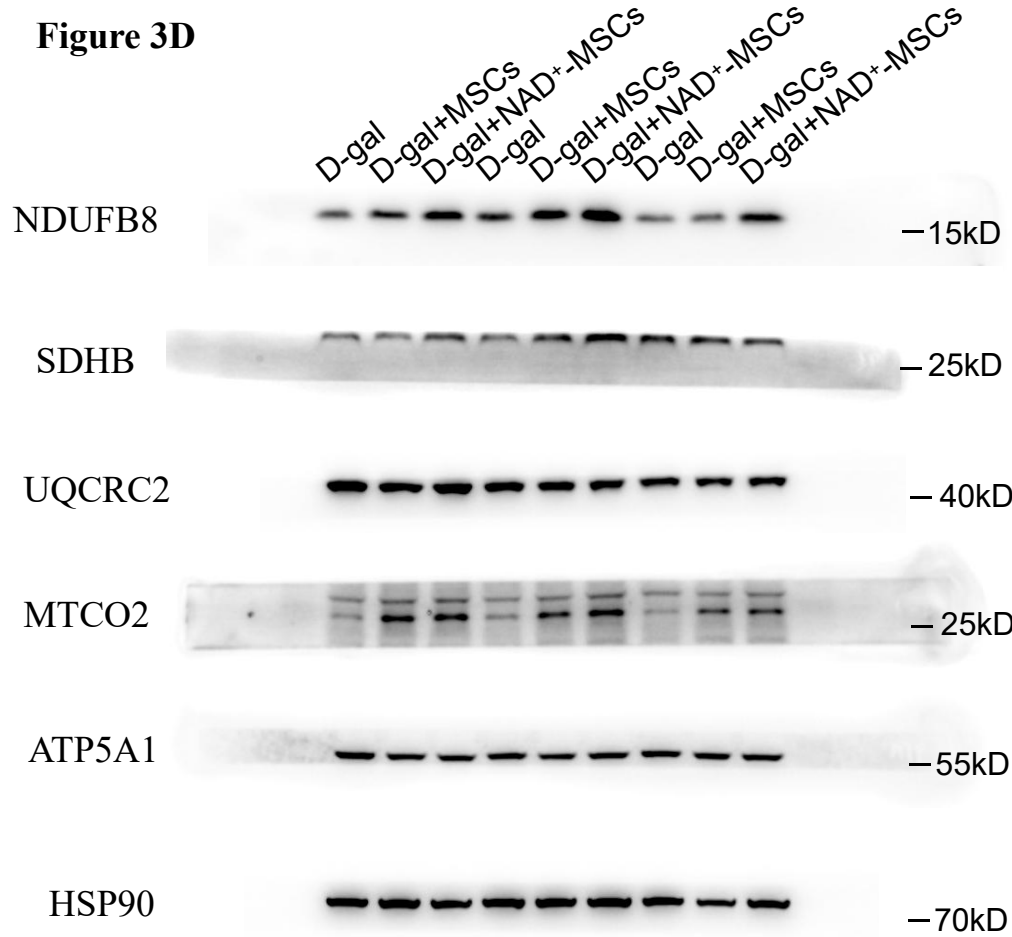

Figure 3E

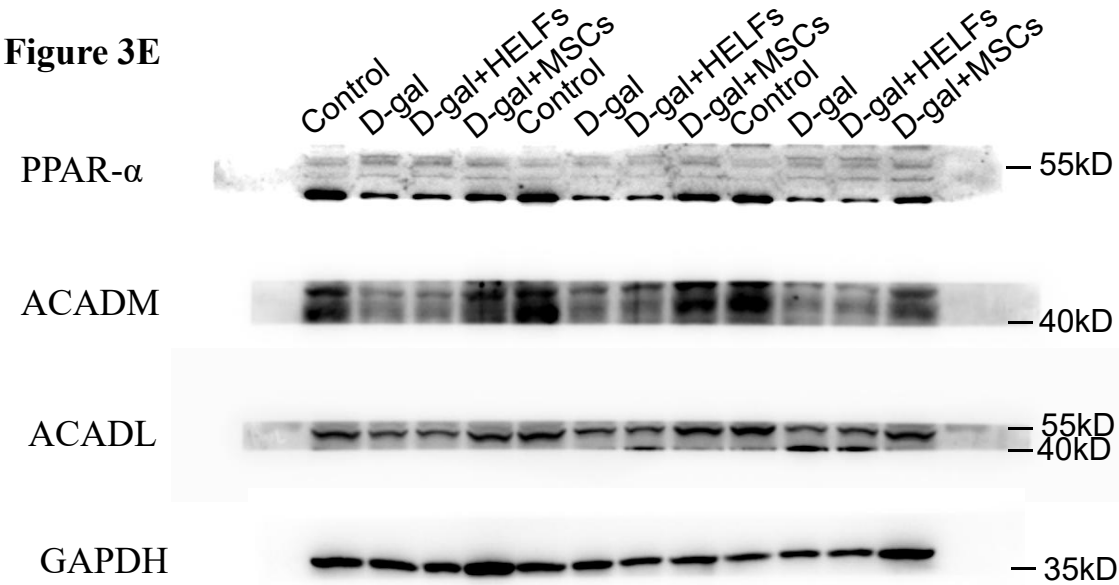

Figure 3F

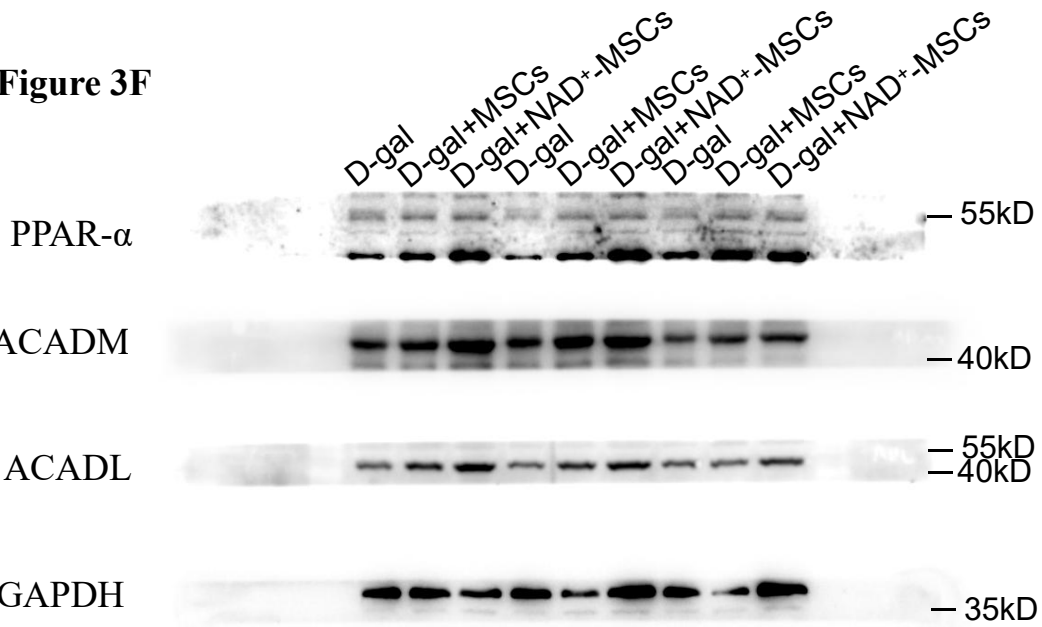

Figure 4

Figure 4A

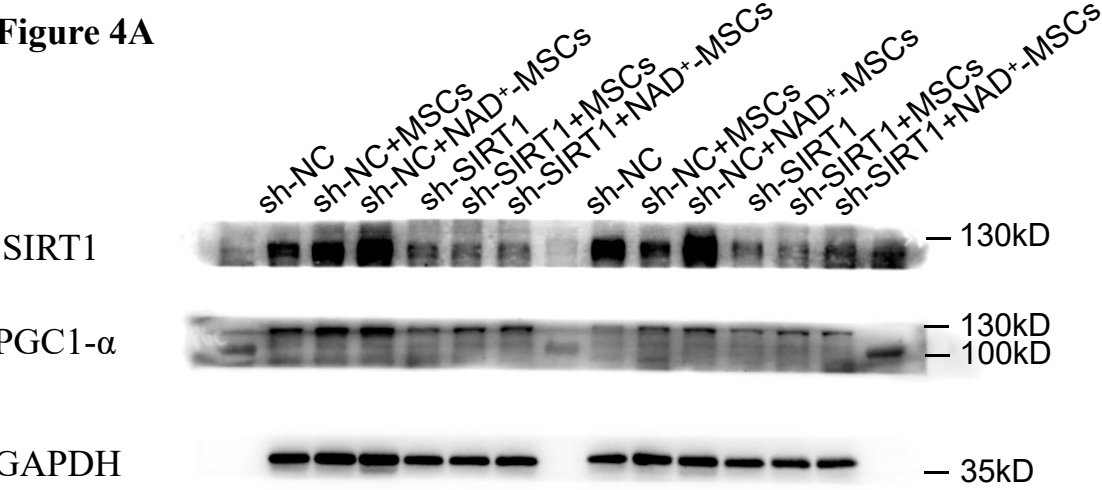

Figure 4D

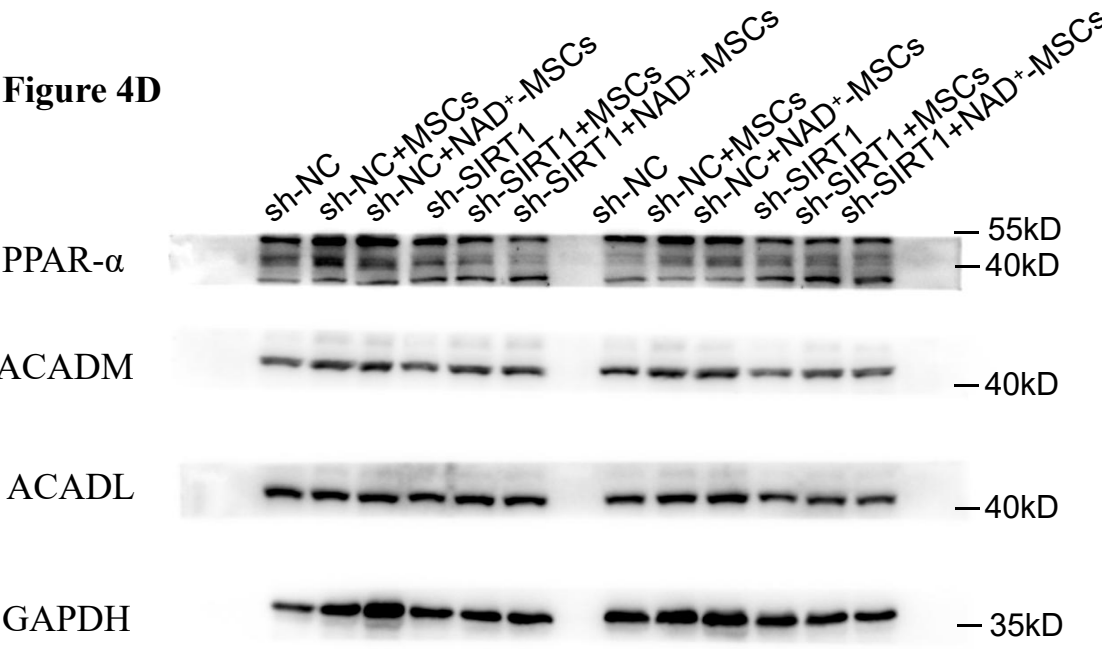

Figure 4B

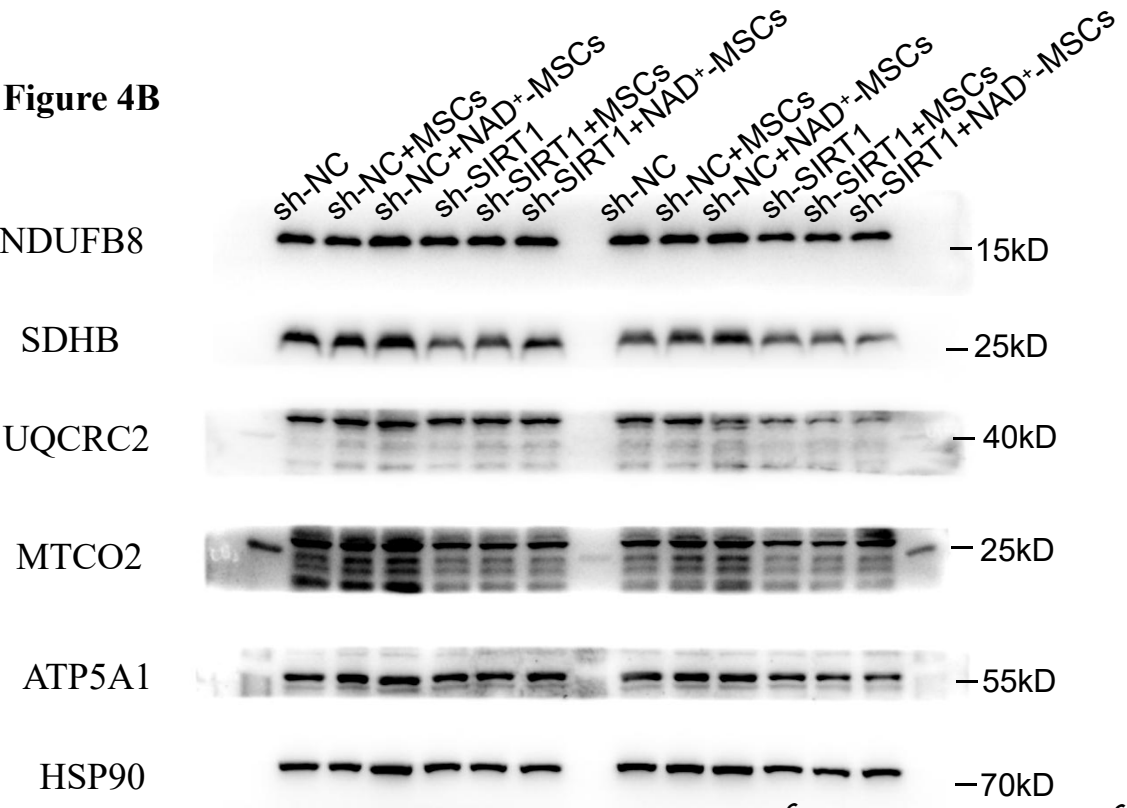

Figure 4E

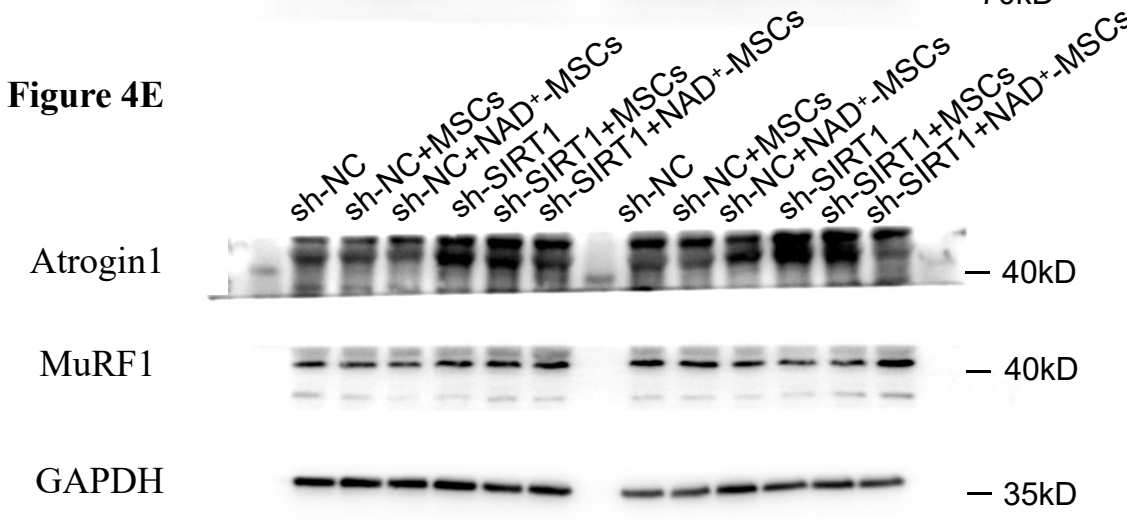

Figure 5

Figure 5F

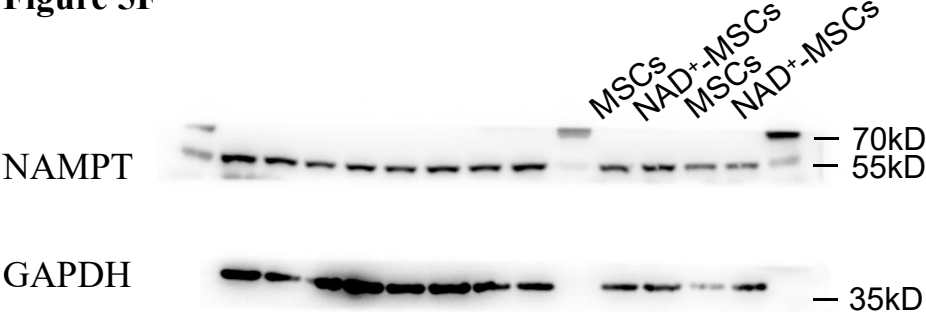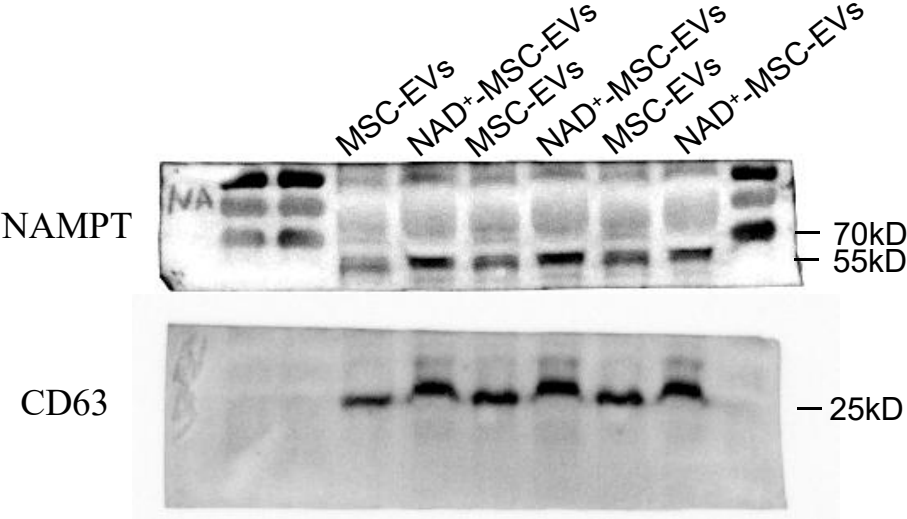

Figure 6

Figure 6A

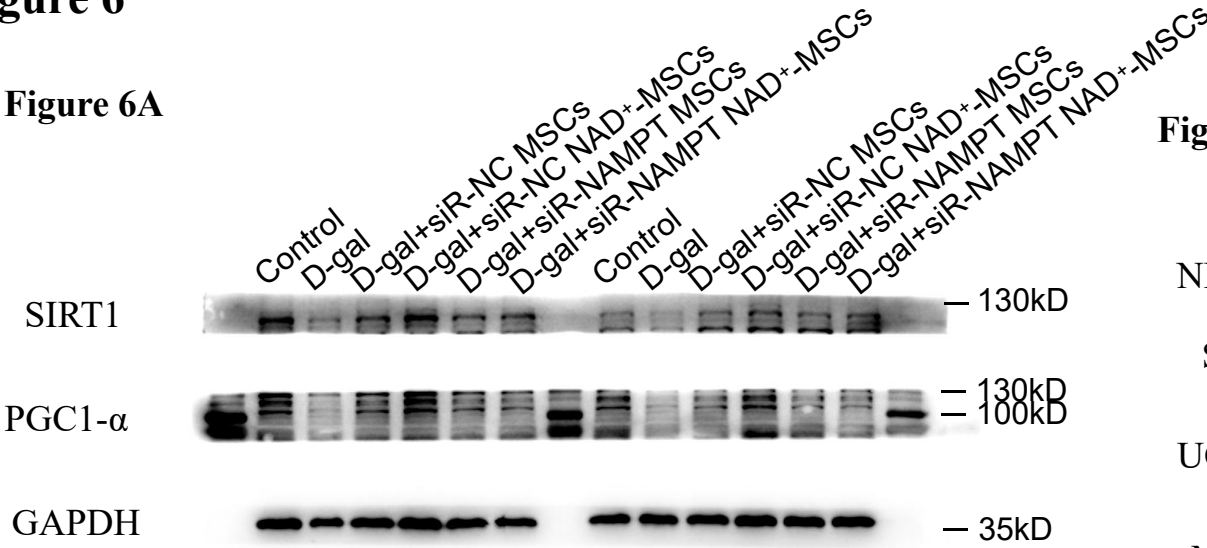

Figure 6B

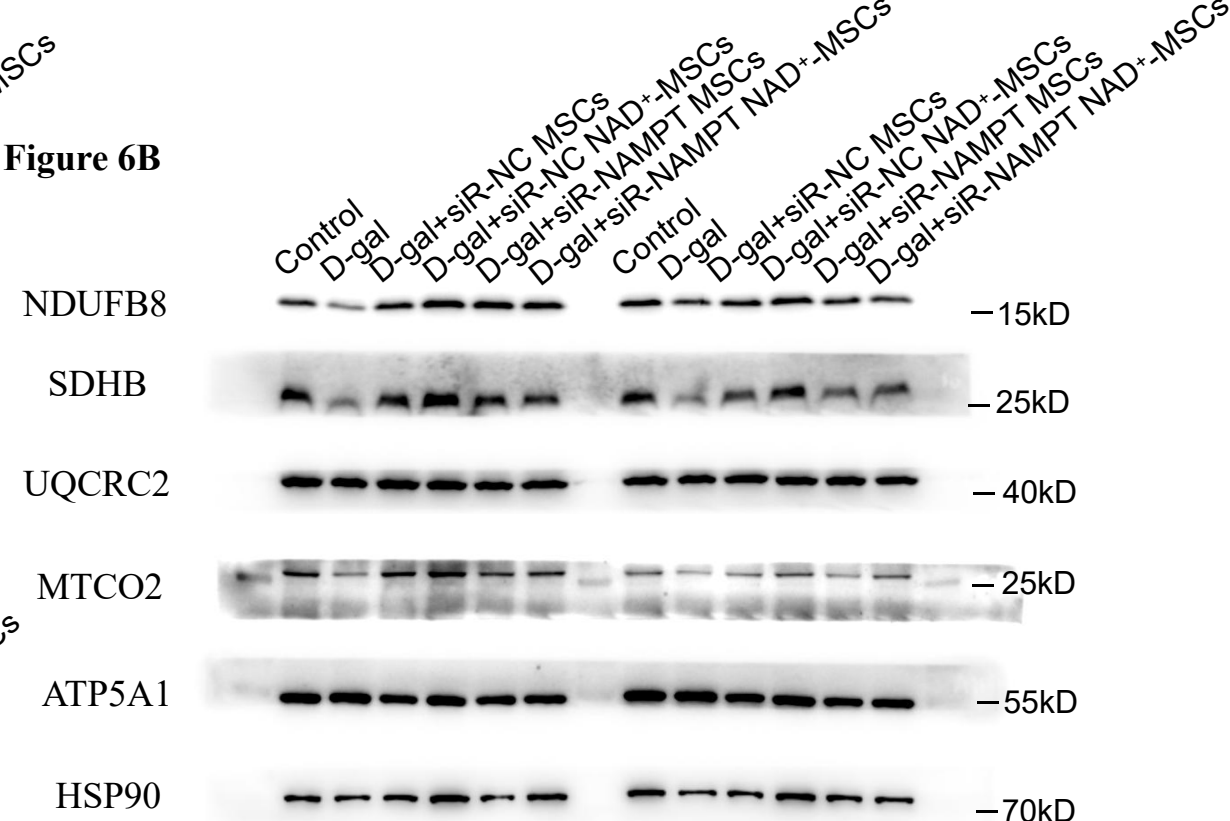

Figure 6D

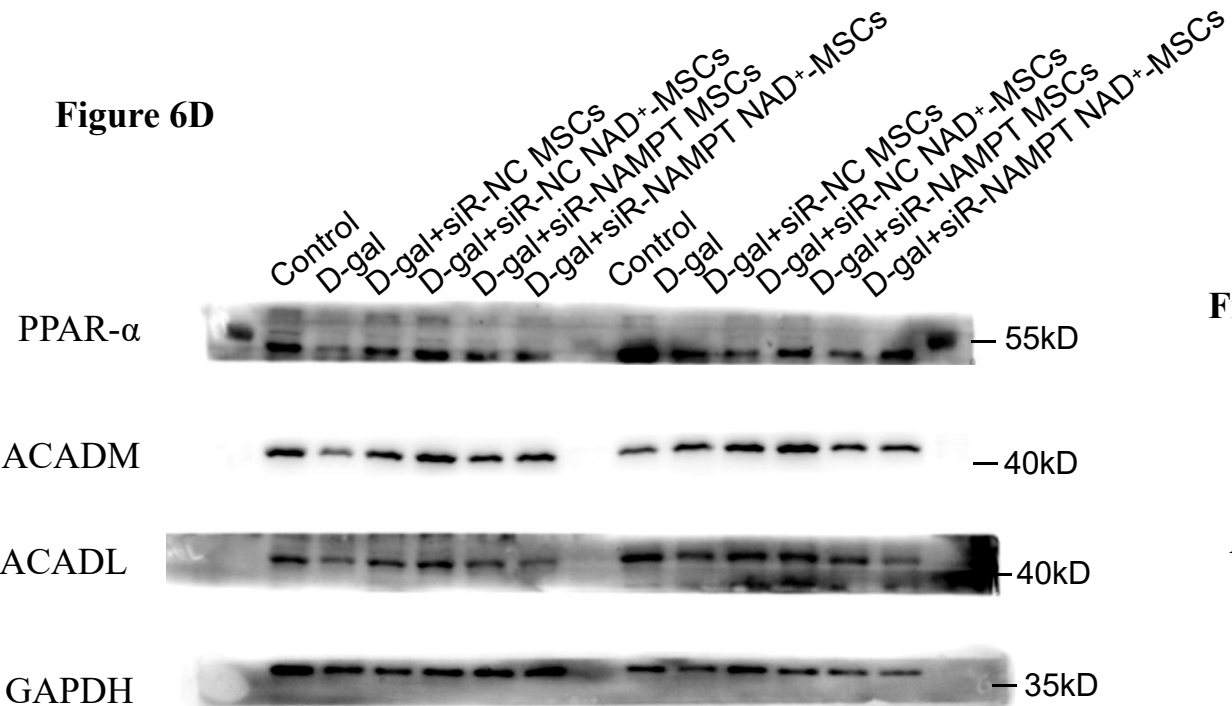

Figure 6E

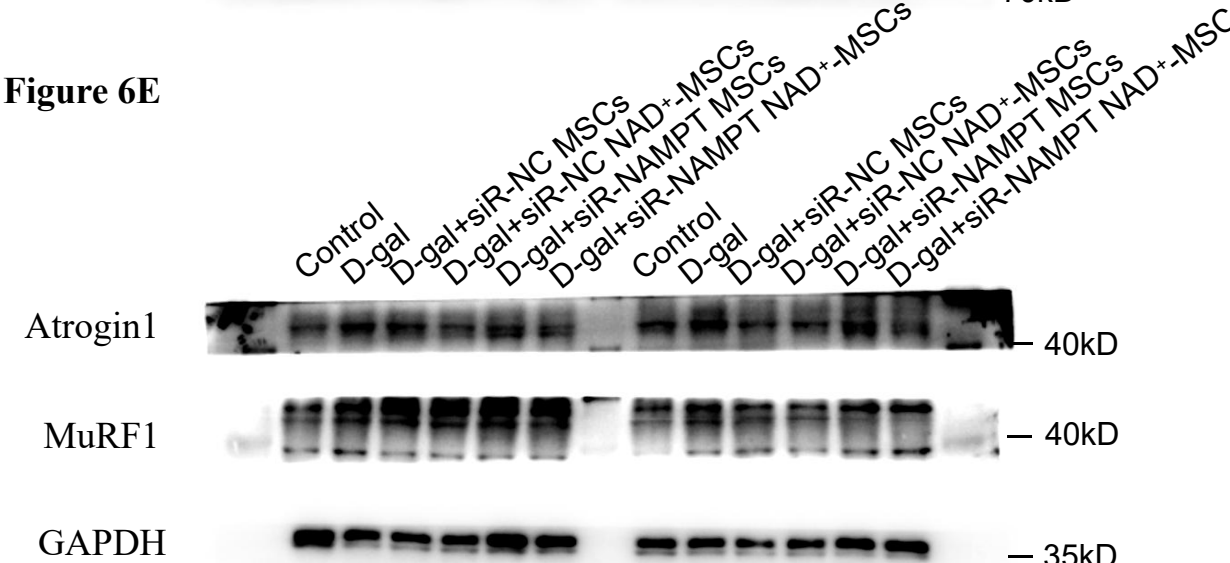

Figure S5

Figure S5C

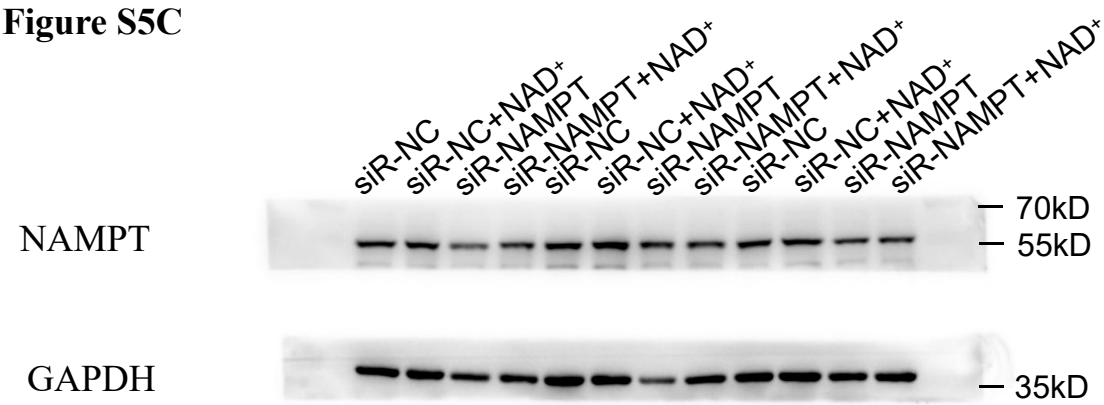

**Supplement:** Supplementary file 3 — Data S2: Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

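RNA from the QUAD muscle of 8 male mice exposed to D-gal, 4 injected with PBS and 4 with MSCs, was sequenced with 1 library per mouse. The counts analysed here are the authors' raw counts per gene as deposited. The authors aligned the reads with HISAT2 (version not given) to the mouse genome build GRCm39 and made 1 table for all libraries. The tool that counted the reads, the annotation and the strand setting are not given in the sources used here. Of 12171 genes, 300 are assembled loci without a gene name, 8 are Ensembl identifiers and 213 are predicted genes. Every gene in the table has at least 1 count per 1000000 in at least 4 libraries. Genes were taken by their symbols, of which 11620 are in the GENCODE vM21 gene name table, and no coordinates were used.
Counts were analysed in R 4.3.3. In edgeR 4.0.16 the function filterByExpr removed 0 genes, factors came from TMM (0.760 to 1.14), and dispersions and a robust quasi-likelihood fit with group as the only term were followed by a quasi-likelihood F test. The standard error of a log2 fold change is its size divided by the square root of F. P-values were adjusted over all genes by the Benjamini-Hochberg method and called at an adjusted p under 0.05. The study's thresholds, an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5, were read from Figure S3A. Gene levels are counts per 1000000 of the TMM-scaled library, given as mean ± SD, and log2 values for scores used a prior count of 2.
The 46 gene lists, of metabolic pathways, respiratory complexes, signalling pathways, stress responses and cell type markers, were written from general knowledge, and some share genes. Lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01 between genes and, beside it, at an estimated correlation, and with fry (limma 3.58.1). Each list was also tested for over-representation among the higher or the lower genes at the study's thresholds (one-sided Fisher's exact test, 86 tests). P-values were adjusted over the lists. Members of a list were also adjusted over the list alone. List scores and the genes named by the study were compared by an exact permutation test over all assignments of 8 mice to 4 and 4. The p-values of that test are unadjusted unless stated.
The genes named are 18 genes whose protein or mRNA the study measured, chosen from its methods, up to 4 members of each list with the smallest p, and the 10 genes with the largest log2 fold change in each direction among called genes whose groups do not overlap. The last part applied to 0 genes in edgeR and was applied to the calls of DESeq2 after the values had been seen. Genes named outside this rule are marked as such where they appear.
Total counts had a median of 35582088 in D-gal + PBS mice, and 11997 genes had at least 10 counts in every library. The analysis was tested on simulated data with the dispersions of these libraries. Of 100 genes planted at an absolute log2 fold change of 1, edgeR called 67, DESeq2 78 and limma-voom 59, and of 100 planted at 2 they called 97, 99 and 96. They called 13, 41 and 9 genes that were not planted. The 36 fatty acid oxidation genes were also planted, at a log2 fold change of 0.5. Planted single genes were taken from those with higher mean counts. Each gene was drawn independently, without the correlation between genes or the sample structure of these libraries. The shares called are therefore not the power in the real data.
Alternatives were DESeq2 1.42.0 (the study used 1.26.0), limma-voom, median-of-ratios factors, library totals alone, at least 10 counts in every sample, the replicate number as a block, other thresholds, the other list tests, and each library left out in turn. An alternative without a filter removed and added 0 genes and so tests nothing. Leaving out D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 together, leaving out mitochondrially encoded genes, and a fit that was not robust were added after seeing the data. Replicate numbers are not known to pair the mice. 1 list is not reported here. Metabolite levels, MSC cultures and the other groups of mice were not analysed here, and the authors' GO, KEGG and COG terms were not used here.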

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

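The tests of slow fibres, of the mitochondrial share of the counts, of macrophages, of fibroblasts and of smooth muscle below were chosen after the results were seen, and the test of the scaling was not.
Lists of fatty acid oxidation genes and of the OXPHOS genes of mitochondrial DNA rose by camera in D-gal + MSCs mice at the preset correlation, but not with an estimated correlation (adjusted p = 0.364 and 0.285). Leaving the mitochondrial genes out of the table tested nothing about their larger share of the counts, since under TMM it moved no list, and the fatty acid oxidation median stayed at 0.46 (0.25 with library totals). With the score of slow and oxidative fibre genes as a covariate, the group difference of the fatty acid oxidation score went from 0.36 to 0.10 (28.8% kept, permutation p = 0.4). A larger content of slow and oxidative fibres in the pieces of muscle is therefore a candidate explanation. With a covariate, the permutation p reshuffles group labels over fixed scores. It is only approximate, since group and fibre score are not independent in these mice. For the mitochondrial DNA genes the difference went from 1.03 to 0.65 (62.9% kept, permutation p = 0.0571). Fibre content and an effect of MSCs on mitochondria cannot be told apart, since most of the difference was kept and the p did not pass. An effect of MSCs on fibre type itself would give the same values and stays open, untested.
The list of interferon response genes, a signal the paper does not report, rose by camera in D-gal + MSCs mice at the preset correlation, but not with an estimated correlation (adjusted p = 0.285), with a difference in score of 0.65 and no overlap between groups. RNA from more macrophages is argued against in D-gal + MSCs replicates 1, 2 and 4. Their macrophage scores (-0.65, -0.72 and -0.56) were under those of all D-gal + PBS mice (-0.15 to 0.74). In replicate 3 (0.72) it is not argued against, and the macrophage scores had p = 0.200 in the exact permutation test. The median log2 fold change of macrophage markers was at most -0.48 with any library left out. The abundant marker Lyz2 had 39.7 ± 20.6 CPM (SD, n = 4) in D-gal + MSCs mice and 68.0 ± 13.6 CPM (SD, n = 4) in D-gal + PBS mice. The scaling is argued against as well, since the lower of the medians under the other scalings was 0.39. With the slow fibre score as a covariate the difference was 0.52 (80.5% kept, approximate permutation p = 0.0286, the smallest possible). A response of mouse muscle to injected human cells may underlie it and was not tested.
Lists of matrix, complement and fibroblast genes fell by camera in D-gal + MSCs mice at the preset correlation, but not with an estimated correlation (adjusted p = 0.427, 0.348 and 0.364), and of their genes 45 of 58, 25 of 36 and 12 of 20 did not pass the study's thresholds. The groups overlapped in the scores (exact permutation p = 0.400, 0.0571 and 0.114). A lower share of every cell type other than muscle fibres is argued against, since markers of smooth muscle and pericytes had a median log2 fold change of at least 0.21 with any library left out. A lower share of fibroblasts is a candidate explanation for the matrix and complement lists. The 11 fibroblast markers outside the matrix list had a median of -0.77, with a negative log2 fold change in 11 and an unadjusted p under 0.05 in 6. The abundant marker Gsn had 552 ± 193 CPM (SD, n = 4) in D-gal + MSCs mice and 1060 ± 232 CPM (SD, n = 4) in D-gal + PBS mice. These markers belong to the fibroblast list, so for that list they only restate its fall. Fewer fibroblasts, through MSCs or in the pieces of muscle taken, and lower expression per cell stay open, untested.
Score differences of genes the paper does not discuss also included smooth muscle and pericyte markers (0.30), with no overlap between groups. Circadian clock genes, which fell, had a difference of -0.34, also with no overlap.
In 122 groups of 4 mice, the mouse farthest from the others was checked by the ratio of its gap to the range of the group, for which chance picks about 1 in 20 groups. D-gal + PBS replicate 2 lay apart in the scores of mitochondrial DNA genes (ratio 0.832), branched-chain amino acid degradation (0.849) and adipocyte markers (0.851). D-gal + PBS replicate 4 lay apart in fast and glycolytic fibre genes (0.855) and in Nampt (0.921). D-gal + MSCs replicate 4 lay apart in branched-chain amino acid degradation (0.945) and mitochondrial biogenesis regulators (0.848), replicate 3 in macrophage markers (0.889) and replicate 1 in Trim63 (0.835).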

How the results depend on the processing

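Leaving out D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 together, leaving out mitochondrially encoded genes and a fit that was not robust were chosen after the results were seen. D-gal + PBS replicate 2 had the lowest D-gal + PBS scores of complexes I to V. D-gal + MSCs replicate 4 had the highest D-gal + MSCs scores of the same lists. Leaving both out therefore narrows those differences by construction.
Of the counts of genes and lists under the alternatives, 73 stayed within 1.5 times their value and 23 did not. Of the list tests, 722 kept direction and side of the threshold, 114 kept direction and no longer passed, 8 newly passed and 15 turned. The 722 include 43 from the setting without a filter and 43 from the fit that was not robust, neither of which can change camera. They also include 42 without mitochondrially encoded genes, a setting that moved no list. These say nothing about how stable the lists are. Of the log2 fold changes of named genes, 3388 kept both, 145 newly passed and 20 turned. The 3388 include 198 from the setting without a filter, which changes nothing. Where a value moved, the cause was not tested.
At an adjusted p under 0.05, edgeR called 0 genes, 7 with median-of-ratios factors, 7 with library totals, 6 with at least 10 counts in every sample, 78 with a replicate block, 7 without mitochondrially encoded genes, 0 to 14 with 1 library left out, and DESeq2 called 300. At an adjusted p under 0.1 edgeR called 54. At the study's thresholds 247 genes passed with an absolute log2 fold change of at least 1, and 535 with both libraries left out.
In the check of the replicate block, same-numbered libraries had residual correlations from -0.0027 to 0.218, not every one over 0.1, and not every library correlated best with its own number, so the numbers were not taken to pair the mice.
Camera passed 34 lists, 0 with an estimated correlation and 0 with fry. Adjusted p with an estimated correlation and with fry were 0.285 and 0.247 for mitochondrial DNA genes, 0.285 and 0.124 for interferon response, 0.348 and 0.247 for PPAR targets, 0.364 and 0.257 for fatty acid oxidation, 0.565 and 0.469 for complex I, 0.348 and 0.247 for complement and coagulation, 0.427 and 0.376 for matrix, 0.348 and 0.247 for immediate early and MAPK, and 0.364 and 0.257 for TGF-β.
With both libraries left out, TGF-β had adjusted p = 0.191, and camera's direction turned for complexes I (0.563), IV (0.997) and V (0.886), the mitochondrial ribosome (0.250) and antioxidant defence (0.528; 0.942 with library totals, also turned), while the neuromuscular junction list newly passed (0.0169, median log2 fold change 0.29). Complexes II (0.432) and III (0.510), adipocyte markers (0.482), glucocorticoid (0.0886), heat shock (0.0621), peroxisome (0.352) and senescence genes (0.523) no longer passed. Over-representation passed for 15 lists, 6 with both left out and 9 to 23 with 1 library left out. Of the genes named by the study 4 passed its thresholds, 2 with library totals, 1 with both left out and 2 to 5 with 1 library left out.
With both left out, signs turned for the log2 fold change of Cdkn1a (0.023), the log2 fold change of Cox7b (-0.023), the log2 fold change of Gapdh (0.0063), the log2 fold change of Ndufb8 (-0.069) and the log2 fold change of Ppargc1a (-0.19). With library totals they turned for the log2 fold change of Ppargc1a (-0.13) and the log2 fold change of Trim63 (-0.037).
With 1 library left out, adjusted p ran from 0.169 to 0.931 for antioxidant defence, 3.83e-10 to 0.218 for complex I, 0.0550 to 0.950 for the neuromuscular junction, 0.305 to 0.921 for PI3K-AKT, 0.0397 to 0.772 for tendon markers and 0.00106 to 0.0920 for TGF-β, with turns of direction in these lists except complex I and TGF-β. Proliferation genes newly passed without D-gal + PBS replicate 2 (0.0406) and satellite cell genes without D-gal + PBS replicate 1 (0.0261) or D-gal + MSCs replicates 2 or 3 (0.0415 and 0.0363). Signs turned for the log2 fold change of Fbxo32 (-0.082 to 0.35), the log2 fold change of Gapdh (-0.15 to 0.076), the log2 fold change of Jchain (-0.81 to 0.28), the log2 fold change of Ppargc1a (-0.15 to 0.23), the log2 fold change of Prg4 (-0.12 to 0.76) and the log2 fold change of Sirt1 (-0.20 to 0.032).
What depth limits cannot be told from these counts, since every gene analysed has at least 1 count per 1000000 in at least 4 libraries, and genes below that level were not analysed here.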

Differences from the paper's values

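All comparisons below use tests planned before the data were examined, except where noted.
The paper counts 960 genes, 525 higher and 435 lower, at the thresholds of Figure S3A. The counts here from edgeR at those thresholds were 831, 458 and 373, within 1.5 times of the paper's. Those of DESeq2, the tool the paper names, were 956, 523 and 433. Without D-gal + MSCs replicate 4 the counts were 612, 339 and 273, with an absolute log2 fold change of at least 1 they were 247, 152 and 95, and with library totals the higher and lower genes were 201 and 761, each of these over 1.5 times from at least 1 of the paper's. With D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 left out, a setting chosen after seeing the values, they were 535, 310 and 225, also over 1.5 times from the paper's. The other alternatives stayed within 1.5 times.
The paper names PI3K-AKT signalling among the pathways of its lower genes. Here 3 of 48 genes of PI3K-AKT and insulin signalling were lower at the study's thresholds and 3 higher, and the list was not over-represented among the lower genes (one-sided Fisher's exact test, adjusted p = 0.558). By camera its adjusted p ran from 0.211 with D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 left out, a setting chosen after seeing the values, to 0.921 without D-gal + MSCs replicate 1, and it passed under 0 of the settings run. KEGG's own gene set for the pathway was not used here, so these values do not test the paper's enrichment of that set. The other pathways the paper gives for its lower genes, complement and coagulation, MAPK and TGF-β, were over-represented among the lower genes here as lists written from general knowledge (adjusted p = 1.16e-06, 9.19e-09 and 0.00172). The MAPK list holds immediate early genes too, and KEGG's own sets were not used for these pathways either. The number of lists over-represented, 15, was reached in 2 of 35 splits of the samples, so it does not exclude chance, and in camera with an estimated correlation the 3 lists did not pass (adjusted p = 0.348, 0.348 and 0.364).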

Other observations

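All lists and the splits of the samples below were planned, and genes with large values in some libraries, the covariate of slow fibre genes, and the setting without D-gal + PBS replicate 2 and D-gal + MSCs replicate 4, were chosen after their values were seen.
Some other lists that rose or fell by camera were not named by the paper. Antigen presentation genes rose (median log2 fold change 0.22, adjusted p = 1.28e-04; 0.421 with an estimated correlation), with Nlrc5, H2-Q4, Tap1 and Psmb9 higher at the study's thresholds. The median was 0.09 without D-gal + MSCs replicate 3, 0.13 without D-gal + PBS replicate 4 and 0.34 without D-gal + PBS replicate 1. Under scaling by library totals alone it was 0.04. Smooth muscle and pericyte markers rose (median 0.29, adjusted p = 0.00283; 0.348 with an estimated correlation), with Kcnj8 at 0.73 and Pln at 0.77. Erythroid markers fell (median -1.37, adjusted p = 2.31e-05; 0.348 with an estimated correlation), with Alas2, a haem synthesis enzyme, at -1.40. Heat shock genes fell (median -0.18, adjusted p = 0.00155; 0.421 with an estimated correlation; 0.0621 with D-gal + PBS replicate 2 and D-gal + MSCs replicate 4 left out). Circadian clock genes fell (median -0.19, adjusted p = 0.00348; 0.348 with an estimated correlation; 0.0506 without D-gal + MSCs replicate 3), with Per1 at -1.32 and with Per2 and Ciart also lower.
Adipocyte markers fell (median -1.09, adjusted p = 8.88e-04; 0.421 with an estimated correlation) and did not pass without D-gal + PBS replicate 2 (median -0.17, adjusted p = 0.0950). The median was -1.97 without D-gal + MSCs replicate 1. Cytosolic ribosome, endothelial, mitochondrial ribosome, glucocorticoid, glycolysis and senescence lists also passed, with adjusted p = 0.00155, 0.0105, 0.0121, 0.0172, 0.0273 and 0.0292, and 0.624, 0.593, 0.681, 0.348, 0.593 and 0.421 with an estimated correlation. Cytosolic ribosome genes did not pass without D-gal + PBS replicates 1 or 4 (adjusted p = 0.0643 and 0.192) or D-gal + MSCs replicates 1 or 2 (0.373 and 0.0870). Endothelial markers did not pass without D-gal + PBS replicate 4 (adjusted p = 0.491) or D-gal + MSCs replicates 1 or 3 (0.0743 and 0.538). Genes of the mitochondrial ribosome, with a median of 0.12 that was -0.08 under library totals, did not pass without D-gal + PBS replicates 2 or 3 (adjusted p = 0.208 and 0.149) or D-gal + MSCs replicates 3 or 4 (0.0663 and 0.931). Glucocorticoid genes did not pass without D-gal + PBS replicates 2 or 3 (adjusted p = 0.0517 and 0.0703). Glycolysis genes did not pass without D-gal + PBS replicate 4 (adjusted p = 0.731) or D-gal + MSCs replicates 1 or 3 (0.116 and 0.242). Senescence genes did not pass without D-gal + PBS replicates 2 or 3 (adjusted p = 0.0817 and 0.0946) or D-gal + MSCs replicates 1 or 4 (0.0575 and 0.242).
Lists that did not pass camera included muscle atrophy genes (adjusted p = 0.105, but 0.0449 with library totals and 0.0341 without D-gal + PBS replicate 1, both a fall). In that list Mstn, which limits muscle growth, was at -0.78. Mitochondrial biogenesis regulators (adjusted p = 0.222) and SIRT1 and NAD+ metabolism genes (adjusted p = 0.535) did not pass camera either. Of the regulators 4 were higher, Esrrg, Esrrb, Perm1 and Ppargc1b, the last named after its value was seen. The regulators were over-represented among the higher genes (one-sided Fisher's exact test, adjusted p = 0.0244 in edgeR and 0.0344 in DESeq2). Their score had p = 0.114 in the exact permutation test.
Of 18 genes whose protein or mRNA the study measured, in muscle or in cultured cells, 16 were analysed here and 4 passed the study's thresholds, mt-Co2, Acadl, Acadm and Sdhb, and 2 without D-gal + PBS replicate 2 or D-gal + MSCs replicates 3 or 4. mt-Co2 had a log2 fold change of 0.99 (exact permutation p = 0.0286). Nampt was at 0.36, Uqcrc2 at 0.39, Atp5a1 at 0.36, Ndufb8 at 0.25, Trim63 at 0.14, Fbxo32 at 0.23, Hsp90aa1 at -0.88, Hsp90ab1 at -0.28, Cdkn1a at -0.37, Sirt1 at -0.07, Ppargc1a at 0.08 and Gapdh at -0.05. D-gal + MSCs replicate 4 was the highest of all mice in Nampt, Uqcrc2, Atp5a1 and Ndufb8 and the lowest in Cdkn1a. In Ndufb8 it had 483 CPM, the other D-gal + MSCs mice 236 to 367 and D-gal + PBS mice 232 to 352. In Hsp90aa1 D-gal + PBS replicate 4 had 201 CPM and all other mice at most 142. Ppara and Cdkn2a were not analysed here.
With the slow and oxidative fibre score as a covariate, the group difference of the complex I score went from 0.22 to -0.08 (approximate permutation p = 0.743). That of PPAR targets went from 0.65 to 0.29 (43.6% kept, approximate permutation p = 0.286). That of branched-chain amino acid degradation went from 0.29 to 0.14 (48.9% kept, approximate permutation p = 0.143), and that of matrix genes from -0.32 to -0.35 (approximate permutation p = 0.429).
In some genes of unusual values, libraries fell into groups apart from their condition. Zbed6 had 115 and 101 CPM in D-gal + MSCs replicates 1 and 2 and at most 1.93 in the others, where its host gene Zc3h11a had 83.8 to 115 CPM, and Zc3h11a had at most 1.55 in those replicates. Cpeb4 had 125 to 146 CPM in D-gal + MSCs replicates 1, 2 and 4 and at most 3.39 in the others. No cause was tested.
Each count of a model was set against all 35 splits of the 8 libraries into 4 and 4. For edgeR at an adjusted p under 0.05 the real split gave 0 genes and the highest other 2, and with a real count of 0 all 35 splits give as many whatever the data, so the comparison says nothing about chance. For genes at the study's thresholds the real split gave 831 and the highest other 690, and for camera 34 lists and 29. In each case 1 split of 35 was as large. That is the smallest share these splits can give, and several counts were compared, so it is weak evidence against chance. In the other splits camera passed 8 to 29 lists, so passing camera at the preset correlation does not by itself show a group difference. For DESeq2 the real split gave 300 and the highest other 299, also 1 split of 35 as large, but by a margin of 1 gene, which is too narrow to set the real split apart. The split with 299 genes set D-gal + PBS replicates 1 and 4 and D-gal + MSCs replicates 3 and 4, the 4 with the highest scores of nuclear OXPHOS genes, against the others, which points to a structure of the samples beside their group. For over-representation, which passed for 15 lists (7 among higher and 8 among lower genes; 9 without D-gal + MSCs replicate 4 and 23 without D-gal + MSCs replicate 1), 2 splits of 35 gave as many, with a highest of 17, so chance cannot be excluded.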
